# Dynamic transcriptomic analysis of Ischemic Injury in a Porcine Pre-Clinical Model mimicking Donors Deceased after Circulatory Death

**DOI:** 10.1038/s41598-018-24282-6

**Published:** 2018-04-13

**Authors:** Sebastien Giraud, Clara Steichen, Geraldine Allain, Pierre Couturier, Delphine Labourdette, Sophie Lamarre, Virginie Ameteau, Solenne Tillet, Patrick Hannaert, Raphael Thuillier, Thierry Hauet

## Abstract

Due to organ shortage, clinicians are prone to consider alternative type of organ donors among them donors deceased after circulatory death (DCD). However, especially using these organs which are more prone to graft dysfunction, there is a need to better understand mechanistic events ocuring during ischemia phase and leading to ischemia/reperfusion injuries (IRI). The aim of this study is to provide a dynamic transcriptomic analysis of preclinical porcine model kidneys subjected to ischemic stress mimicking DCD donor. We compared cortex and corticomedullary junction (CMJ) tissues from porcine kidneys submitted to 60 min warm ischemia (WI) followed by 0, 6 or 24 hours of cold storage in University of Wisconsin solution versus control non-ischemic kidneys (n = 5 per group). 29 cortex genes and 113 CMJ genes were significantly up or down-regulated after WI versus healthy kidneys, and up to 400 genes were regulated after WI followed by 6 or 24 hours of cold storage (p < 0.05). Functionnal enrichment analysis (home selected gene kinetic classification, Gene-ontology-biological processes and Gene-ontology-molecular-function) revealed relevant genes implication during WI and cold storage. We uncovered targets which we will further validate as biomarkers and new therapeutic targets to optimize graft kidney quality before transplantation and improve whole transplantation outcome.

## Introduction

Transplantation remains the only efficient therapeutic option for end-stage renal diseases. However, this success led to a worldwide organ shortage, and only 30% of patients on the waiting list have access to an organ. This situation, combined with unavoidable demographic change in donor population, has led to the growing use of organs coming from marginal or “extended-criteria” donors, including deceased after circulatory death donors (DCD)^1^. However, organs coming from marginal donors are more prone to develop ischemia injuries, harmful during reperfusion for organ quality and outcome. Importantly, ischemia-reperfusion (IR) injuries (IRI) are correlated with delayed graft function rate and primary non function rate^1^. Hence the need to consider new strategies to improve organ preservation quality. Indeed, from cardiac death of the donor, through organ procurement and its cold storage until graft revascularistion in the recipient, ischemic injuries lay the groundwork for secondary lesions resulting in worsening the outcome. In transplantation, severe reperfusion injuries after transplantation are mostly caused by the initiation of ischemic lesions. However, the molecular mechanisms underlying severe ischemia are currently not fully determined and this knowledge gap limits the current effort to design better approach for organ preservation. While several solutions using technological or pharmacological improvements have been tested^2^, the lack of specific targets as well as the reduced number of available biomarkers are slowing down the development and transfer to the clinic. In addition, IRI- focusing studies mostly rely on the use of small animal models where the application of ischemia protocols similar to those used in clinic is challenging and/or studies are focused on a single pathway in a hypothesis-driven fashion. We propose here an open ended approach based on microarray technology to understand IRI occurring in DCD-like kidney submitted to warm-ischemia (WI) followed by cold ischemia (CS), using a pre-clinical porcine model with the main advantage that porcine and human kidneys are extremely similar in size, structure and function^3^. The specific objective of this study is to evaluate gene expression profile of kidney submitted to ischemic injury similarly to what is observed in clinic with kidneys coming from DCD donors i.e submitted to WI followed by cold ischemia. Indeed, we investigated differential gene expression patterns in kidneys after a period of WI followed or not by a cold storage (CS) of 6 h (WI + CS6h) or 24 h (WI + CS24h) versus control non-ischemic kidneys (Ctl) in a reproducible model. Identified gene expression profiles were submitted to functional enrichment analysis and a comprehensive bibliographic review was performed to understand the role of each marker in the biological serie of events occurring during ischemia. Our aim is to determine specific inhibited/activated genes which could become pharmacological target and define markers useful to evaluate organs before transplantation.

## Results

### Ischemia impact on global gene expression profile

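Cortex (C) and corticomedullary junction (CMJ) of 15 porcine kidneys were profiled on 40 single-color Agilent 44k porcine arrays, 1 array per tissue sample and 5 in each of 8 groups. Control kidneys (Ctl) were removed and sampled at once, and kidneys of the WI group were clamped for 60 min at 37 °C. According to the sample labels, kidneys of the WI+CS6h and WI+CS24h groups were then flushed and stored at 4 °C, and the same 5 kidneys were sampled after 6 h and again after 24 h. The authors deposited each array's Feature Extraction output, in scanner intensity, and a matrix of log2 signals. The matrix holds the log2 median signal of each spot without background subtraction, quantile normalized over all 40 arrays. Here the background-subtracted intensity of the 43803 non-control spots was taken to log2, the 10 to 85 spots marked as outliers on each array were left out, and the arrays were quantile normalized together. Spots with the same identifier were averaged to 35955 genes or transcripts, called genes here. Spots well above background made up 57.01% to 69.91% of an array, with a median of 65.59%, and the group medians ran from 61.99% in WI+CS6h-C to 67.14% in Ctl-C. Each tissue's 20 arrays were fitted with limma with 1 term per group, and p was adjusted by Benjamini-Hochberg over all genes of a comparison. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5. An interaction between tissue and treatment was tested in a single fit of the 40 arrays. The number of arrays, 5 per group, limits the precision of every value. Values per group are log2 signals with their SD, and differences are log2 fold changes. Beside a difference, "arrays apart" means that every array of one group lay above every array of the other, which chance gives for 0.794% of genes, and "4 of 5 arrays" that 4 of the 5 arrays of the higher group lay above the mean of the lower one.
Each call was tried under 10 alternatives: scaling to the 75th percentile in place of the quantiles, quantile normalization within each group or within each tissue, a filter on dim genes, normexp background correction of the mean spot signal with an offset of 50, a fit per probe with the brightest probe standing for its gene, the authors' deposited values, a replicate block that joins samples of the same number, a slide block, and a fit of 2 groups alone. The slide block was fitted over all 40 arrays. Samples of the same number in Ctl, WI and the cold-stored groups are different kidneys, so the replicate block pairs samples only between 6 h and 24 h. Each array was also left out in turn.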

From microarray datasets, we generated heatmaps to depict mRNA expression between our groups and we submitted our data to Principal Component Analysis (PCA). 

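The principal component analysis was run on the 4 group means of each tissue, with each gene centred and not scaled, because Fig. 1 draws 1 arrow per group. In cortex, over 35939 genes, the first component held 70.62% of the variance (jackknife SD over arrays 9.17) and the second 16.32% (8.15). In CMJ, over 35938 genes, the shares were 60.66% (jackknife SD 4.74) and 26.30% (5.71). On the first component of cortex the loadings were -0.614 for Ctl, -0.360 for WI, 0.582 for WI+CS6h and 0.393 for WI+CS24h, and in CMJ they were -0.526, -0.472, 0.475 and 0.524 in the same order. The second component set WI against Ctl, with loadings of 0.752 and -0.536 in cortex and -0.716 and 0.672 in CMJ. The shares moved most when the 20 single arrays of a tissue took the place of the group means, which left 32.24% on the first component of cortex and 17.3% on that of CMJ. On the authors' deposited values the first component held 80.27% in cortex and 69.53% in CMJ, and the second 13.16% and 23.75%.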

Numbers in parentheses represent the percentage of total variance explained by the first and second principal components, explaining respectively 80.27% and 13.15% of the variability of our results for cortex (C) genes (Fig. 1A), and 59.55 and 23.77% of the variability of our results for CMJ genes (Fig. 1B), showing that our experimental groups have well distanced transcriptomic profiles. Moreover, for both cortex and CMJ genes, PCA shows that both experimental groups submitted to cold storage are clustering closely, and are well separated from the two others groups i.e control and WI groups, highlighting that the duration of the cold storage itself has moderate impact on the variability of our results and therefore on sample gene expression profiles.

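Distances between single arrays were compared with the distances within groups over all genes. In cortex the mean Euclidean distance between WI+CS24h and WI+CS6h arrays was 0.952 times that within the groups, and in CMJ 0.964 times. The same 5 kidneys stand in both of these groups, and distances within a kidney lower this ratio, so it does not test an effect of time. Between WI+CS6h and WI the ratio was 1.066 in cortex (exact permutation test over 126 splits of the arrays, one-sided, p = 0.0873) and 1.139 in CMJ (exact p = 0.00794, the smallest that 5 arrays against 5 allow). Between WI and Ctl it was 1.024 in cortex (exact p = 0.175) and 1.065 in CMJ (exact p = 0.00794). In cortex these ratios of WI with Ctl and of WI+CS6h with WI moved most with slide terms taken out, to 1.162 (exact p = 0.00794) for WI and Ctl in cortex and 1.154 (exact p = 0.0159) for WI+CS6h and WI in cortex. Quantile normalization by group also parted WI from Ctl in cortex, with a ratio of 1.078 (exact p = 0.0397), and with 75th percentile scaling they were not parted in CMJ (1.04, exact p = 0.103). Without WI+CS6h-C 4 the ratio of WI+CS6h and WI in cortex was 1.15 (exact p = 0.0159), and without WI-CMJ 5 the exact p of WI and Ctl in CMJ rose to 0.0635.
Between WI+CS24h and WI+CS6h, limma called 0 of 35939 genes in cortex and 1 of 35938 in CMJ, while 1119 and 1238 genes had an unadjusted p under 0.05. The gene called in CMJ, a probe without annotation, was lower at 24 h (adjusted p = 0.0246), and every alternative but quantile normalization by group or by tissue and the fit per probe called 0 genes there. Quantile normalization by group called 1152 genes in cortex and 352 in CMJ between both times, of which 1.56% and 86.4% were higher at 24 h. Against Ctl, 777 of the 1445 genes called in cortex at 6 h were called at 24 h and 99.5% had the same sign. In CMJ, 910 of 1148 were called at both times and 99.6% had the same sign. Both times share their controls. In simulated data without any effect, as many genes with the lowest p had the same sign in 88.7% and 89.7% of cases. In the simulated data 0 genes were called at 6 h, so they give no yardstick for the number called at both times. The log2 fold changes of both times were correlated over all genes with r = 0.858 in cortex and 0.836 in CMJ, against 0.5 and 0.504 in the simulated data. Genes are not independent replicates, and the kidneys at both times were the same. From the closeness of both cold-stored groups and their distance from Ctl and WI in the PCA, the paper reasons that the length of cold storage has a moderate impact on gene expression profiles.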

**Figure 1:**
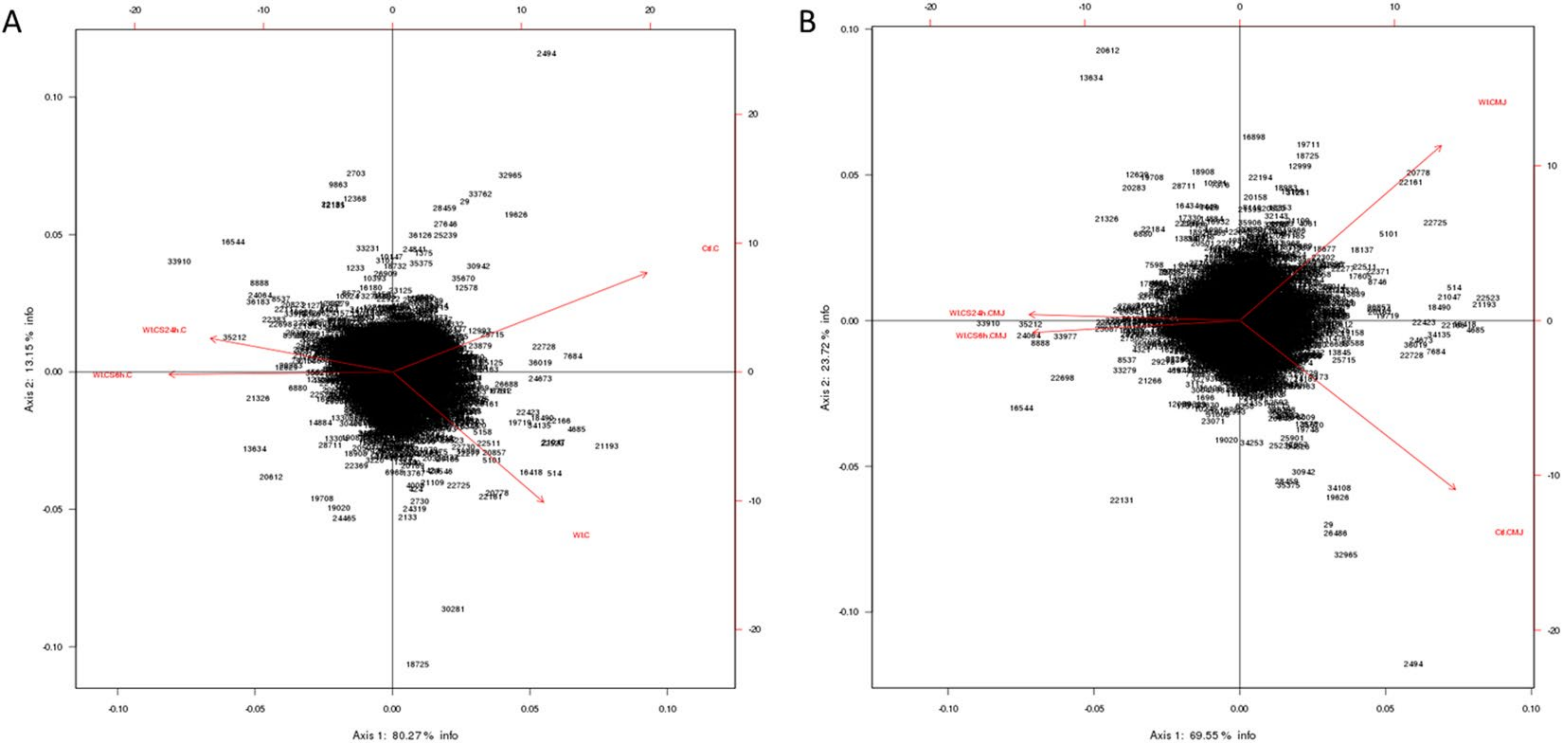
Principal Component Analysis (PCA) plots of the integrated gene expression data matrix for all analyzed genes, for (**A**) cortex genes and (**B**) CMJ genes. Numbers in parentheses represent the percentage of total variance explained by the first and second PC.

To further decipher transcriptomic changes occurring during our ischemia treatments, we then focused on heatmaps-extracted differentially expressed genes between selected groups. Precisely, we found that the number of differentially expressed genes between different ischemia-treated groups and control group (Ctl) was: 29 cortex genes and 113 CMJ genes between 60 minutes of WI vs Ctl group, 1145 cortex genes and 456 CMJ genes between 60 minutes of WI followed by 6 hours of cold storage (WI + CS6h) vs Ctl group and 805 cortex genes and 485 CMJ genes between 60 minutes of WI followed by 24 hours of cold storage (WI + CS24h) vs Ctl group. Additionally, our heatmap results showed that 561 cortex genes and 462 CMJ genes were differentially expressed between WI and WI + CS6 groups, and 398 cortex genes and 446 CMJ genes were differentially expressed between WI and WI + CS24 groups (Supplementary Tables S1 and S2). 

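After WI, 34 cortex genes were called against Ctl (10 higher, 24 lower) and 247 CMJ genes (133 higher, 114 lower). After WI+CS6h, 1445 cortex genes (585 higher, 860 lower) and 1148 CMJ genes (485 higher, 663 lower) were called. After WI+CS24h, 900 cortex genes (374 higher, 526 lower) and 1313 CMJ genes (486 higher, 827 lower) were called. Among the cortex calls, the arrays of both groups did not overlap for 34, 920 and 743 genes, and among the CMJ calls for 192, 933 and 972. Normexp called fewer, 11, 263 and 192 cortex genes and 33, 164 and 188 CMJ genes in the same order of treatments. Quantile normalization by group raised the cortex counts to 107, 3062 and 1440, and the slide block raised the cortex counts after cold storage to 3568 and 1615. With quantile normalization by group 9.35%, 23.8% and 14.5% of the cortex calls and 39%, 64.5% and 54.8% of the CMJ calls were higher. On the authors' deposited values the counts were 21, 759 and 523 in cortex and 113, 500 and 548 in CMJ. With 1 array left out, the WI+CS6h-C count ran from 752 without Ctl-C 3 to 3129 without WI+CS6h-C 4, and the WI-CMJ count from 77 without WI-CMJ 5 to 427 without WI-CMJ 1. The share of spots well above background differed between Ctl-C and WI+CS6h-C, with means of 66.32% and 62.54%, and with this share as a covariate 681 genes were called in WI+CS6h-C versus Ctl-C.

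**Figure D1:**
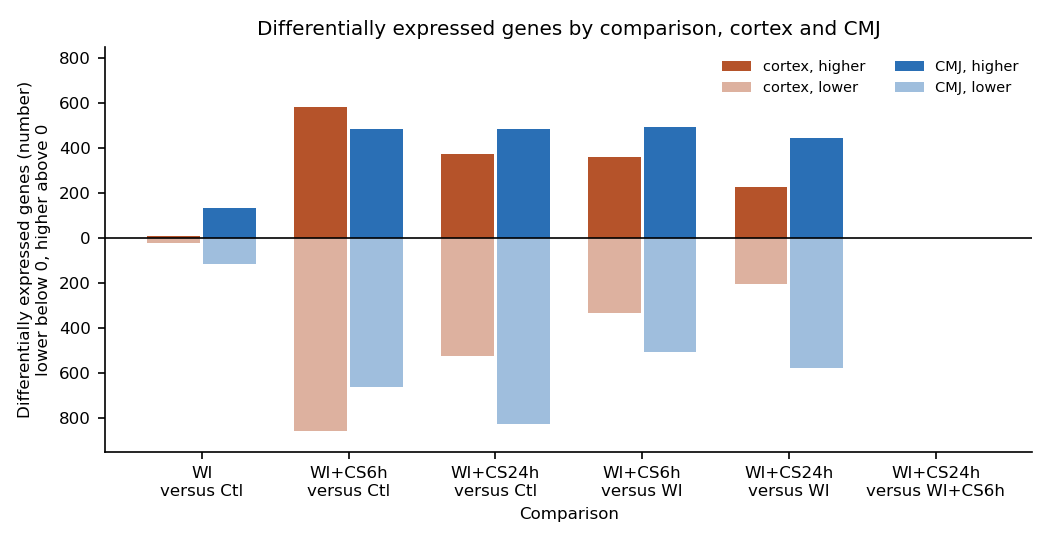
Number of genes called higher and lower in each comparison (vertical axis, genes). The tallest bars belong to the comparisons of cold-stored kidneys, from 433 to 1445 genes, and the comparisons of 24 h with 6 h hold 0 and 1.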

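Against WI, 692 cortex genes were called after WI+CS6h (361 higher, 331 lower) and 433 after WI+CS24h (229 higher, 204 lower). In CMJ 1000 genes were called after WI+CS6h (494 higher, 506 lower) and 1024 after WI+CS24h (444 higher, 580 lower). The balance of higher and lower depends on the scaling. With quantile normalization by group 69.9% and 63.4% of the cortex calls and 76.6% and 68.7% of the CMJ calls were higher. The arrays of both groups were apart for 522 and 375 of the cortex calls and for 795 and 757 of the CMJ calls. Normexp called 142 and 111 cortex genes and 144 and 165 CMJ genes, and the fit per probe 1062 and 732 cortex genes. Of the WI+CS6h calls, 379 in cortex and 733 in CMJ were called again at 24 h, with 99.6% and 99.7% of the same sign. In the simulated data with shared WI arrays, as many genes with the lowest p had the same sign in 92.8% and 89.7% of cases. There too 0 genes were called at 6 h, so the number called at both times has no yardstick. With 1 array left out the WI+CS6h-C count against WI-C ran from 381 to 1195. A regrouping of the same 10 arrays by their share of spots well above background, 66.5% against 60.5%, called 5564 genes, and with that share as a covariate WI+CS6h-C versus WI-C held 754 calls.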

The criteria for significance being |log2 fold change| ≥ 0.5 and a corrected p-value < 0.05.

### Home-made panel gene expression dynamics

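The paper names 73 genes in its text on Figs 2 to 7, and all 73 have at least 1 identifier on the array. For 22 genes with more than 1 identifier, the one with the smallest listed p in Tables S1 and S2 was used, or the brightest where the tables list none. Of the 73 genes, 71 were called in at least 1 comparison, all but ADIPOQ and KCNJ10. Against Ctl, 4, 52 and 45 of them were called in cortex after WI, WI+CS6h and WI+CS24h, and 13, 43 and 43 in CMJ. Against WI, 43 and 32 were called in cortex after WI+CS6h and WI+CS24h, and 38 and 41 in CMJ. Between WI+CS24h and WI+CS6h, 0 were called in either tissue. The study chose these genes on the same samples, so these counts are not independent evidence. The 354 calls are pairs of a gene and a comparison, and 121 of them held under every alternative. Normexp, whose offset shrinks the fold changes of dim genes, kept 178 of the 354, and the fit of 2 groups alone kept 246. Every other alternative kept between 304 and 354, and 196 calls held under all but normexp. Without 1 array, 102 of the 354 calls were lost at least once.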

We extracted from heatmaps the kinetic expression of several relevant genes significantly differentially expressed and classed in categories having an important role in IRI (Figs 2–7). Heatmaps are available on Supplementary Figures S1–S10.

**Figure 2:**
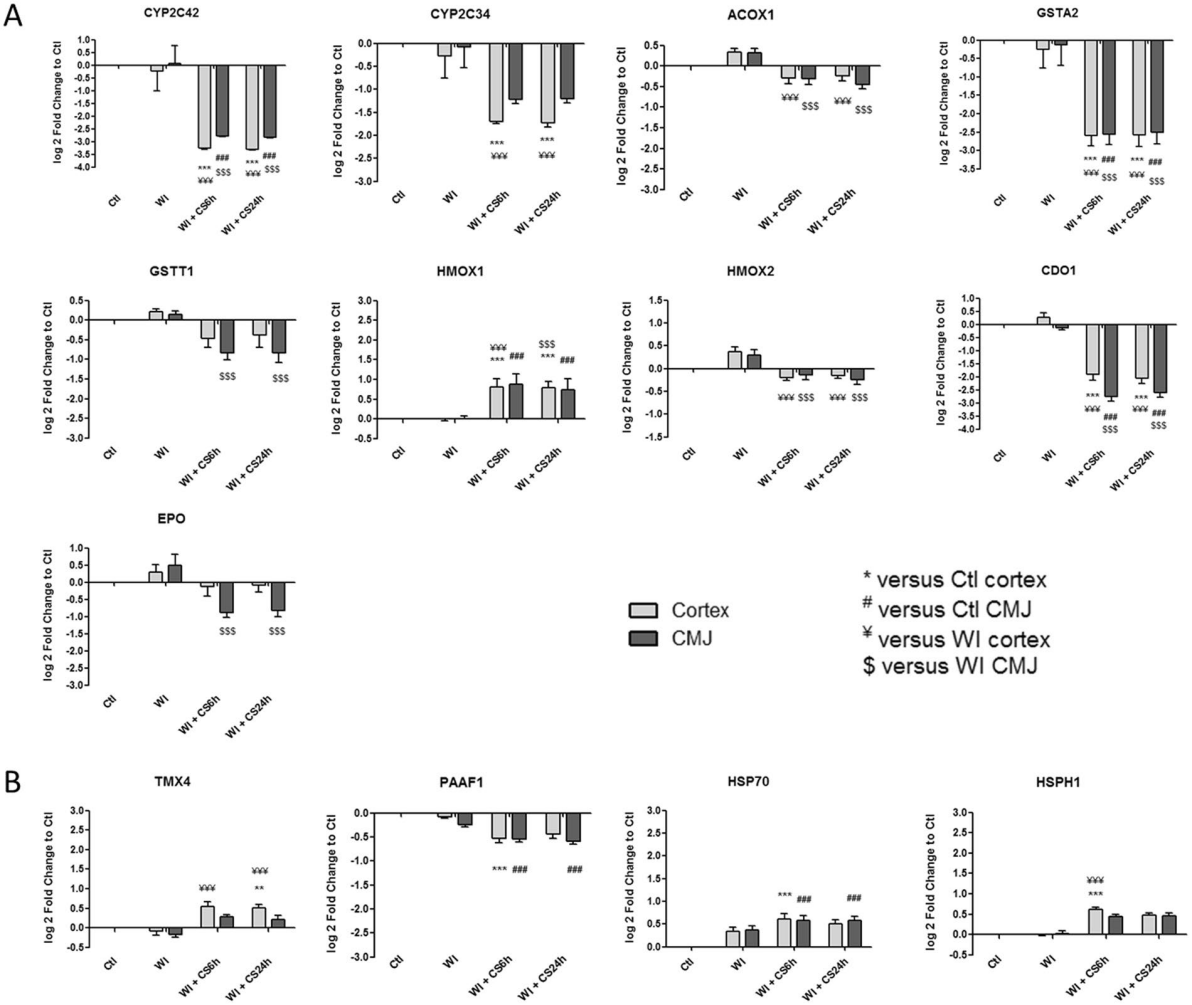
Kinetic expression of relevant genes from (**A**) “Mitochondria and redox state regulation” and (**B**) “Protein folding and proteasome” categories which are significantly differentially expressed from heatmaps. Results are expressed in mean ± SEM, **p < 0.01, ***p < 0.001 versus Ctl cortex, ^##^p < 0.01, ^###^p < 0.001 versus Ctl CMJ, ^¥¥^p < 0.01, ^¥¥¥^p < 0.001 versus WI Cortex, ^$$^p < 0.001, ^$$$^p < 0.001 versus WI CMJ.

**Figure 3:**
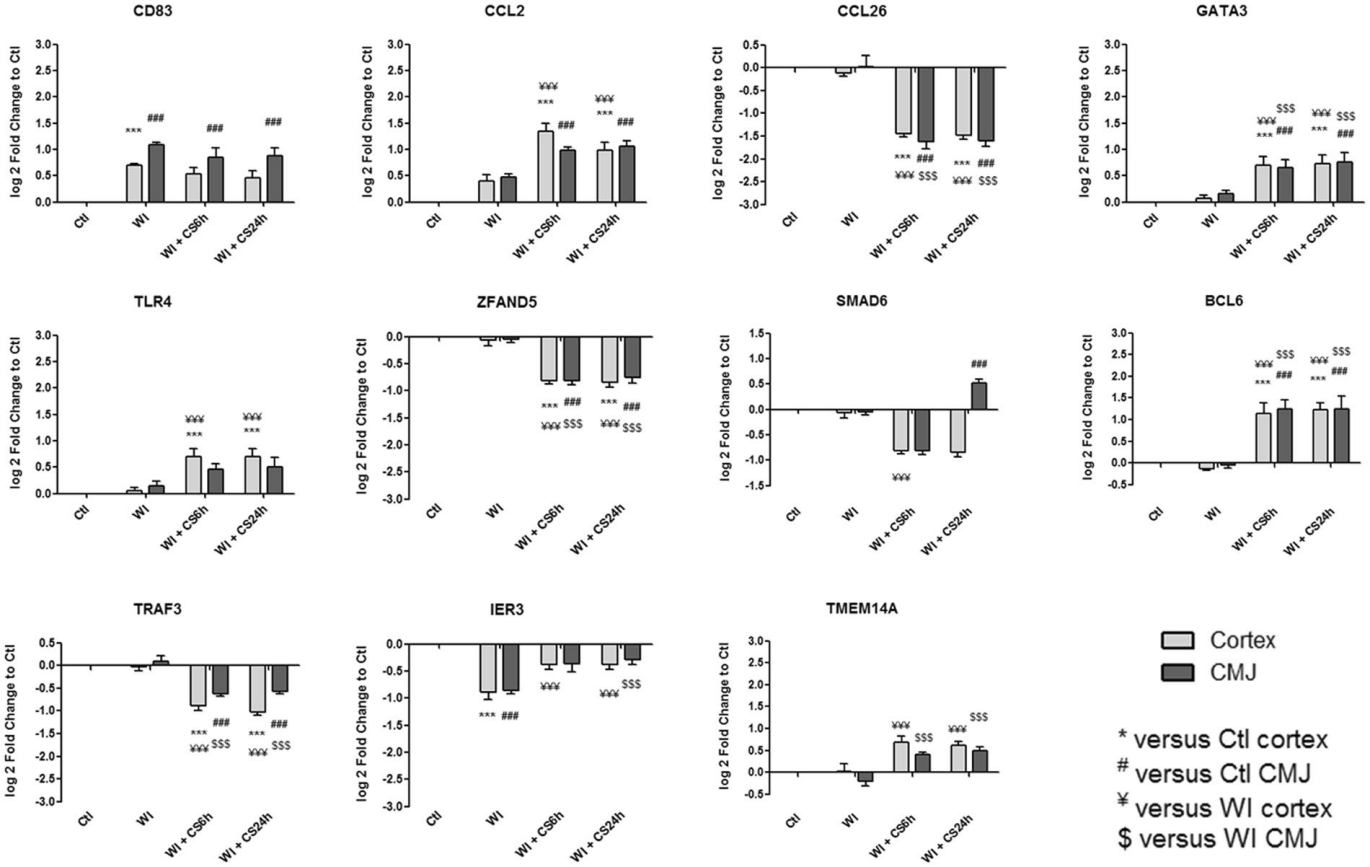
Kinetic expression of relevant genes from “Inflammation and apoptosis” category which are significantly differentially expressed from heatmaps. Results are expressed in mean ± SEM, **p < 0.01, ***p < 0.001 versus Ctl cortex, ^##^p < 0.01, ^###^p < 0.001 versus Ctl CMJ, ^¥¥^p < 0.01, ^¥¥¥^p < 0.001 versus WI Cortex, ^$$^p < 0.001, ^$$$^p < 0.001 versus WI CMJ.

**Figure 4:**
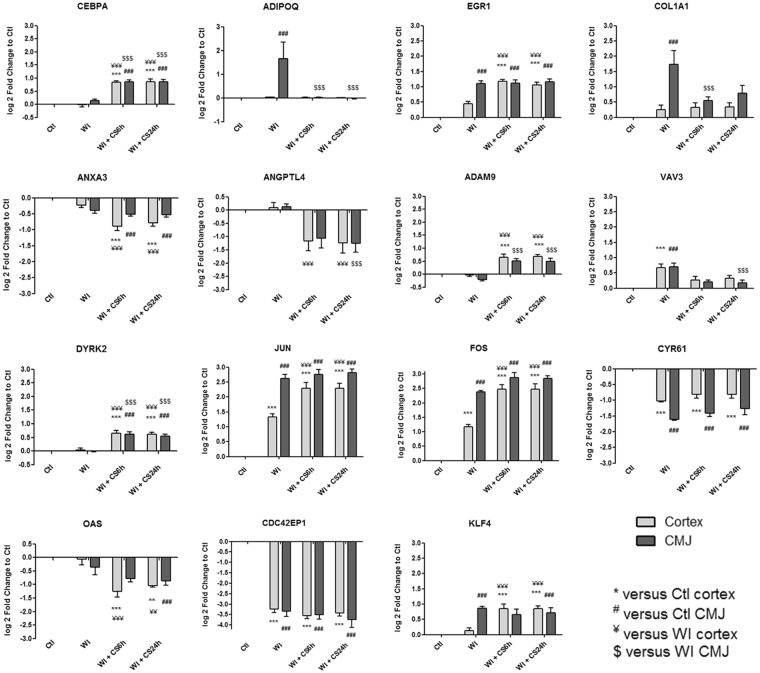
Kinetic expression of relevant genes from “Cell cycle, cellular differentiation and proliferation” category which are significantly differentially expressed from heatmaps. Results are expressed in mean ± SEM, **p < 0.01, ***p < 0.001 versus Ctl cortex, ^##^p < 0.01, ^###^p < 0.001 versus Ctl CMJ, ^¥¥^p < 0.01, ^¥¥¥^p < 0.001 versus WI Cortex, ^$$^p < 0.001, ^$$$^p < 0.001 versus WI CMJ.

**Figure 5:**
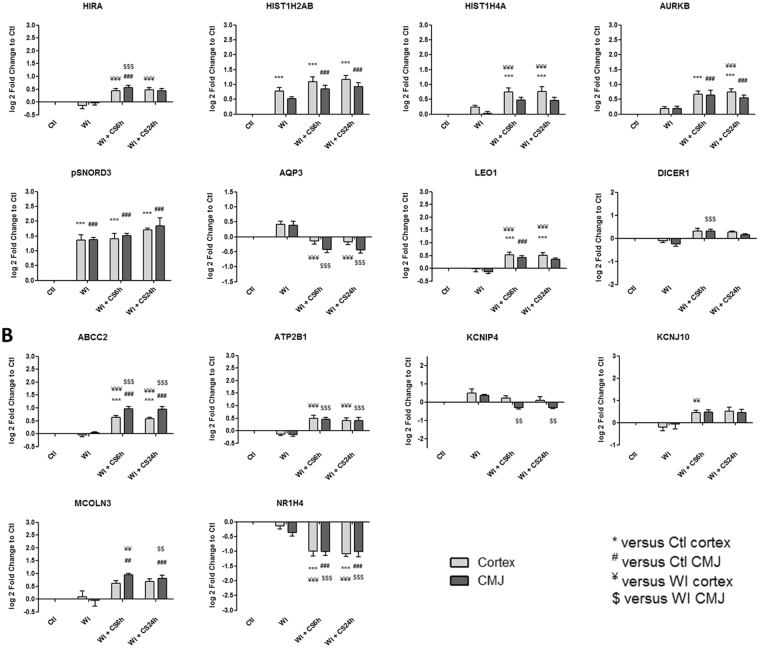
Kinetic expression of relevant genes from (**A**) “Nucleus genes and transcriptional regulation” and (**B**) “Transporters” categories which are significantly differentially expressed from heatmaps. Results are expressed in mean ± SEM, **p < 0.01, ***p < 0.001 versus Ctl cortex, ^##^p < 0.01, ^###^p < 0.001 versus Ctl CMJ, ^¥¥^p < 0.01, ^¥¥¥^p < 0.001 versus WI Cortex, ^$$^p < 0.001, ^$$$^p < 0.001 versus WI CMJ.

**Figure 6:**
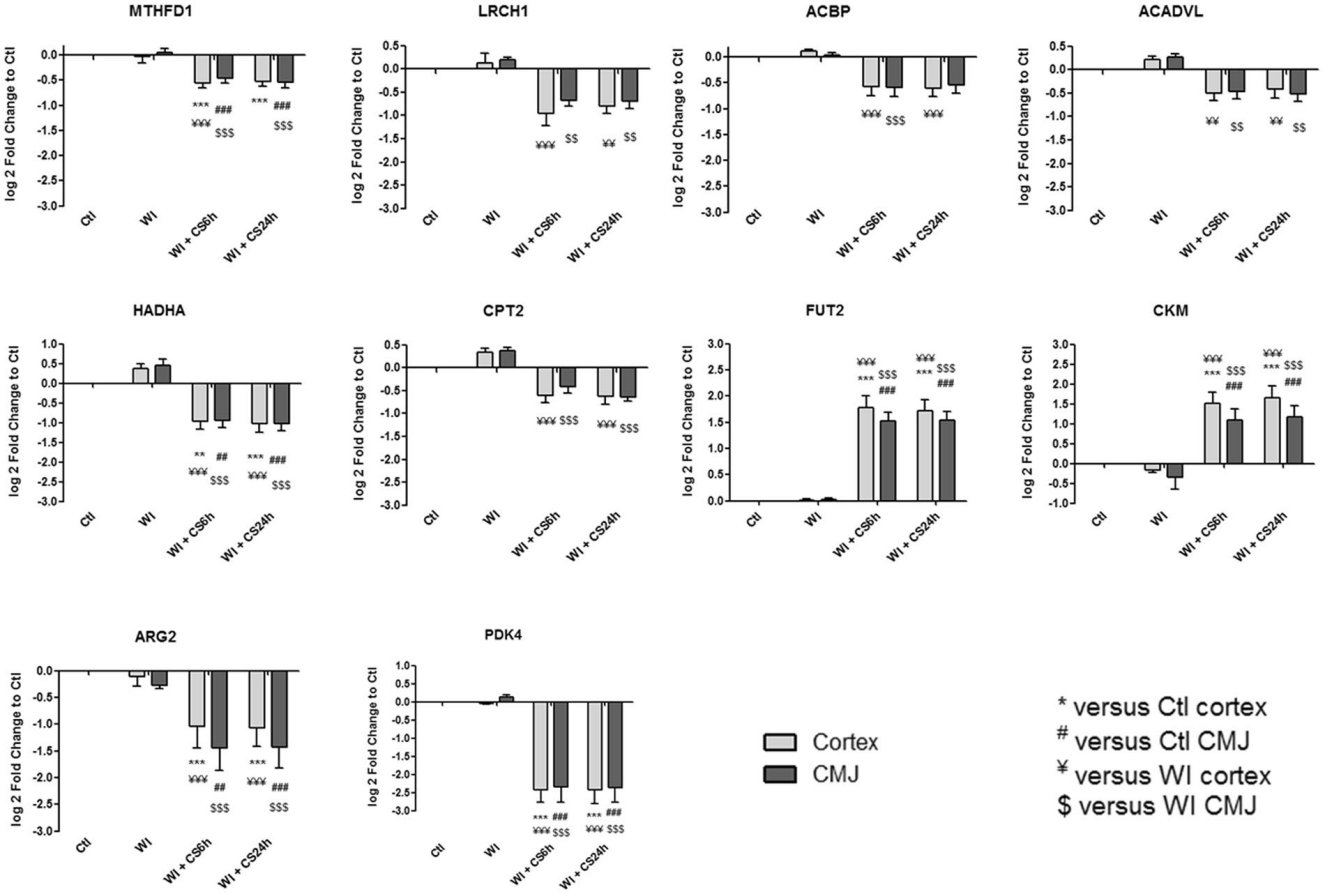
Kinetic expression of relevant genes from “Metabolism regulation” category which are significantly differentially expressed from heatmaps. Results are expressed in mean ± SEM, **p < 0.01, ***p < 0.001 versus Ctl cortex, ^##^p < 0.01, ^###^p < 0.001 versus Ctl CMJ, ^¥¥^p < 0.01, ^¥¥¥^p < 0.001 versus WI Cortex, ^$$^p < 0.001, ^$$$^p < 0.001 versus WI CMJ.

**Figure 7:**
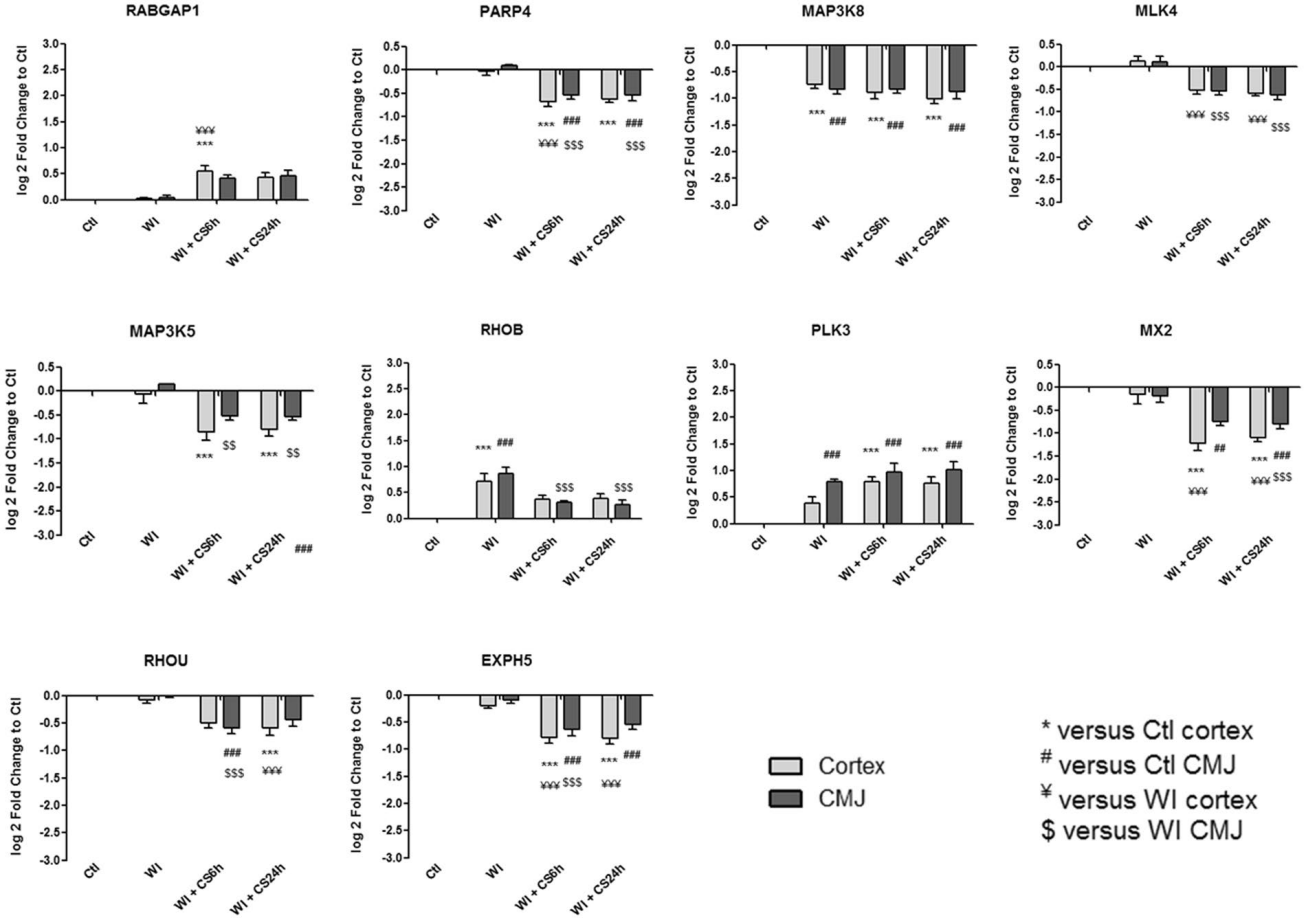
Kinetic expression of relevant genes from “MAPK and GTPase activity” category which are significantly differentially expressed from heatmaps. Results are expressed in mean ± SEM, **p < 0.01, ***p < 0.001 versus Ctl cortex, ^##^p < 0.01, ^###^p < 0.001 versus Ctl CMJ, ^¥¥^p < 0.01, ^¥¥¥^p < 0.001 versus WI Cortex, ^$$^p < 0.001, ^$$$^p < 0.001 versus WI CMJ.

### Functional enrichment analysis

The genes we identified as differentially expressed were further submitted to enrichement analysis based on Gene-Ontology Biological-Process (GO-BP) and Gene-Ontology Molecular-Function (GO-MF) categories (Gene Ontology Families). We detected up- and down-regulated categories in cortex tissues represented respectively in Supplementary Tables S3 and S5, and in CMJ represented respectively in Supplementary Tables S4 and S6 (p < 0.05). Each family contained one or more differentially expressed genes. Most significative GO-BP and GO-MF categories of genes identified by the functionnal enrichment analysis are available on Supplementary Figures S12.

### Confirmation by Real-Time Polymerase Chain Reaction

In order to confirm microarray results, we chose genes which where differentially expressed in our analysis and performed RT-qPCR to validate our results (Supplementary Table S7). We found significant correlations between Agilent heatmaps and RT-qPCR results, for both cortex (spearman r = 0.84, p < 001) and CMJ (spearman r = 0.88, p < 001) genes (Supplementary Figure S11).

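RT-qPCR fold changes of 18 genes at 3 times, taken from Supplementary Table S7, were set against the log2 fold changes of the same genes and times on the arrays, which makes 54 pairs per tissue. Spearman's rho was 0.788 in cortex (permutation test with 100000 resamples, p = 3e-05) and 0.835 in CMJ (permutation p = 1e-05). The pairs of 1 gene are not independent, so the jackknife over genes was used for the error, which was 0.075 in cortex and 0.068 in CMJ. Pearson's r on log2 values was 0.757 in cortex and 0.833 in CMJ. In cortex 47 of the 54 pairs had the same sign and in CMJ 44. The slope of the log2 RT-qPCR values on the array values was 0.511 in cortex and 0.63 in CMJ. Pearson's r and the slope use array values of CYP2C42 and FUT2 that rest partly on signals at background. They also use HSP70 values that depend on which probes were averaged, so the size of both is uncertain. With 1 array left out in turn, Spearman's rho stayed between 0.779 and 0.81 in cortex and between 0.823 and 0.852 in CMJ. RT-qPCR values are the paper's means, and their single samples were not used here.

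**Figure D2:**
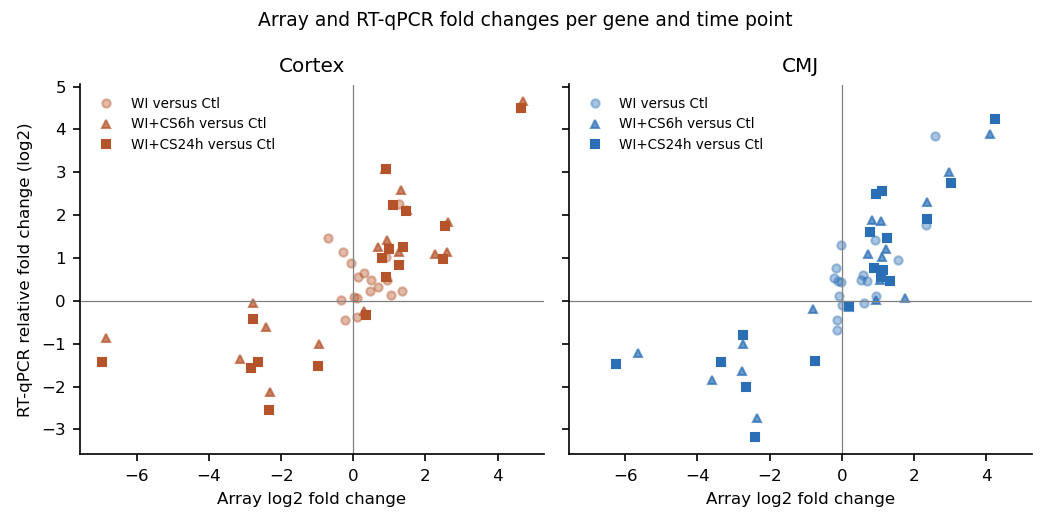
Log2 fold change on the arrays against the paper's RT-qPCR log2 fold change for 18 genes at 3 times, 54 points per tissue. In cortex 47 points and in CMJ 44 points have the same sign on both axes.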

## Discussion

While attempting to better understand ischemia mechanisms, we performed a high throughput transciptomic analysis of pig kidneys subjected to intense ischemia injury observed in DCD organ transplantation. Our model has significant advantage over other transcriptomic analyses of rodent kidneys submitted to warm-ischemia^4,5^, since these latters are far to be anatomically and physiologically similar to their human counterparts^3^. A clinical study of Naesens *et al*. reported transcriptomic analysis of human kidneys coming from DCD donors versus living donors at the end of preservation period, but they did not compare their data with control healthy kidneys, leading to difficulties to isolate consequences of ischemia phase itself^6^. In a similar study comparing the same type of samples, authors submitted raw data to Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis and highlighted several variability factors between samples such as cause of death, donor age, warm-ischemia time, cold ischemia duration and preservation solution^7^. We investigated differential gene expression patterns in each kidney after a period of WI followed by cold storage (WI + CS) versus Control non-ischemic kidneys (Ctl) in a reproducible model. Our experimental design allowed us to avoid the high variability reported in human studies, using yet a preclinical model of kidney transplantation highly transposable to clinic^3^.

Identified gene expression profiles were submitted to functional enrichment analysis and a comprehensive bibliographic review was performed to understand the role of each marker in the biological serie of events occurring during ischemia. We analyzed the kinetics of the most differentially expressed genes and families from GO-BP and GO-MF families and we hypothesize that these genes could play a key role in IRI, and are subdivided in the following 8 categories:

1. **“Mitochondria and redox state regulation”** such as CYP2C42, CYP2C34, ACOX1, GSTA2, GSTT1, HMOX1, HMOX2, CDO1 and EPO (Fig. 2A). Mitochondria, involved in the redox state regulation, are the most important organel affected by ischemia. CYP2C42 and CYP2C34 are proteins of the Cytochromes P450 family containing heme as a cofactor. They usually are the terminal oxidase enzymes in electron transfer chains. Similarly to what we found, prolonged ischemia decrease cytochromes P450 isoforms levels in a rat kidney IRI model^8^. 

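CYP2C42 (NM_001167835) had a log2 signal of 8.00 ± 1.05 in Ctl-C, 7.32 ± 2.87 in WI-C, 1.16 ± 0.63 in WI+CS6h-C and 1.03 ± 0.41 in WI+CS24h-C (SD, n = 5 in each group), and of 7.25 ± 2.09 in Ctl-CMJ, 7.22 ± 2.37 in WI-CMJ, 1.59 ± 0.71 in WI+CS6h-CMJ and 0.98 ± 0.56 in WI+CS24h-CMJ. Cold-stored arrays were not well above background for CYP2C42, apart from 1 of WI+CS6h-CMJ, so its falls in the other 3 groups are given as lower bounds. For a bound, each dim array's signal was set to the lowest normalized signal of any spot marked well above background on that array, or to its own signal if that was higher. CYP2C42 fell at least 39.8-fold in WI+CS6h-C versus Ctl-C and at least 53.6-fold in WI+CS24h-C versus Ctl-C, where limma gave log2 fold changes of -6.84 (standard error 0.94, adjusted p = 0.000481) and -6.98 (standard error 0.94, adjusted p = 0.00047) with all arrays apart. In WI+CS24h-CMJ versus Ctl-CMJ the fall was at least 26.8-fold, with a log2 fold change of -6.27 (standard error 0.98, adjusted p = 0.000978). Against WI the bounds were 24.7-fold and 33.2-fold in cortex after WI+CS6h and WI+CS24h. By the paper's RT-qPCR, CYP2C42 was at 0.55 and 0.37 of Ctl in cortex after 6 h and 24 h, and at 0.43 and 0.36 in CMJ. These falls have the same direction but are far smaller than the array bounds against Ctl, so the size of the fall depends on the method. WI alone changed CYP2C42 by -0.69 (standard error 0.94, adjusted p = 1) in cortex and by -0.03 (standard error 0.98, adjusted p = 0.997) in CMJ. CYP2C34 (ENSSSCT00000026393) measured 6.29 ± 1.22 in Ctl-C, 5.71 ± 2.03 in WI-C, 3.27 ± 0.40 in WI+CS6h-C and 3.31 ± 0.80 in WI+CS24h-C, with log2 fold changes of -3.02 (standard error 0.76, adjusted p = 0.0288, arrays apart) in WI+CS6h-C versus Ctl-C and -2.98 (standard error 0.76, adjusted p = 0.0398, arrays apart) in WI+CS24h-C versus Ctl-C. In CMJ the change was -2.23 (standard error 0.91, adjusted p = 0.214, 4 of 5 arrays) in WI+CS6h-CMJ versus Ctl-CMJ. The CYP2C34 call in WI+CS6h-C versus Ctl-C was lost with the slide block and in 7 of the 10 fits without 1 array, and in WI+CS24h-C versus Ctl-C was lost with the slide block and in 9 of the 10 fits without 1 array.

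**Figure D3:**
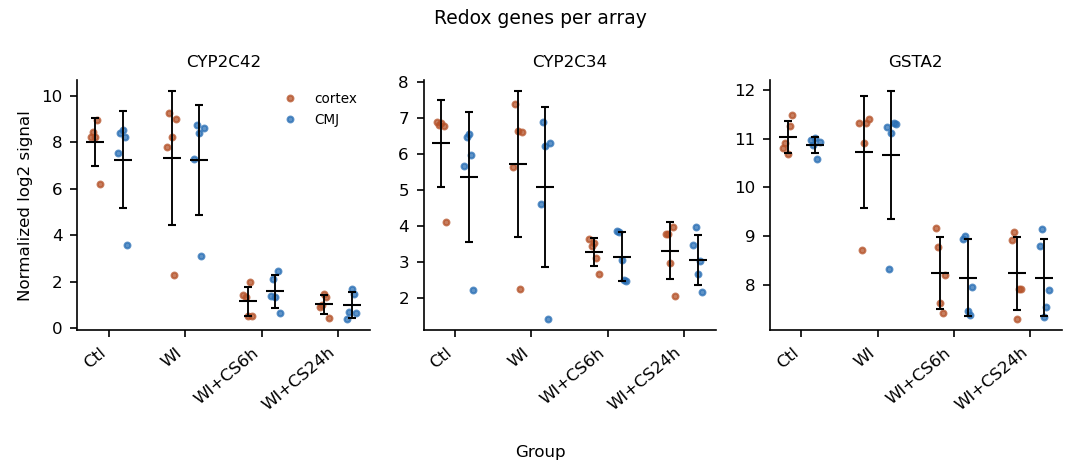
Log2 signal of CYP2C42, CYP2C34 and GSTA2 on each array by group, with the mean and SD as black bars. CYP2C42 lies near 1.16 in WI+CS6h-C against 8.00 in Ctl-C.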

Acyl-CoA oxidase (ACOX) regulation may be a reflection of the loss of acyl-CoA oxidase activity^9^. Glutathione S-transferase Alpha (GSTA) and Theta (GSTT) enzymes are major actors of oxidative stress products detoxification. They are dowregulated in cold-ischemia, conforting the fact that the oxidative stress response is acting at the reperfusion time. 

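GSTA2 (NM_213850) measured 11.03 ± 0.33 in Ctl-C, 10.73 ± 1.15 in WI-C, 8.24 ± 0.74 in WI+CS6h-C and 8.24 ± 0.76 in WI+CS24h-C (SD, n = 5 in each group), and 10.87 ± 0.17 in Ctl-CMJ, 10.66 ± 1.31 in WI-CMJ, 8.15 ± 0.79 in WI+CS6h-CMJ and 8.15 ± 0.79 in WI+CS24h-CMJ. Its log2 fold change was -2.78 (standard error 0.48, adjusted p = 0.00282, arrays apart) in WI+CS6h-C versus Ctl-C, and -2.73 (standard error 0.52, adjusted p = 0.0041, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ. A second GSTA2 identifier (KP735782) fell by 2.43 in WI+CS6h-C against Ctl-C and by 2.27 in WI+CS24h-CMJ against Ctl-CMJ, and both were called. GSTT1 (NM_001315568) was called lower only against WI in CMJ, with log2 fold changes of -1.02 (standard error 0.28, adjusted p = 0.0475, arrays apart) in WI+CS6h-CMJ versus WI-CMJ and -1.03 (standard error 0.28, adjusted p = 0.0444, arrays apart) in WI+CS24h-CMJ versus WI-CMJ. Against Ctl GSTT1 changed by -0.57 (adjusted p = 0.308, 5 of 5 arrays) in WI+CS6h-C versus Ctl-C and -0.94 (adjusted p = 0.0669, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ. The GSTT1 call in WI+CS6h-CMJ versus WI-CMJ was lost under 5 of the 10 alternatives and in 10 of the 10 fits without 1 array, and in WI+CS24h-CMJ versus WI-CMJ was lost with the slide block and the fit of 2 groups alone and in 8 of the 10 fits without 1 array. GSTT1, not called there by the main setting, was called in WI+CS6h-CMJ versus Ctl-CMJ with the filter on dim genes, normexp and the authors' deposited values.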

Heme oxygenases (HMOX) are enzymes catalyzing heme degradation. HMOX1 encodes Heme oxygenase 1 (HO-1), an inducible isoform responding to hypoxia. We indeed observe HMOX1 upregulation in our study, likely trigerring heme degradation and IRI protection^10^, probably via the NRF2-AKT interactions^11^. 

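HMOX1 (NM_001004027) measured 10.01 ± 0.03 in Ctl-C, 10.15 ± 0.13 in WI-C, 10.84 ± 0.38 in WI+CS6h-C and 10.79 ± 0.40 in WI+CS24h-C (SD, n = 5 in each group), and 9.80 ± 0.20 in Ctl-CMJ, 9.94 ± 0.13 in WI-CMJ, 10.65 ± 0.50 in WI+CS6h-CMJ and 10.56 ± 0.53 in WI+CS24h-CMJ. Its log2 fold change was 0.83 (standard error 0.18, adjusted p = 0.011, arrays apart) in WI+CS6h-C versus Ctl-C, 0.78 (adjusted p = 0.0206, arrays apart) in WI+CS24h-C versus Ctl-C and 0.85 (adjusted p = 0.0462, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ, and in WI+CS24h-CMJ versus Ctl-CMJ it rose by 0.76 (adjusted p = 0.0708) without being called. WI alone raised HMOX1 by 0.15 (adjusted p = 1) in cortex. HMOX2 (NM_001244412) was called lower in WI+CS6h-C versus WI-C (-0.53, adjusted p = 0.0306) and in WI+CS24h-CMJ versus WI-CMJ (-0.53, adjusted p = 0.0269), and not against Ctl. The HMOX1 call in WI+CS24h-C versus Ctl-C was lost with the fit per probe and in 5 of the 10 fits without 1 array, and in WI+CS6h-CMJ versus Ctl-CMJ was lost under 5 of the 10 alternatives and in 9 of the 10 fits without 1 array. HMOX1, not called there by the main setting, was called in WI+CS24h-CMJ versus Ctl-CMJ with the filter on dim genes, quantile normalization by group and the replicate block. The HMOX2 call in WI+CS6h-C versus WI-C was lost under 5 of the 10 alternatives and in 7 of the 10 fits without 1 array, and in WI+CS24h-CMJ versus WI-CMJ was lost under 4 of the 10 alternatives and in 7 of the 10 fits without 1 array.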

HMOX2 encodes HO-2, a constitutive isoform that is expressed under homeostatic conditions. Cysteine dioxygenase (CDO1) is a non-heme iron enzyme catalyzing conversion of L-cysteine to cysteine sulfinic acid by dioxygen incorporation. Cysteine residues maintained and transduced redox signals in the mitochondria^12,13^. Erythropoietin (EPO), activated by HIF-1a transcription factor, is upregulated by the kidney in response to cellular hypoxia^14^. 

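The WI of these kidneys lasted 60 min. After WI, EPO (NM_214134) changed by 0.52 (standard error 0.59, adjusted p = 1, 4 of 5 arrays) in WI-C versus Ctl-C and by 0.55 (standard error 0.42, adjusted p = 0.675, 4 of 5 arrays) in WI-CMJ versus Ctl-CMJ, and CDO1 (ENSSSCT00000015537) by 0.29 (adjusted p = 1, 4 of 5 arrays) in WI-C versus Ctl-C and by -0.15 (adjusted p = 0.933, 4 of 5 arrays) in WI-CMJ versus Ctl-CMJ, and no call was made. EPO measured 6.56 ± 0.62 in Ctl-CMJ, 7.11 ± 0.94 in WI-CMJ, 5.34 ± 0.52 in WI+CS6h-CMJ and 5.39 ± 0.67 in WI+CS24h-CMJ (SD, n = 5 in each group), and CDO1 8.37 ± 0.33 in Ctl-CMJ, 8.22 ± 0.14 in WI-CMJ, 4.76 ± 0.81 in WI+CS6h-CMJ and 5.04 ± 0.73 in WI+CS24h-CMJ. After cold storage both lay below WI in CMJ, with log2 fold changes of EPO of -1.76 (adjusted p = 0.026) at 6 h and -1.72 (adjusted p = 0.0286) at 24 h and of CDO1 of -3.46 (adjusted p = 2.46e-05) at 6 h and -3.18 (adjusted p = 5.78e-05) at 24 h. Against Ctl, CDO1 was called in WI+CS6h-C versus Ctl-C (-2.42, adjusted p = 0.00107) and WI+CS6h-CMJ versus Ctl-CMJ (-3.61, adjusted p = 7.84e-06), and EPO was not called (-1.22, adjusted p = 0.131 in WI+CS6h-CMJ versus Ctl-CMJ). The EPO call in WI+CS6h-CMJ versus WI-CMJ and WI+CS24h-CMJ versus WI-CMJ was each time lost with the slide block and the fit of 2 groups alone and in 6 of the 10 fits without 1 array.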

In our study, 30 min of WI seems to be too short to upregulate significantly cytoprotectives EPO and CDO1 RNAs.
2. “**Protein folding and proteasome”** such as TMX4, PAAF1, PLK3, HSP70 and HSPH1 (Fig. 2B). Like mitochondria, the endoplasmic reticulum and the proteasome are important cellular compartiments altered by ischemia. 

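TMX4 (NM_001243407) measured 6.79 ± 0.14 in Ctl-C, 6.66 ± 0.24 in WI-C, 7.39 ± 0.28 in WI+CS6h-C and 7.41 ± 0.20 in WI+CS24h-C (SD, n = 5 in each group), and its log2 fold change was 0.60 (standard error 0.14, adjusted p = 0.0206, arrays apart) in WI+CS6h-C versus Ctl-C and 0.62 (standard error 0.14, adjusted p = 0.0219, arrays apart) in WI+CS24h-C versus Ctl-C. In CMJ TMX4 was called against WI at 6 h (0.53, adjusted p = 0.0212) and not against Ctl (0.32, adjusted p = 0.17 in WI+CS6h-CMJ versus Ctl-CMJ). PAAF1 (A_72_P429354) measured 10.55 ± 0.11 in Ctl-C, 10.46 ± 0.07 in WI-C, 9.97 ± 0.18 in WI+CS6h-C and 10.10 ± 0.15 in WI+CS24h-C, with a log2 fold change of -0.58 (standard error 0.09, adjusted p = 0.00182, arrays apart) in WI+CS6h-C versus Ctl-C. In CMJ the PAAF1 change was -0.53 (adjusted p = 0.00153, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ and -0.55 (adjusted p = 0.000986, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ, and in WI+CS24h-C versus Ctl-C it was -0.46 (adjusted p = 0.0112). The TMX4 call in WI+CS6h-C versus Ctl-C was lost with normexp and the fit of 2 groups alone and in 4 of the 10 fits without 1 array, and in WI+CS24h-C versus Ctl-C was lost with normexp and quantile normalization by group and in 3 of the 10 fits without 1 array. The TMX4 call in WI+CS6h-CMJ versus WI-CMJ was lost with normexp, the authors' deposited values and the slide block and in 4 of the 10 fits without 1 array. The PAAF1 call in WI+CS6h-C versus Ctl-C was lost with 75th percentile scaling, normexp and quantile normalization by group, and in WI+CS6h-CMJ versus Ctl-CMJ was lost with 75th percentile scaling, normexp and quantile normalization by group and without WI+CS6h-CMJ 5 (adjusted p = 0.00454). The PAAF1 call in WI+CS24h-CMJ versus Ctl-CMJ was lost with quantile normalization by group and without WI+CS24h-CMJ 5 (adjusted p = 0.00209). PAAF1, not called there by the main setting, was called in WI+CS24h-C versus Ctl-C with the slide block.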

In accordance with our results, oxidative stress induces mitochondrial dysfunction and protective unfolded protein response in epithelial cells, with upregulation of thioredoxin-related transmembrane protein 4 (TMX4) mRNA^15^, as well as lower expression of catalytic and structural subunits of the proteasome, as Proteasomal ATPase-associated factor 1 (PAAF1), contributes to decreased proteolysis^16^. 

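PLK3 (ENSSSCT00000004344) measured 6.53 ± 0.36 in Ctl-C, 7.02 ± 0.31 in WI-C, 7.47 ± 0.24 in WI+CS6h-C and 7.45 ± 0.32 in WI+CS24h-C (SD, n = 5 in each group), and its log2 fold change was 0.94 (standard error 0.19, adjusted p = 0.00904, arrays apart) in WI+CS6h-C versus Ctl-C and 0.92 (adjusted p = 0.0126, arrays apart) in WI+CS24h-C versus Ctl-C. The PLK3 call in WI+CS6h-C versus Ctl-C and WI+CS24h-C versus Ctl-C was each time lost with normexp.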

Polo-like kinase 3 (PLK3), herein upregulated, is involved in the GO-BP family “regulation of proteasomal ubiquitin-dependent protein catabolic” at WI + CS6h vs Ctl (Supplementary Table S3). Heat shock protein 70 kDa (Hsp70) family play a major role in cell machinery for protein folding, helpful for stress protection^17^. Hsp105 (HSPH1) interacts with Cofilin-1^18^ preventing the aggregation of denatured proteins in cells under severe stress where the ATP levels decrease markedly^19^. Similarly to other studies where ischemia activates protective mRNA transcripts for heat shock proteins in rat heart^20^, our results confort that HSP expression upregulation is protective against injury.

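The HSP70 values (NM_213766) average a pair of probes of very different brightness. The dim probe A_72_P015686 was marked as an outlier on some arrays and left out there, which raised the average on those arrays, and in WI+CS6h-C it was left with n = 2. With both probes averaged as they stand, HSP70 measured 7.05 ± 0.47 in Ctl-C, 8.11 ± 1.07 in WI-C, 9.31 ± 1.45 in WI+CS6h-C and 8.32 ± 0.98 in WI+CS24h-C (SD, n = 5 in each group), and its log2 fold change was 2.26 (standard error 0.63, adjusted p = 0.0472, 5 of 5 arrays) in WI+CS6h-C versus Ctl-C. In WI+CS6h-CMJ versus Ctl-CMJ it was 1.75 (adjusted p = 0.0528), in WI+CS24h-C versus Ctl-C 1.27 (adjusted p = 0.336) and in WI+CS24h-CMJ versus Ctl-CMJ 1.33 (adjusted p = 0.146). With the level of each probe taken out first, an alternative added after the values were seen, the HSP70 log2 fold changes were 0.92 (adjusted p = 0.0219) in WI+CS6h-C versus Ctl-C, 0.82 (adjusted p = 0.0507) in WI+CS24h-C versus Ctl-C, 0.86 (adjusted p = 0.0195) in WI+CS6h-CMJ versus Ctl-CMJ and 0.89 (adjusted p = 0.014) in WI+CS24h-CMJ versus Ctl-CMJ. The bright probe A_72_P088236 rose from 9.67 ± 0.15 (SD, n = 5) in Ctl-C to 10.18 ± 0.35 (SD, n = 5) in WI+CS6h-C, and from 9.32 ± 0.12 in Ctl-CMJ to 9.94 ± 0.39 in WI+CS6h-CMJ. HSPH1 (NM_001097504) measured 8.61 ± 0.14 in Ctl-C, 8.62 ± 0.06 in WI-C, 9.29 ± 0.14 in WI+CS6h-C and 9.14 ± 0.15 in WI+CS24h-C, with log2 fold changes of 0.68 (standard error 0.09, adjusted p = 0.000397, arrays apart) in WI+CS6h-C versus Ctl-C and 0.53 (adjusted p = 0.00302, arrays apart) in WI+CS24h-C versus Ctl-C. In CMJ HSPH1 changed by 0.48 (adjusted p = 0.0035) at 6 h and 0.49 (adjusted p = 0.00274) at 24 h, just under the minimum of 0.5. The HSP70 call in WI+CS6h-C versus Ctl-C was lost under 4 of the 10 alternatives and in 8 of the 10 fits without 1 array. HSP70, not called there by the main setting, was called in WI+CS6h-CMJ versus Ctl-CMJ with the filter on dim genes, quantile normalization by group and the authors' deposited values, and in WI+CS24h-C versus Ctl-C with the authors' deposited values, and in WI+CS24h-CMJ versus Ctl-CMJ with the fit per probe and the authors' deposited values. The HSPH1 call in WI+CS6h-C versus Ctl-C was lost with normexp, and in WI+CS24h-C versus Ctl-C was lost under 5 of the 10 alternatives and without Ctl-C 2 (adjusted p = 0.012) and without WI+CS24h-C 4 (adjusted p = 0.0101). HSPH1, not called there by the main setting, was called in WI+CS6h-CMJ versus Ctl-CMJ with the fit per probe and quantile normalization by group, and in WI+CS24h-CMJ versus Ctl-CMJ with 75th percentile scaling, quantile normalization by group and the slide block.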

3. “**Inflammation and apoptosis”** such as CD83, CCL2, CCL26, GATA3, TLR4, ZFAND5, SMAD6, BCL6, TRAF3, IER3 and TMEM14A (Fig. 3). Inflammation and apoptosis are important consequences of IR with large impact on graft function and outcome. Cluster of differentiation 83 (CD83) play a significant role in antigen presentation or cellular interactions following lymphocyte activation. The chemokine (C-C motif) ligand 2 (CCL2) is also referred to monocyte chemoattractant protein-1 (MCP1). CCL2 recruits monocytes, memory T cells and dendritic cells to inflammation sites related to tissue injury^21^. CCL26 is expressed on endothelial cell surface^22^ and inhibits CCL2 mediated response^23^. Here, CCL2/CCL26 expression ratio during cold storage is in favour to CCL2. 

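CCL2 (NM_214214) rose in WI+CS6h-C versus Ctl-C, from 7.62 ± 0.41 (SD, n = 5) to 9.09 ± 0.36, by 1.48 (standard error 0.22, adjusted p = 0.000987, arrays apart), and by 1.1 (adjusted p = 0.00932, 5 of 5 arrays) in WI+CS24h-C versus Ctl-C. In CMJ its log2 fold change was 1.08 (adjusted p = 0.00674, 5 of 5 arrays) in WI+CS6h-CMJ versus Ctl-CMJ and 1.12 (adjusted p = 0.00456, 5 of 5 arrays) in WI+CS24h-CMJ versus Ctl-CMJ. CCL26 (NM_001078665) fell from 6.31 ± 0.22 in Ctl-C to 3.75 ± 0.50 in WI+CS6h-C and 3.64 ± 0.47 in WI+CS24h-C, with log2 fold changes of -2.56 (standard error 0.23, adjusted p = 7.37e-06, arrays apart) in WI+CS6h-C versus Ctl-C and -2.67 (adjusted p = 5.44e-06, arrays apart) in WI+CS24h-C versus Ctl-C. In CMJ CCL26 changed by -3.15 (adjusted p = 0.00249, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ and -2.94 (adjusted p = 0.00382, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ. After WI alone neither was called, with 0.46 (adjusted p = 1) for CCL2 and -0.15 (adjusted p = 1) for CCL26 in cortex. Signals of different probes are not on a common scale, so only the change of each gene was compared and no ratio of levels was formed. The CCL2 call in WI+CS6h-CMJ versus Ctl-CMJ and WI+CS24h-CMJ versus Ctl-CMJ was each time lost with the fit of 2 groups alone.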

GATA-3 is a transcriptional activator which binds to the T-cell receptor genes enhancer and is required for T-helper 2 (Th2) differentiation process following immune and inflammatory responses^24^. Toll-like receptor 4 (TLR4) plays a fundamental role in damage-associated molecular patterns (DAMPs) recognition and innate immunity activation. Upregulation/release of DAMPs molecule, exacerbates renal IRI by stimulating inflammatory and immune responses through TLR4 signaling pathway^25,26^. Thus, TLR4 RNA upregulation could be associated with innate immune response stimulation. 

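TLR4 (TC518112) measured 5.78 ± 0.34 in Ctl-C, 5.90 ± 0.12 in WI-C, 6.75 ± 0.37 in WI+CS6h-C and 6.74 ± 0.44 in WI+CS24h-C (SD, n = 5 in each group), with log2 fold changes of 0.97 (standard error 0.21, adjusted p = 0.0117, arrays apart) in WI+CS6h-C versus Ctl-C and 0.96 (adjusted p = 0.0164, 5 of 5 arrays) in WI+CS24h-C versus Ctl-C. In CMJ TLR4 changed by 0.61 (adjusted p = 0.0752, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ and 0.67 (adjusted p = 0.0462, 5 of 5 arrays) in WI+CS24h-CMJ versus Ctl-CMJ. A second identifier of TLR4 (NM_001113039) rose by 0.83 (adjusted p = 0.0193) in WI+CS6h-C versus Ctl-C and was not called in CMJ. The TLR4 call in WI+CS6h-C versus Ctl-C was lost with normexp and the fit of 2 groups alone, and in WI+CS24h-C versus Ctl-C was lost with normexp and the fit of 2 groups alone and in 4 of the 10 fits without 1 array. The TLR4 call in WI+CS24h-CMJ versus Ctl-CMJ was lost under 5 of the 10 alternatives and in 7 of the 10 fits without 1 array. TLR4, not called there by the main setting, was called in WI+CS6h-CMJ versus Ctl-CMJ with the filter on dim genes, quantile normalization by group and the fit of 2 groups alone.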

Zinc finger, AN1-type domain-5 (ZFAND5, also called ZNF216), inhibits TNF, IL-1 and TLR4-induced NF-kappa-B activation^27^. Mothers against decapentaplegic homolog-6 (SMAD6) acts as negative mediator of TGF-β and BMP antiflammatory activity, preventing NF-kappa-B activation^28^. 

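SMAD6 (ENSSSCT00000005460) measured 7.02 ± 0.11 in Ctl-C, 7.17 ± 0.15 in WI-C, 7.67 ± 0.11 in WI+CS6h-C and 7.62 ± 0.21 in WI+CS24h-C (SD, n = 5 in each group), and 6.97 ± 0.19 in Ctl-CMJ, 7.31 ± 0.10 in WI-CMJ, 7.64 ± 0.20 in WI+CS6h-CMJ and 7.64 ± 0.23 in WI+CS24h-CMJ. Against Ctl its log2 fold change was 0.65 (standard error 0.10, adjusted p = 0.00136, arrays apart) in WI+CS6h-C versus Ctl-C, 0.59 (adjusted p = 0.00317, arrays apart) in WI+CS24h-C versus Ctl-C, 0.68 (adjusted p = 0.0026, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ and 0.68 (adjusted p = 0.00243, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ, a rise each time. After WI it changed by 0.15 (adjusted p = 1) in cortex and 0.34 (adjusted p = 0.21) in CMJ. The SMAD6 call in WI+CS6h-C versus Ctl-C and WI+CS6h-CMJ versus Ctl-CMJ was each time lost with normexp and the authors' deposited values, and in WI+CS24h-C versus Ctl-C was lost with normexp, quantile normalization by group and the authors' deposited values. The SMAD6 call in WI+CS24h-CMJ versus Ctl-CMJ was lost with normexp.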

In our study, SMAD6 expression downregulation (except in CMJ WI + CS24h) is in favour of fibrosis and inflammatory pathways. B-cell lymphoma-6 protein (BCL6) modulates STAT-dependent Interleukin 4 (IL-4) responses of B cells. 

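BCL6 (ENSSSCT00000012922) measured 8.16 ± 0.14 in Ctl-C, 7.94 ± 0.02 in WI-C, 9.37 ± 0.59 in WI+CS6h-C and 9.37 ± 0.39 in WI+CS24h-C (SD, n = 5 in each group), with log2 fold changes of 1.20 (standard error 0.22, adjusted p = 0.00419, arrays apart) in WI+CS6h-C versus Ctl-C and 1.21 (adjusted p = 0.00498, arrays apart) in WI+CS24h-C versus Ctl-C and of 1.42 (adjusted p = 0.00222, arrays apart) in WI+CS6h-C versus WI-C. In CMJ BCL6 changed by 1.33 (adjusted p = 0.00557, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ and 1.27 (adjusted p = 0.00623, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ. The BCL6 call in WI+CS6h-C versus Ctl-C and WI+CS6h-C versus WI-C was each time lost with the fit of 2 groups alone.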

During cold storage, BCL6 upregulation leads to the differentiation of naive helper T cells in Follicular Helper T cells^29^. Our data suggest that upregulation of TNF receptor-associated factor-3 (TRAF3), could represent a novel mechanism for preserving the functional integrity of the endothelial monolayer^30^. This protein is involved in the signal transduction of CD40, a TNFR family member important for the activation of the immune response. 

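Supplementary Tables S1 and S2 list TRAF3 by the identifier ENSSSCT00000023435, which measured 5.20 ± 0.52 in Ctl-C, 5.12 ± 0.31 in WI-C, 2.52 ± 1.40 in WI+CS6h-C and 1.56 ± 1.09 in WI+CS24h-C (SD, n = 5 in each group), and 4.57 ± 0.46 in Ctl-CMJ, 4.73 ± 0.39 in WI-CMJ, 2.44 ± 0.56 in WI+CS6h-CMJ and 2.67 ± 0.47 in WI+CS24h-CMJ. It fell in every cold-stored group, with log2 fold changes of -2.68 (standard error 0.56, adjusted p = 0.0102, arrays apart) in WI+CS6h-C versus Ctl-C, -3.64 (adjusted p = 0.00138, arrays apart) in WI+CS24h-C versus Ctl-C, -2.14 (adjusted p = 0.000258, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ and -1.91 (adjusted p = 0.000677, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ. Its signal was well above background on all 5 arrays of each Ctl and WI group and on 2, 1, 2 and 2 of the cold-stored arrays in the order of those comparisons. The arrays carry 2 other identifiers of TRAF3, which did not move. ENSSSCT00000034635 measured 6.32 ± 0.10 in Ctl-C and 6.34 ± 0.12 in WI+CS24h-C, a change of 0.01 (adjusted p = 1). ENSSSCT00000002804 changed by -0.20 (adjusted p = 0.251) in the same comparison. The TRAF3 call in WI+CS6h-C versus Ctl-C was lost with normexp and the fit of 2 groups alone, and in WI+CS24h-C versus Ctl-C and WI+CS6h-CMJ versus Ctl-CMJ was each time lost with normexp. The TRAF3 call in WI+CS24h-CMJ versus Ctl-CMJ was lost with normexp and the slide block.

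**Figure D4:**
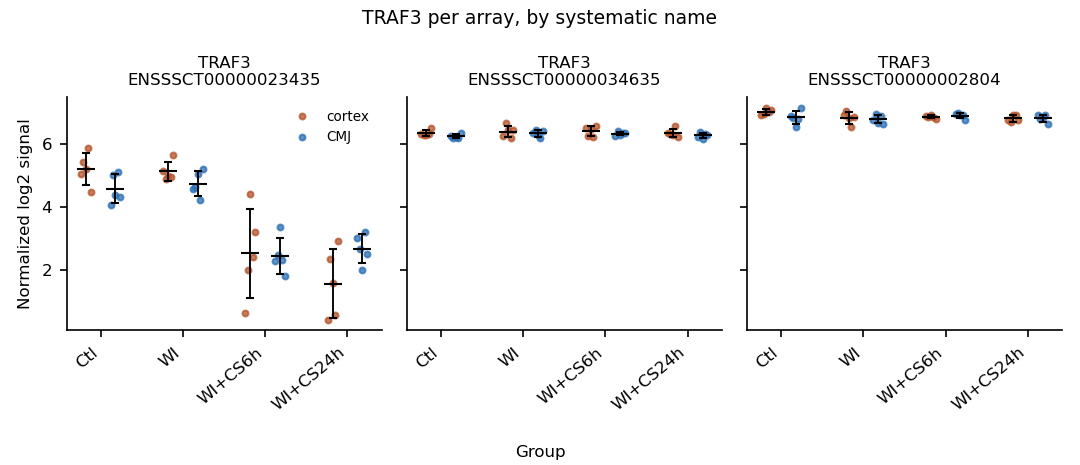
Log2 signal of the TRAF3 identifiers on each array by group, with the mean and SD as black bars. Only the identifier ENSSSCT00000023435 lies lower in the cold-stored groups.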

Immediate early response-3 (IER3) is member of the NUPR1/RELB/IER3 survival pathway^31^. Nevertheless, IER3, which is here down-regulated during WI, plays a complex and to some extent contradictory role in cell cycle control and apoptosis^32^. 

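IER3 (ENSSSCT00000034652) measured 8.87 ± 0.09 in Ctl-C, 7.92 ± 0.33 in WI-C, 8.50 ± 0.19 in WI+CS6h-C and 8.49 ± 0.25 in WI+CS24h-C (SD, n = 5 in each group), and 9.02 ± 0.12 in Ctl-CMJ, 8.12 ± 0.16 in WI-CMJ, 8.62 ± 0.38 in WI+CS6h-CMJ and 8.72 ± 0.23 in WI+CS24h-CMJ. After WI its log2 fold change was -0.95 (standard error 0.15, adjusted p = 0.00859, arrays apart) in WI-C versus Ctl-C and -0.90 (standard error 0.15, adjusted p = 0.00905, arrays apart) in WI-CMJ versus Ctl-CMJ. After cold storage IER3 lay closer to Ctl, with -0.37 (adjusted p = 0.155, 5 of 5 arrays) in WI+CS6h-C versus Ctl-C and -0.30 (adjusted p = 0.322, 5 of 5 arrays) in WI+CS24h-CMJ versus Ctl-CMJ, and above WI, with 0.57 (adjusted p = 0.0464, arrays apart) in WI+CS6h-C versus WI-C and 0.60 (adjusted p = 0.0316, arrays apart) in WI+CS24h-CMJ versus WI-CMJ. The IER3 call in WI-C versus Ctl-C was lost with the replicate block and the fit of 2 groups alone, and in WI+CS6h-C versus WI-C was lost with normexp, the replicate block and the fit of 2 groups alone and in 9 of the 10 fits without 1 array. The IER3 call in WI+CS24h-CMJ versus WI-CMJ was lost with 75th percentile scaling, normexp and the fit of 2 groups alone and in 6 of the 10 fits without 1 array.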

Transmembrane protein-14A (TMEM14A) inhibits apoptosis via negative regulation of the mitochondrial outer membrane permeabilization involved in apoptotic signaling pathway^33^. 

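CD83 (AK351795) measured 6.5 ± 0.30 in Ctl-C, 7.39 ± 0.09 in WI-C, 7.15 ± 0.31 in WI+CS6h-C and 7.09 ± 0.36 in WI+CS24h-C (SD, n = 5 in each group), and 6.28 ± 0.28 in Ctl-CMJ, 7.62 ± 0.12 in WI-CMJ, 7.32 ± 0.47 in WI+CS6h-CMJ and 7.36 ± 0.41 in WI+CS24h-CMJ, with log2 fold changes after WI of 0.89 (standard error 0.18, adjusted p = 0.0746, arrays apart) in WI-C versus Ctl-C and 1.34 (adjusted p = 0.00514, arrays apart) in WI-CMJ versus Ctl-CMJ. GATA3 (NM_001044567), ZFAND5 (NM_001097506) and TMEM14A (ENSSSCT00000002909) changed in WI+CS6h-C versus Ctl-C by 0.75 (adjusted p = 0.042), -0.84 (adjusted p = 0.00153) and 0.79 (adjusted p = 0.0257), and in WI+CS6h-CMJ versus Ctl-CMJ by 0.70 (adjusted p = 0.102), -0.88 (adjusted p = 0.000368) and 0.51 (adjusted p = 0.1). The difference between tissues was tested as an interaction over 40 arrays, and its log2 value after WI was 0.45 for CD83 and 0.05 for IER3, with an adjusted p over the 73 genes of the paper of 0.994 or more each. After WI+CS6h the interaction was 0.39 for CD83, -0.05 for GATA3, -0.03 for ZFAND5 and -0.27 for TMEM14A. Over all genes 0 were called for any of the 3 treatments. The GATA3 call in WI+CS6h-C versus Ctl-C was lost with the fit per probe and the fit of 2 groups alone and in 8 of the 10 fits without 1 array. GATA3, not called there by the main setting, was called in WI+CS6h-CMJ versus Ctl-CMJ with quantile normalization by group. The TMEM14A call in WI+CS6h-C versus Ctl-C was lost with normexp and the fit of 2 groups alone and in 6 of the 10 fits without 1 array. TMEM14A, not called there by the main setting, was called in WI+CS6h-CMJ versus Ctl-CMJ with quantile normalization by group and the slide block.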

Herein, except CD83 and IER3, inflammation and apoptosis genes were all regulated during cold ischemia without differential expression between cortex and CMJ. These markers expression are evidences of an important immune response enhancing due to ischemia-induced stress.
4. “**Cell cycle**, **cellular differentiation and proliferation**” such as CEBPA, ADIPOQ, EGR1, COL1A1, ANXA3, ANGPTL4, ADAM9, VAV3, DYRK2, JUN, FOS, CYR61, OAS, CDC42EP1 and KLF4 (Fig. 4). Phenotypic alterations due to ischemia resulted in cellular differentiation and proliferation pathway regulation. CCAAT/enhancer-binding protein alpha (CEBPA) is a transcription factor which coordinates proliferation arrest and differentiation^34^. To modulate lipogenesis, CEBPA interacts and transcriptionally synergizes with SREBP1 (Sterol regulatory element-binding transcription factor-1) in promoter activation of specific lipogenic target genes^35^. To regulate gluconeogenesis, CEBPA seems to act as FOXO1 coactivator accessing to Adiponectin (ADIPOQ) promoter^36^. ADIPOQ regulates glucose regulation and fatty acid oxidation^37^. Early growth response protein 1 (EGR1) is a transcriptional regulator^38^ playing a role in cell differentiation, survival, proliferation and death. It regulates the transcription of numerous target genes, and thereby regulates the response to growth factors, DNA damage and ischemia^39^. 

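EGR1 (ENSSSCT00000015660) measured 3.12 ± 0.62 in Ctl-C, 4.45 ± 0.25 in WI-C, 5.72 ± 0.21 in WI+CS6h-C and 5.59 ± 0.33 in WI+CS24h-C (SD, n = 5 in each group), and 3.40 ± 0.64 in Ctl-CMJ, 5.75 ± 0.29 in WI-CMJ, 5.76 ± 0.28 in WI+CS6h-CMJ and 5.76 ± 0.28 in WI+CS24h-CMJ. Its log2 fold change against Ctl was 1.34 (standard error 0.24, adjusted p = 0.028, arrays apart) in WI-C versus Ctl-C, 2.60 (adjusted p = 7.37e-06, arrays apart) in WI+CS6h-C versus Ctl-C, 2.34 (adjusted p = 7.44e-05, arrays apart) in WI-CMJ versus Ctl-CMJ and 2.36 (adjusted p = 2.01e-05, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ. CEBPA (TC618296) measured 9.77 ± 0.16 in Ctl-C, 9.71 ± 0.15 in WI-C, 10.60 ± 0.19 in WI+CS6h-C and 10.60 ± 0.24 in WI+CS24h-C, and changed by 0.83 (standard error 0.12, adjusted p = 0.000981, arrays apart) in WI+CS6h-C versus Ctl-C, 0.82 (adjusted p = 0.00108, arrays apart) in WI+CS24h-C versus Ctl-C and 0.88 (adjusted p = 0.000231, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ. WI alone changed CEBPA by -0.06 (adjusted p = 1) in cortex. A second CEBPA identifier (ENSSSCT00000003167), not well above background on any Ctl array, was also called higher after WI in CMJ, by 0.76. The EGR1 call in WI-C versus Ctl-C was lost under 4 of the 10 alternatives and in 8 of the 10 fits without 1 array, and in WI+CS6h-C versus Ctl-C, WI-CMJ versus Ctl-CMJ and WI+CS6h-CMJ versus Ctl-CMJ was each time lost with normexp. Plasminogen activator inhibitor-1 was not analysed here.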

Here, upregulation of EGR1 and CEBPA greatly increase plasminogen activator inhibitor-1 transcriptional response in hypoxia independently of HIF1-alpha^40^. Collagen alpha-1(I) chain (COL1A1) is a major constituent of the connective tissue, interacting with platelet-derived growth factor-B (PDGFB) and von Willebrand factor^41^, which act respectively on angiogenesis and hemostasis. Annexin A3 (ANXA3) is a inhibitor of phospholipase A2, cleaves inositol 1,2-cyclic phosphate to form inositol 1-phosphate and also possesses anti-coagulant properties. ANXA3 is expressed on healthy epithelial cells^42^ and neutrophils granules^43^. Studies show that ANXA3 enhances hypoxia-inducible factor-1 (HIF-1) transactivation activity and acts as angiogenic factor inducing VEGF production through HIF-1 pathway^44^. Angiopoietin-like-4 (ANGPTL4), involved in glucose homeostasis and lipid metabolism regulation, inhibits endothelial cells proliferation, migration, tubule formation and reduces vascular leakage^45^. Disintegrin and metalloproteinase domain-containing protein 9 (ADAM9) plays a role on angiogenesis^46^ and mediates cell-cell and cell-matrix interactions^47^. VAV3 is a guanine nucleotide exchange factor for Rho family GTPases that activate pathways leading to actin cytoskeletal rearrangements and integrin-mediated signalling. VAV3 is regulated during cell cycle^48^ and promots angiogenesis. Dual specificity tyrosine-phosphorylation-regulated kinase 2 (DYRK2) presumed to be involved in cellular growth and/or development^49^. The transcription factor c-FOS is a proto-oncogene and hence referred to be an immediate early gene expressed after stimuli^50^. It encodes a 62 kDa protein, which forms heterodimer with c-JUN, resulting in the formation of Activator Protein-1 (AP1, also called JUN)^51^ and is involved in cell proliferation, differentiation and survival associated with hypoxia and angiogenesis^52^. 

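ADAM9 (ENSSSCT00000026371) rose by 0.78 (standard error 0.14, adjusted p = 0.00362, arrays apart) in WI+CS6h-C versus Ctl-C and 0.59 (adjusted p = 0.00794, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ, and DYRK2 (TC525538) by 0.78 (standard error 0.10, adjusted p = 0.000246, arrays apart) in WI+CS6h-C versus Ctl-C and 0.76 (adjusted p = 0.000163, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ. For ADAM9 the means were 6.44 ± 0.10 (SD, n = 5) in Ctl-C and 7.22 ± 0.31 in WI+CS6h-C, and for DYRK2 6.66 ± 0.07 and 7.44 ± 0.20. A second ADAM9 identifier (XM_001925664) changed by 0.27 (adjusted p = 0.163) in WI+CS6h-C versus Ctl-C. VAV3 (ENSSSCT00000032777) was called only in CMJ, by 0.71 (adjusted p = 0.0156, arrays apart) in WI-CMJ versus Ctl-CMJ and by -0.52 (adjusted p = 0.0317, 5 of 5 arrays) in WI+CS24h-CMJ versus WI-CMJ, so it rose with WI and fell back with cold storage. In cortex VAV3 changed after WI by 0.69 (adjusted p = 0.212), which was called with the slide block alone of the 10 alternatives. Its WI effect in CMJ minus that in cortex was 0.019, so VAV3 was not specific to CMJ. FOS (ENSSSCT00000002650) was called in every comparison with Ctl, from 1.27 (adjusted p = 0.0223, arrays apart) in WI-C versus Ctl-C to 3.02 (adjusted p = 1.31e-06, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ, and JUN (ENSSSCT00000036290) in all but WI-C, where it changed by 0.94 (adjusted p = 0.366). COL1A1 (ENSSSCT00000019139) was called only in WI-CMJ versus Ctl-CMJ (1.89, adjusted p = 0.042) and ANGPTL4 (NM_001038644) fell in WI+CS24h-CMJ versus Ctl-CMJ (-1.29, adjusted p = 0.0481), while in cortex its changes were not called (-1.31, adjusted p = 0.0977 at 24 h). The ADAM9 call in WI+CS6h-C versus Ctl-C and WI+CS6h-CMJ versus Ctl-CMJ was each time lost with normexp. The DYRK2 call in WI+CS6h-C versus Ctl-C and WI+CS6h-CMJ versus Ctl-CMJ was each time lost with normexp. The VAV3 call in WI-CMJ versus Ctl-CMJ was lost with normexp, the fit per probe and the fit of 2 groups alone and without Ctl-CMJ 4 (adjusted p = 0.0534) and without WI-CMJ 5 (adjusted p = 0.0589), and in WI+CS24h-CMJ versus WI-CMJ was lost under 4 of the 10 alternatives and in 7 of the 10 fits without 1 array. The FOS call in WI-C versus Ctl-C was lost with normexp, the replicate block and the slide block and in 8 of the 10 fits without 1 array. The COL1A1 call in WI-CMJ versus Ctl-CMJ was lost under 4 of the 10 alternatives and in 6 of the 10 fits without 1 array. The ANGPTL4 call in WI+CS24h-CMJ versus Ctl-CMJ was lost with the slide block and the fit of 2 groups alone and in 8 of the 10 fits without 1 array.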

Alltogether, upregulation of COL1A1, ADAM9, VAV3, DYRK2, JUN and c-FOS as well as downregulation of ANGPTL4 are in favour of an angiogenic response due to ischemia.The interferon-induced 2′-5′-oligoadenylate synthetases (OAS)^53^ play a role in cellular processes such as apoptosis, cell growth, differentiation and gene regulation. Cell division control protein-42 homolog effector protein-1 (CDC42EP1), encodes CDC42 which have an essential role in organism survival, growth and development^54^. CDC42 activity in primary cells displayed a slow proliferation rate by modulating the JNK-mediated apoptotic machinery^55^. Kruppel-like factor-4 (KLF4) is involved in the regulation of proliferation, differentiation and apoptosis. KLF4 is highly expressed in non-dividing cells and its overexpression induces cell cycle arrest^56^. KLF4 mediates p53-dependent G1/S cell cycle arrest in response to DNA damage^57^, preventing entry into mitosis^58^. In our study, it was demonstrated that CDC2 (other cell division control protein) kinase measurements showed an inverse correlation between CDC2 kinase activities and KLF4 levels^58^. Most of “cell cycle, cellular differentiation and proliferation” genes, as ADIPOQ, EGR1, COL1A1, JUN, FOS and KLF4, were more regulated in CMJ than in cortex after WI. However, cold ischemia time seems to reduce this differential expression. It is interesting to note that the expression of two “immediate early” genes, EGR1 and c-FOS, have been described to be involved in response to renal ischemia after 30 min of WI^59^.

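The WI effect in CMJ minus that in cortex was tested in a fit of the 40 arrays. Over all 35934 genes 0 were called, while 710 had an unadjusted p under 0.05. Adjusted over the list alone, the 73 genes of the paper, 3 passed: FOS with 1.32 (standard error 0.34, adjusted p over the list alone = 0.0291), COL1A1 with 1.63 (standard error 0.48, adjusted p over the list alone = 0.0479) and ADIPOQ with 3.69 (standard error 1.1, adjusted p over the list alone = 0.0479). The study chose the list on these samples, so the list-alone values are not independent evidence. EGR1 with 1.01 (standard error 0.35, adjusted p over the list alone = 0.0951), KLF4 with 0.81 (standard error 0.28, adjusted p over the list alone = 0.0951) and JUN with 0.63 (standard error 0.30, adjusted p over the list alone = 0.525) did not pass. Of the 15 genes of this group 14 changed by more in CMJ than in cortex after WI, with 6 called in CMJ and 3 in cortex. After WI in CMJ, FOS changed by 2.59 (standard error 0.25, adjusted p = 2.33e-05, arrays apart) in WI-CMJ versus Ctl-CMJ and JUN by 1.57 (adjusted p = 0.000184, arrays apart) in WI-CMJ versus Ctl-CMJ. KLF4 changed by 0.94 (adjusted p = 0.0589) in CMJ and by 0.13 (adjusted p = 1) in cortex. COL1A1 measured 9.49 ± 1.05 (SD, n = 5) in WI-CMJ and 7.60 ± 0.69 in Ctl-CMJ. Its highest arrays were WI-CMJ 3 and 5, as were those of 7 of 9 other fibroblast genes (binomial p = 9.26e-11), and WI-CMJ 1, 3 and 5 held the highest ADIPOQ signals, with 2 of 11 other adipocyte genes (binomial p = 0.00363). The binomial test takes the genes of a list as independent, which they need not be, so both p may be too small. ADIPOQ (EF601160) measured 4.36 ± 3.56 in WI-CMJ and 0.59 ± 0.17 in Ctl-CMJ, where it was not well above background, and its rise, at least 4.15-fold over the mean of the arrays, was not called (3.77, adjusted p = 0.109). In cortex it was well above background on 0 arrays, so the 3.69 rests partly on values at background. KLF4, not called there by the main setting, was called in WI-CMJ versus Ctl-CMJ with the filter on dim genes.

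**Figure D5:**
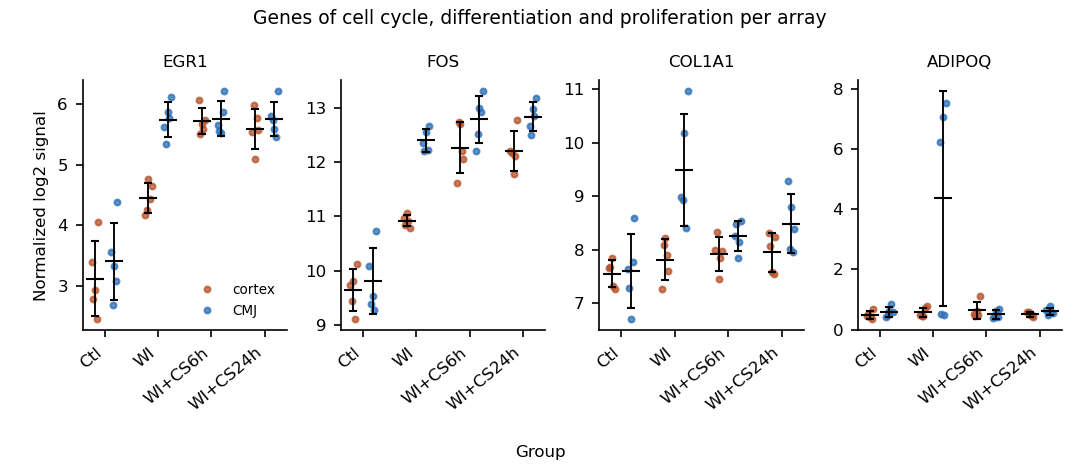
Log2 signal of EGR1, FOS, COL1A1 and ADIPOQ on each array by group, with the mean and SD as black bars. WI-CMJ lies higher than WI-C for EGR1 and FOS, and ADIPOQ is high on 3 of the 5 WI-CMJ arrays.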

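After cold storage the difference between tissues was tested the same way, and 0 genes were called at 6 h and 0 at 24 h, while 1856 and 928 had an unadjusted p under 0.05. Quantile normalization by group, the alternative that moved these counts most, called 1013 genes at 6 h and 194 at 24 h and 0 after WI. Adjusted over the list alone 0 of the 73 genes passed at 6 h and 0 at 24 h. Of the 15 genes of this group 4 changed by more in CMJ than in cortex at 6 h and 6 at 24 h, with ADIPOQ among the 15, which was not well above background on any Ctl or cold-stored array, so that no difference is given for it. FOS differed by 0.36 at 6 h and 0.47 at 24 h, EGR1 by -0.24 and -0.12, and COL1A1 by 0.28 and 0.49. JUN differed by 0.30 and 0.26, and KLF4 by -0.15 and -0.11.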

5. “**Nucleus genes and transcriptional regulation**” such as HIRA, HIST1H2AB, HIST1H4A, AURKB, pSNORD3, NR1H4, LEO1 and DICER1 (Fig. 5A). Histone cell cycle regulator (HIRA) is required for the periodic repression/regulation of histone gene transcription during cell cycle^60^. Histone H2A (HIST1H2AB), Histone H4 (HIST1H4A) and Aurora-B kinase (AURKB) are important for DNA regulation and replication. AURKB is a key regulator of mitosis^61^ interacting with histones. Small nucleolar RNA C/D box 3 cluster (pSNORD3 cluster snoRNA) is associated with RNA methylation. Nuclear Receptor Subfamily 1H4 (NR1H4) is a ligand-activated transcription factor. 

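LEO1 (ENSSSCT00000005108) measured 6.14 ± 0.14 in Ctl-C, 6.13 ± 0.25 in WI-C, 6.84 ± 0.31 in WI+CS6h-C and 6.86 ± 0.20 in WI+CS24h-C (SD, n = 5 in each group), with log2 fold changes of 0.70 (standard error 0.15, adjusted p = 0.0107, arrays apart) in WI+CS6h-C versus Ctl-C, 0.71 (adjusted p = 0.0114, arrays apart) in WI+CS24h-C versus Ctl-C and 0.55 (adjusted p = 0.0145, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ. In WI+CS24h-CMJ versus Ctl-CMJ LEO1 changed by 0.49 (adjusted p = 0.0274), under the minimum of 0.5. The LEO1 call in WI+CS6h-C versus Ctl-C was lost with normexp and the fit of 2 groups alone, and in WI+CS24h-C versus Ctl-C was lost with normexp. The LEO1 call in WI+CS6h-CMJ versus Ctl-CMJ was lost with normexp and the authors' deposited values and without Ctl-CMJ 4 (adjusted p = 0.0371). LEO1, not called there by the main setting, was called in WI+CS24h-CMJ versus Ctl-CMJ with quantile normalization by group and the slide block.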

RNA polymerase-associated protein LEO1 (upregulated during cold-stoarge) is a component of the PAF1 complex (PAF1C) which has multiple functions during transcription and is implicated in regulation of development and maintenance of embryonic stem cell pluripotency and required for transcription of Hox and Wnt target genes^62^. Finally, Dicer-1 ribonuclease type-III (DICER1) is involved in mi-RNA production and its inhibition triggers resistance of tubular cells in a mouse model of kidney IRI^63^. This gene appears as upregulated in our model during cold storage, showing the importance of RNA interference contribution during ischemic stress.

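DICER1 (NM_001197194) measured 7.00 ± 0.09 in Ctl-C, 6.87 ± 0.14 in WI-C, 7.32 ± 0.21 in WI+CS6h-C and 7.30 ± 0.19 in WI+CS24h-C (SD, n = 5 in each group), and 6.93 ± 0.04 in Ctl-CMJ, 6.70 ± 0.18 in WI-CMJ, 7.31 ± 0.19 in WI+CS6h-CMJ and 7.22 ± 0.13 in WI+CS24h-CMJ. It was called against WI in CMJ, by 0.61 (standard error 0.10, adjusted p = 0.00158, arrays apart) in WI+CS6h-CMJ versus WI-CMJ and 0.52 (adjusted p = 0.00486, arrays apart) in WI+CS24h-CMJ versus WI-CMJ, and in no comparison with Ctl, where its changes were 0.33 (adjusted p = 0.0915, arrays apart) in WI+CS6h-C versus Ctl-C and 0.38 (adjusted p = 0.0329, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ. The DICER1 call in WI+CS6h-CMJ versus WI-CMJ was lost with normexp, and in WI+CS24h-CMJ versus WI-CMJ was lost with normexp and the authors' deposited values and without WI+CS24h-CMJ 3 (adjusted p = 0.0146) and without WI-CMJ 5 (adjusted p = 0.016).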

6. **“Transporters”** such as ABCC2, ATP2B1, KCNIP4, KCNJ10, MCOLN3 and AQP3 (Fig. 5B). Organ preservation induces membrane tansporters activation to “physiologic balance” reestablishement. ATP-binding cassette (ABC) transporters, like ABCC2, utilize the energy of ATP binding and hydrolysis to transport various substrates across cellular membranes. ABCC2, also called multidrug resistance protein MRP2, acts as an ATP-dependent conjugate export pump in apical membranes of polarized cells^64^. Plasma membrane calcium-transporting ATPase-1 (ATP2B1) is a magnesium-dependent enzyme catalyzing the hydrolysis of ATP coupled with calcium transport out of the cell. Potassium voltage-gated (Kv) channel interacting protein-4 (KCNIP4) is a subunit component of native Kv4 channel complexes. ATP-sensitive inward rectifier potassium channel-10 (KCNJ10) has a greater tendency to allow potassium to flow into the cell. Regulation of these RNA during cold storage for ABBC2, ATP2B1, KCNIP4 and KCNJ10 could be due to ion balance of the preservation solution and ATP availability. 

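ABCC2 (XM_001929359) rose in both tissues, by 0.68 (standard error 0.10, adjusted p = 0.00123, arrays apart) in WI+CS6h-C versus Ctl-C and 0.98 (adjusted p = 0.000205, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ, from 10.96 ± 0.14 (SD, n = 5) in Ctl-C and 10.42 ± 0.21 in Ctl-CMJ. KCNIP4 (ENSSSCT00000030135) measured 3.75 ± 0.62 in Ctl-CMJ, 4.71 ± 0.30 in WI-CMJ, 2.81 ± 0.44 in WI+CS6h-CMJ and 2.74 ± 0.61 in WI+CS24h-CMJ, and was called lower only against WI, with log2 fold changes of -1.91 (standard error 0.31, adjusted p = 0.00167, arrays apart) in WI+CS6h-CMJ versus WI-CMJ and -1.98 (adjusted p = 0.00122, arrays apart) in WI+CS24h-CMJ versus WI-CMJ. KCNJ10 (AK392785) was called in no comparison, and its largest change was 1.1 (adjusted p = 0.146, 5 of 5 arrays) in WI+CS24h-C versus WI-C. This is the average of 2 probes of KCNJ10, of which A_72_P419694 was well above background on 0 of 5 WI-C arrays and 1 of 5 WI+CS24h-C arrays, while the brighter A_72_P118666 went from 5.99 ± 1.34 to 7.60 ± 0.66 and alone changed by 1.60 (adjusted p = 0.108, fit per probe), which was not called either. The KCNIP4 call in WI+CS6h-CMJ versus WI-CMJ was lost with normexp and the slide block, and in WI+CS24h-CMJ versus WI-CMJ was lost with normexp.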

Mucolipin-3 (MCOLN3) is an inwardly-rectifying cation channel^65^ which mediates Ca^2+^ release from endosomes to cytoplasm (contributing to endosomal acidification) and is involved in the regulation of membrane trafficking and fusion in the endosomal pathway^66^. 

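ATP2B1 (NM_214352) measured 8.38 ± 0.10 in Ctl-C, 8.30 ± 0.11 in WI-C, 8.87 ± 0.29 in WI+CS6h-C and 8.76 ± 0.29 in WI+CS24h-C (SD, n = 5 in each group), and was called against WI at 6 h in cortex (0.57, adjusted p = 0.0371) and in CMJ (0.51, adjusted p = 0.0177), but not against Ctl, where it changed by 0.48 (adjusted p = 0.0537, arrays apart) in WI+CS6h-C versus Ctl-C and 0.42 (adjusted p = 0.0429, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ. MCOLN3 (ENSSSCT00000022578) was called in CMJ, by 1.05 (standard error 0.28, adjusted p = 0.0377, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ, 1.19 (adjusted p = 0.0213, arrays apart) in WI+CS6h-CMJ versus WI-CMJ and 1.03 (adjusted p = 0.0429, arrays apart) in WI+CS24h-CMJ versus WI-CMJ, from 7.29 ± 0.51 in Ctl-CMJ, and its cortex change was 0.81 (adjusted p = 0.088, 5 of 5 arrays) in WI+CS24h-C versus Ctl-C. A second MCOLN3 identifier (AK234420) was called in no comparison, with 0.81 (adjusted p = 0.126) in WI+CS6h-CMJ versus Ctl-CMJ. The ATP2B1 call in WI+CS6h-C versus WI-C was lost under 4 of the 10 alternatives and in 7 of the 10 fits without 1 array, and in WI+CS6h-CMJ versus WI-CMJ was lost under 4 of the 10 alternatives and in 4 of the 10 fits without 1 array. ATP2B1, not called there by the main setting, was called in WI+CS6h-C versus Ctl-C and WI+CS24h-CMJ versus Ctl-CMJ with quantile normalization by group. The MCOLN3 call in WI+CS6h-CMJ versus Ctl-CMJ was lost with the replicate block and in 7 of the 10 fits without 1 array, and in WI+CS6h-CMJ versus WI-CMJ was lost with the slide block and the fit of 2 groups alone and without WI-CMJ 3 (adjusted p = 0.0633) and without WI-CMJ 5 (adjusted p = 0.0545). The MCOLN3 call in WI+CS24h-CMJ versus WI-CMJ was lost with the replicate block and the fit of 2 groups alone and in 7 of the 10 fits without 1 array.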

Here, ATP2B1 and MCOLN3 are upregulated during cold storage due to Ca^2+^ trafficking deregulation, one major consequence of ischemia^67^. Aquaporin-3 (AQP3) provides kidney medullary collecting duct with high permeability to water, thereby enabling water toward an osmotic gradient. 

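AQP3 (NM_001110172) measured 8.30 ± 0.28 in Ctl-C, 8.76 ± 0.22 in WI-C, 8.13 ± 0.23 in WI+CS6h-C and 8.11 ± 0.23 in WI+CS24h-C (SD, n = 5 in each group), and 8.78 ± 0.44 in Ctl-CMJ, 9.17 ± 0.36 in WI-CMJ, 8.29 ± 0.27 in WI+CS6h-CMJ and 8.29 ± 0.27 in WI+CS24h-CMJ. After WI its log2 fold change was 0.46 (standard error 0.15, adjusted p = 0.66, 5 of 5 arrays) in WI-C versus Ctl-C and 0.39 (standard error 0.21, adjusted p = 0.495, 5 of 5 arrays) in WI-CMJ versus Ctl-CMJ, and neither was called. After cold storage AQP3 lay below WI, with log2 fold changes of -0.64 (adjusted p = 0.0344, arrays apart) in WI+CS6h-C versus WI-C, -0.65 (adjusted p = 0.0392, 5 of 5 arrays) in WI+CS24h-C versus WI-C and -0.88 (adjusted p = 0.0242, arrays apart) in WI+CS6h-CMJ versus WI-CMJ, and these were called. The AQP3 call in WI+CS6h-C versus WI-C was lost under 6 of the 10 alternatives and in 7 of the 10 fits without 1 array, and in WI+CS24h-C versus WI-C was lost under 6 of the 10 alternatives and in 8 of the 10 fits without 1 array. The AQP3 call in WI+CS6h-CMJ versus WI-CMJ was lost in 5 of the 10 fits without 1 array.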

In our study, during WI and in response to water deprivation, AQP3 expression increases in kidney cortex and medulla^68^.
7. “**Metabolism regulation**” such as MTHFD1, LRCH1, ACBP, ACADVL, HADHA, CPT2, FUT2, CKM, ARG2 and PDK4 (Fig. 6). Ischemia alters cell metabolism, however the full range of alterations remains to be defined. Methylenetetrahydrofolate dehydrogenase-1 (MTHFD1) gene encodes the C-1-tetrahydrofolate synthase cytoplasmic protein which is involved in the pathway of tetrahydrofolate interconversion. Leucine-rich repeat and calponin homology domain-containing protein-1 (LRCH1) prevents CDC42 activation and negatively regulates CD4^+^ T-cell migration^69^. Acyl-CoA-binding domain-containing protein (ACBP) likely participates in intermembrane lipid transport from the ER to the plasma membrane, where it could maintain a membrane-associated acyl pool^70^. Acyl-CoA dehydrogenase very long chain (ACADVL) is targeted to the inner mitochondrial membrane, where it catalyzes the first step of the mitochondrial fatty acid beta-oxidation pathway^71^. Hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit alpha (HADHA) catalyzes the last three steps of mitochondrial beta-oxidation of long chain fatty acids^72^. Carnitine O-palmitoyltransferase-2 (CPT2) oxidizes long-chain fatty acids in the mitochondria^73^. CPT promotes the binding of Acyl-CoA to Carnitine. 

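ACBP is listed on the arrays as DBI (NM_214119), which measured 14.20 ± 0.17 in Ctl-CMJ, 14.28 ± 0.03 in WI-CMJ, 13.65 ± 0.37 in WI+CS6h-CMJ and 13.63 ± 0.38 in WI+CS24h-CMJ (SD, n = 5 in each group) and was called against WI in CMJ (-0.63, adjusted p = 0.048 at 6 h and -0.66, adjusted p = 0.0386 at 24 h). ACADVL (ENSSSCT00000019531) was called against WI, by -0.78 (adjusted p = 0.0342, arrays apart) in WI+CS6h-C versus WI-C and -0.78 (adjusted p = 0.0161, arrays apart) in WI+CS24h-CMJ versus WI-CMJ. HADHA (NM_213962) was called in all 8 comparisons of cold-stored kidneys with Ctl or WI, from -0.87 (standard error 0.21, adjusted p = 0.0236, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ to -1.15 (adjusted p = 0.00446, arrays apart) in WI+CS24h-CMJ versus WI-CMJ. CPT2 (NM_001246243) was called against WI in both tissues, by -1.0 (adjusted p = 0.014, arrays apart) in WI+CS6h-C versus WI-C and -1.12 (adjusted p = 0.000797, arrays apart) in WI+CS24h-CMJ versus WI-CMJ, and against Ctl by -0.74 (adjusted p = 0.0126, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ. After WI alone all 4 lay above Ctl in both tissues without a call, and the change of CPT2 in cortex was 0.36 (adjusted p = 1). Of 19 PPARA target genes, a list fixed beforehand that holds HADHA, CPT2 and ACADVL, the mean change was -0.62 in WI+CS6h-C versus WI-C (fry, adjusted p = 0.0189, lost with quantile normalization by group and without WI-C 2, WI+CS6h-C 2 or WI+CS6h-C 5) and -0.70 in WI+CS24h-CMJ versus WI-CMJ (fry, adjusted p = 0.00838, kept throughout). The DBI call in WI+CS6h-CMJ versus WI-CMJ was lost under 6 of the 10 alternatives and in 8 of the 10 fits without 1 array, and in WI+CS24h-CMJ versus WI-CMJ was lost with 75th percentile scaling, the slide block and the fit of 2 groups alone and in 8 of the 10 fits without 1 array. The ACADVL call in WI+CS6h-C versus WI-C was lost with 75th percentile scaling and the fit of 2 groups alone and in 7 of the 10 fits without 1 array, and in WI+CS24h-CMJ versus WI-CMJ was lost with the fit of 2 groups alone. The HADHA call in WI+CS6h-CMJ versus Ctl-CMJ was lost with the fit of 2 groups alone and in 5 of the 10 fits without 1 array. The CPT2 call in WI+CS6h-C versus WI-C was lost with the fit of 2 groups alone, and in WI+CS24h-CMJ versus Ctl-CMJ was lost with normexp and the slide block.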

ACBP, ACADVL, HADHA and CPT2 are mostly dowregulated during cold ischemia likely due to regulation of fatty-acids beta-oxydation. Fucosyltransferase-2 (FUT2) mediates glycosylation of cell surface glycoproteins and glycolipids^74^. Glycosylation, acts in rough endoplasmic reticulum, induces tissue aging but also may have protective effects^75^. 

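FUT2 (NM_214069, 3 probes) measured 1.39 ± 0.21 in Ctl-C, 1.42 ± 0.17 in WI-C, 6.08 ± 0.70 in WI+CS6h-C and 6.02 ± 0.55 in WI+CS24h-C (SD, n = 5 in each group), and 1.49 ± 0.28 in Ctl-CMJ, 1.5 ± 0.25 in WI-CMJ, 5.60 ± 0.59 in WI+CS6h-CMJ and 5.74 ± 0.47 in WI+CS24h-CMJ. Its log2 fold change was 4.69 (standard error 0.28, adjusted p = 3.38e-08, arrays apart) in WI+CS6h-C versus Ctl-C, 4.64 (adjusted p = 6.18e-08, arrays apart) in WI+CS24h-C versus Ctl-C, 4.11 (adjusted p = 4.05e-08, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ and 4.25 (adjusted p = 2.35e-08, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ, and 4.66 (adjusted p = 5.66e-08, arrays apart) in WI+CS6h-C versus WI-C. After WI alone it changed by 0.03 (adjusted p = 1) in cortex. The probes A_72_P177541 and A_72_P442864 of FUT2 were well above background on 0 of 5 arrays in each Ctl and WI group, so the size of these changes rests partly on values at background. With both set to the lowest signal well above background, the average of the 3 FUT2 probes rose at least 10.8-fold and 10.4-fold in cortex and at least 7-fold and 7.72-fold in CMJ, after 6 h and 24 h against Ctl. The third probe, A_72_P795238, which was well above background on all arrays, measured 3.58 ± 0.07 in Ctl-C and changed by 2.24 and 2.22 in cortex and by 1.65 and 1.69 in CMJ, after 6 h and 24 h against Ctl (fit per probe). The FUT2 call in WI+CS6h-CMJ versus Ctl-CMJ was lost with normexp.

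**Figure D6:**
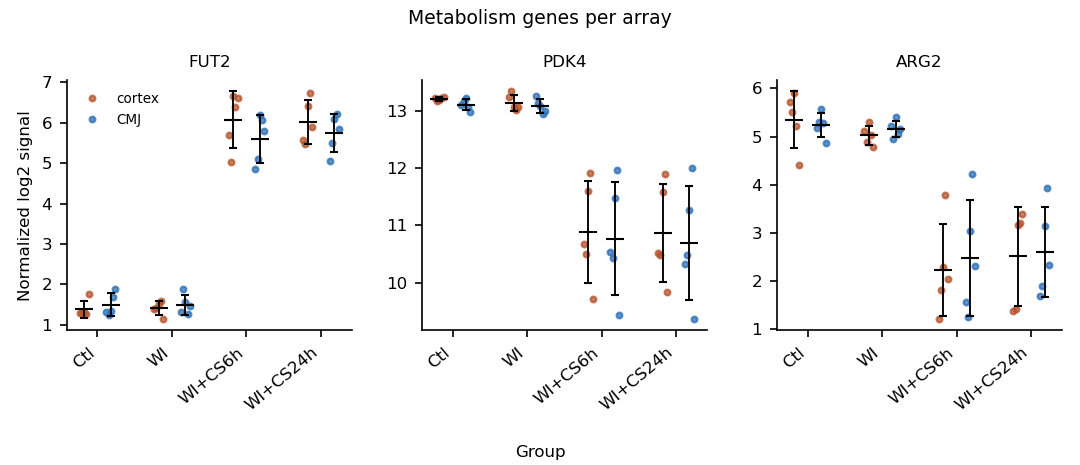
Log2 signal of FUT2, PDK4 and ARG2 on each array by group, with the mean and SD as black bars. FUT2 rises and PDK4 and ARG2 fall in all cold-stored groups.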

Our results show that FUT2 is upregulated during cold storage-induced ischemia. Creatine kinase M-type (CKM) play a central role in energy transduction. CKM regenerates ATP from ADP, using phosphocreatine^76^. Creatine kinase is a marker of damage of CK-rich tissue such as in acute kidney injury^77^. 

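CKM (NM_001129949, 10 probes) measured 5.20 ± 0.19 in Ctl-C, 5.30 ± 0.13 in WI-C, 6.53 ± 0.67 in WI+CS6h-C and 6.67 ± 0.55 in WI+CS24h-C (SD, n = 5 in each group), and 6.07 ± 0.74 in Ctl-CMJ, 5.94 ± 0.57 in WI-CMJ, 6.90 ± 0.56 in WI+CS6h-CMJ and 7.01 ± 0.55 in WI+CS24h-CMJ. Counted by any of the 10 probes of CKM, all 5 arrays of every group were well above background. The log2 fold change of CKM was 1.33 (standard error 0.27, adjusted p = 0.00898, arrays apart) in WI+CS6h-C versus Ctl-C, 1.47 (adjusted p = 0.00544, arrays apart) in WI+CS24h-C versus Ctl-C, 1.23 (adjusted p = 0.0218, arrays apart) in WI+CS6h-C versus WI-C and 1.38 (adjusted p = 0.0142, arrays apart) in WI+CS24h-C versus WI-C, and in CMJ 0.83 (adjusted p = 0.266) at 6 h against Ctl. With the brightest probe standing for CKM, the change against WI in cortex was close to 0 and negative, -0.01 at 6 h and -0.02 at 24 h, so its direction there depends on the probe. A second CKM identifier (AK398294) rose by 2.14 (adjusted p = 0.00386) in WI+CS6h-C versus Ctl-C and 1.44 (adjusted p = 0.21) in WI+CS6h-CMJ versus Ctl-CMJ. The CKM call in WI+CS6h-C versus Ctl-C was lost with normexp, the fit per probe and the fit of 2 groups alone, and in WI+CS24h-C versus Ctl-C and WI+CS24h-C versus WI-C was each time lost with normexp and the fit per probe. The CKM call in WI+CS6h-C versus WI-C was lost under 4 of the 10 alternatives and in 4 of the 10 fits without 1 array.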

We observed that CKM is expressed only during cold ischemia. Arginase-2 (ARG2) has multiple fonctions as it play a role in the regulation of polyamine metabolism and also in down-regulation of nitric-oxide synthesis, it is involved in the negative regulation of the survival capacity of activated CD4^+^ and CD8^+^ T cells^78^ and it inhibit endothelial autophagy independently of its enzymatic activity implicating mTORC2 signaling^79^. Blocking ARG2 expression attenuated lesions in a mice model of IRI^80^. Our results are comforting these observations and the dowregulation of ARG2 seems to be protective. 

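ARG2 (ENSSSCT00000035428) measured 5.35 ± 0.59 in Ctl-C, 5.02 ± 0.20 in WI-C, 2.22 ± 0.96 in WI+CS6h-C and 2.51 ± 1.02 in WI+CS24h-C (SD, n = 5 in each group), with log2 fold changes of -3.13 (standard error 0.46, adjusted p = 0.000891, arrays apart) in WI+CS6h-C versus Ctl-C and -2.85 (adjusted p = 0.00208, arrays apart) in WI+CS24h-C versus Ctl-C. In CMJ ARG2 changed by -2.77 (adjusted p = 0.00189, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ and -2.65 (adjusted p = 0.00247, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ, from 5.24 ± 0.26 in Ctl-CMJ. The dimmer of its 2 probes, A_72_P757646 of ARG2, was well above background on 0 of 5 arrays of WI+CS24h-C and WI+CS24h-CMJ, and with it set to the lowest signal well above background the falls there were at least 4.93-fold and 3.76-fold against Ctl. A brighter ARG2 identifier (ENSSSCT00000002555) fell by 1.12 in WI+CS6h-C versus Ctl-C (adjusted p = 0.128, not called) and by 1.55 in WI+CS6h-CMJ versus Ctl-CMJ (adjusted p = 0.0464). After WI alone ARG2 changed by -0.33 (adjusted p = 1) in cortex. The ARG2 call in WI+CS6h-C versus Ctl-C, WI+CS24h-C versus Ctl-C, WI+CS6h-CMJ versus Ctl-CMJ and WI+CS24h-CMJ versus Ctl-CMJ was each time lost with normexp.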

Pyruvate dehydrogenase lipoamide kinase isozyme-4 (PDK4) is located in the mitochondria matrix and inhibits the pyruvate dehydrogenase complex by phosphorylating one of its subunits, reducing the conversion of pyruvate, which is produced from the oxydation of glucose and amino acids to acetyl-CoA and contributing to glucose metabolism regulation. PDK4 helps to decrease metabolism and conserve glucose by limiting its conversion to acetyl-CoA, which enters the citric acid cycle and is converted to ATP^81^.

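PDK4 (NM_001159306) measured 13.20 ± 0.03 in Ctl-C, 13.14 ± 0.14 in WI-C, 10.89 ± 0.88 in WI+CS6h-C and 10.87 ± 0.85 in WI+CS24h-C (SD, n = 5 in each group), with log2 fold changes of -2.32 (standard error 0.37, adjusted p = 0.00171, arrays apart) in WI+CS6h-C versus Ctl-C and -2.34 (adjusted p = 0.00181, arrays apart) in WI+CS24h-C versus Ctl-C. In CMJ PDK4 changed by -2.33 (adjusted p = 0.00329, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ and -2.41 (adjusted p = 0.00243, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ, and by -0.07 (adjusted p = 1) after WI alone in cortex.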

8. “**MAPK and GTPase activity”** such as RABGAP1, PARP4, MAP3K8, MLK4, MAP3K5, RHOB, PLK3, MX2, RHOU, JUN and EXPH5 (Fig. 7). Ischemia activates intracellular enzymes as G Proteins and MAPK to regulate several pathways. CDC42 effector protein 1 (CDC42EP1) is a member of the Rho GTPase family regulating multiple cellular activities, including organization of the actin cytoskeleton^82^. 

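RABGAP1 (ENSSSCT00000024760) measured 7.19 ± 0.17 in Ctl-C, 7.17 ± 0.11 in WI-C, 7.78 ± 0.29 in WI+CS6h-C and 7.66 ± 0.19 in WI+CS24h-C (SD, n = 5 in each group), with log2 fold changes of 0.59 (standard error 0.13, adjusted p = 0.0129, 5 of 5 arrays) in WI+CS6h-C versus Ctl-C and, in CMJ, 0.52 (adjusted p = 0.0106, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ. In WI+CS24h-C versus Ctl-C RABGAP1 changed by 0.47 (adjusted p = 0.0561) and in WI+CS6h-CMJ versus Ctl-CMJ by 0.48 (adjusted p = 0.0181), which were not called. The RABGAP1 call in WI+CS6h-C versus Ctl-C was lost with normexp and the fit of 2 groups alone, and in WI+CS24h-CMJ versus Ctl-CMJ was lost under 4 of the 10 alternatives and in 3 of the 10 fits without 1 array. RABGAP1, not called there by the main setting, was called in WI+CS24h-C versus Ctl-C with the fit per probe and the slide block, and in WI+CS6h-CMJ versus Ctl-CMJ with the fit per probe, quantile normalization by group and the slide block.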

Rab GTPase-activating protein-1 (RABGAP1), upregulated herein during cold storage, acts as a GTPase-activating protein in the RAB6A-mediated pathway involved in the mitotic metaphase-anaphase transition^83^. Poly [ADP-ribose] polymerase-4 (PARP4) is able to catalyze a poly(ADP-ribosyl)ation reaction. PARP4 interacts with Major vault protein, which interacts with the inactive PERK (protein involved in endoplasmic reticulum stress). Mitogen-activated protein kinase-kinase-kinase-8 (MAP3K8, also called TPL-2) can activate both the ERK1/2 and p38 MAP kinases^84^. MAP3K8 regulates renal cell apoptosis in ischemia/reperfusion injury^85^. 

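MAP3K8 (ENSSSCT00000034425) measured 6.90 ± 0.14 in Ctl-C, 5.98 ± 0.28 in WI-C, 5.65 ± 0.46 in WI+CS6h-C and 5.53 ± 0.30 in WI+CS24h-C (SD, n = 5 in each group), and 6.94 ± 0.24 in Ctl-CMJ, 5.84 ± 0.28 in WI-CMJ, 5.83 ± 0.21 in WI+CS6h-CMJ and 5.80 ± 0.44 in WI+CS24h-CMJ. After WI its log2 fold change was -1.1 (standard error 0.19, adjusted p = 0.00955, arrays apart) in WI-CMJ versus Ctl-CMJ and -0.92 (adjusted p = 0.121, arrays apart) in WI-C versus Ctl-C, the latter not called, and after cold storage -1.25 (adjusted p = 0.00135, arrays apart) in WI+CS6h-C versus Ctl-C, -1.37 (adjusted p = 0.000743, arrays apart) in WI+CS24h-C versus Ctl-C and -1.11 (adjusted p = 0.00191, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ. The MAP3K8 call in WI-CMJ versus Ctl-CMJ, WI+CS6h-C versus Ctl-C and WI+CS6h-CMJ versus Ctl-CMJ was each time lost with normexp. MAP3K8, not called there by the main setting, was called in WI-C versus Ctl-C under 4 of the 10 alternatives.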

Herein, MAP3K8 is dowregulated from WI to end of cold storage. 

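MLK4 (ENSSSCT00000011130) measured 6.54 ± 0.32 in Ctl-C, 6.74 ± 0.27 in WI-C, 5.78 ± 0.19 in WI+CS6h-C and 5.68 ± 0.18 in WI+CS24h-C (SD, n = 5 in each group), with log2 fold changes of -0.76 (standard error 0.16, adjusted p = 0.0094, 5 of 5 arrays) in WI+CS6h-C versus Ctl-C and -0.86 (adjusted p = 0.00484, arrays apart) in WI+CS24h-C versus Ctl-C. In CMJ MLK4 changed by -0.79 (adjusted p = 0.0152, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ and -0.87 (adjusted p = 0.00746, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ. A second MLK4 identifier (XM_001928214) was called in no comparison and changed by 0.38 (adjusted p = 0.3) in WI+CS6h-C versus Ctl-C. The MLK4 call in WI+CS6h-C versus Ctl-C was lost with normexp and the fit of 2 groups alone, and in WI+CS24h-C versus Ctl-C, WI+CS6h-CMJ versus Ctl-CMJ and WI+CS24h-CMJ versus Ctl-CMJ was each time lost with normexp.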

Mitogen-activated protein kinase kinase kinase 21 (MAP3K21 also called MLK4), herein downregulated during cold storage, is a negative regulator of TLR4 signaling^86^. This is in favour of the TLR4 sigaling activation, one of the major pathway involved during IRI^87^. Thus, activation of MLK4 could be an interesting target for new therapy. Mitogen-activated protein kinase kinase kinase 5 (MAP3K5), also called apoptosis signal-regulating kinase-1 (ASK1), is pivotal component in cell apoptosis and can be activated by a variety of death stimuli including TNF-alpha and oxidative stress^88^. Herein, the downregulation of MAP3K5 during cold ischemia is protective. 

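MAP3K5 (ENSSSCT00000004600) measured 6.76 ± 0.39 in Ctl-C, 6.66 ± 0.54 in WI-C, 5.58 ± 0.55 in WI+CS6h-C and 5.69 ± 0.51 in WI+CS24h-C (SD, n = 5 in each group), with a log2 fold change of -1.18 (standard error 0.30, adjusted p = 0.0332, 5 of 5 arrays) in WI+CS6h-C versus Ctl-C and, not called, -1.07 (adjusted p = 0.068, 5 of 5 arrays) in WI+CS24h-C versus Ctl-C. In CMJ MAP3K5 changed by -0.72 (adjusted p = 0.00282, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ and -0.73 (adjusted p = 0.00228, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ. The MAP3K5 call in WI+CS6h-C versus Ctl-C was lost with normexp, the replicate block and the fit of 2 groups alone and in 7 of the 10 fits without 1 array, and in WI+CS6h-CMJ versus Ctl-CMJ and WI+CS24h-CMJ versus Ctl-CMJ was each time lost with normexp and the slide block. MAP3K5, not called there by the main setting, was called in WI+CS24h-C versus Ctl-C under 4 of the 10 alternatives.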

Ras homolog gene family member-B (RHOB), upregulated during WI, enhances cytokine-induced transcription of inductible nitric-oxide synthase-2 (iNOS)^89^ inducing a oxidative environment. 

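RHOB (NM_001123189) measured 6.73 ± 0.14 in Ctl-C, 7.59 ± 0.41 in WI-C, 7.2 ± 0.16 in WI+CS6h-C and 7.22 ± 0.24 in WI+CS24h-C (SD, n = 5 in each group), and 7.02 ± 0.18 in Ctl-CMJ, 8.01 ± 0.27 in WI-CMJ, 7.38 ± 0.12 in WI+CS6h-CMJ and 7.36 ± 0.21 in WI+CS24h-CMJ. After WI its log2 fold change was 0.99 (standard error 0.13, adjusted p = 0.000779, arrays apart) in WI-CMJ versus Ctl-CMJ and, without a call, 0.85 (adjusted p = 0.0536, arrays apart) in WI-C versus Ctl-C. After cold storage RHOB lay lower than after WI in CMJ, with log2 fold changes of -0.63 (adjusted p = 0.0092, arrays apart) in WI+CS6h-CMJ versus WI-CMJ and -0.65 (adjusted p = 0.00678, 5 of 5 arrays) in WI+CS24h-CMJ versus WI-CMJ. A brighter RHOB identifier (ENSSSCT00000009409) changed after WI by 0.06 (adjusted p = 1) in cortex and 0.15 (adjusted p = 0.613) in CMJ. The RHOB call in WI+CS6h-CMJ versus WI-CMJ was lost with normexp and the slide block, and in WI+CS24h-CMJ versus WI-CMJ was lost with normexp and the fit of 2 groups alone. RHOB, not called there by the main setting, was called in WI-C versus Ctl-C with the filter on dim genes, the authors' deposited values and the slide block.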

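After WI, PLK3 changed by 0.91 (standard error 0.19, adjusted p = 0.0291, arrays apart) in WI-CMJ versus Ctl-CMJ and, without a call, by 0.49 (adjusted p = 0.895, 5 of 5 arrays) in WI-C versus Ctl-C. In CMJ it measured 6.55 ± 0.31 in Ctl-CMJ, 7.46 ± 0.12 in WI-CMJ, 7.68 ± 0.40 in WI+CS6h-CMJ and 7.71 ± 0.31 in WI+CS24h-CMJ (SD, n = 5 in each group), with log2 fold changes of 1.13 (adjusted p = 0.00158, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ and 1.16 (adjusted p = 0.00119, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ. The PLK3 call in WI-CMJ versus Ctl-CMJ was lost in 7 of the 10 fits without 1 array.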

PLK3, upregulated from WI to cold storage end, is involved in cell cycle regulation, response to stress, Golgi disassembly and DNA damage response^90^. PLK3 is rapidly activated upon stress stimulation, such as ROS, hyperosmotic stress and hypoxia. PLK3 is important for the downregulation of apoptosis and regulation of microtubule dynamics and centrosomal function^91^. Interferon-induced GTP-binding protein MX2, also dowregulated during cold storage, regulates nucleocytoplasmic transport and cell-cycle progression^92^. 

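MX2 (AK345001) measured 6.78 ± 0.19 in Ctl-C, 6.44 ± 0.87 in WI-C, 4.69 ± 0.78 in WI+CS6h-C and 4.93 ± 0.32 in WI+CS24h-C (SD, n = 5 in each group), with log2 fold changes of -2.08 (standard error 0.37, adjusted p = 0.00348, arrays apart) in WI+CS6h-C versus Ctl-C and -1.85 (adjusted p = 0.00931, arrays apart) in WI+CS24h-C versus Ctl-C. In CMJ MX2 changed by -1.43 (adjusted p = 0.00912, 5 of 5 arrays) in WI+CS6h-CMJ versus Ctl-CMJ and -1.66 (adjusted p = 0.00293, arrays apart) in WI+CS24h-CMJ versus Ctl-CMJ. The 2 other MX2 identifiers were also called lower in all 4 comparisons, from -1.08 (NM_001097416, WI+CS6h-CMJ versus Ctl-CMJ) to -1.96 (AK232386, WI+CS6h-C versus Ctl-C). OAS was taken as TC557164, which Tables S1 and S2 name as oligoadenylate synthetase 2 and which carries no symbol on the arrays. It was called lower in cortex alone (-1.30, adjusted p = 0.00718 at 6 h and -1.04, adjusted p = 0.0327 at 24 h against Ctl). The identifiers with the symbol OAS1 are AK230683, which changed by -1.08 (adjusted p = 0.0433) in WI+CS6h-C versus Ctl-C, and NM_214303, which changed there by -0.92 (adjusted p = 0.245) and was called in no comparison. The MX2 call in WI+CS6h-C versus Ctl-C, WI+CS24h-C versus Ctl-C and WI+CS6h-CMJ versus Ctl-CMJ was each time lost with normexp. The OAS (TC557164) call in WI+CS6h-C versus Ctl-C was lost with the fit of 2 groups alone, and in WI+CS24h-C versus Ctl-C was lost with the replicate block and in 7 of the 10 fits without 1 array.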

Rho-related GTP-binding protein RHOU is encoded by a non-canonical Wnt induced gene^93^. RHOU/Wrch delineates with RhoV/Chp a Rho subclass related to RAC and CDC42, which emerged in early multicellular organisms during evolution^94^. Similarly to CDC42, RHOU and Exophilin-5 (EXPH5) are also dowregulated during cold storage. 

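RHOU (ENSSSCT00000023179) was called only in CMJ at 6 h, by -0.63 (standard error 0.15, adjusted p = 0.0183, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ and -0.64 (adjusted p = 0.0215, arrays apart) in WI+CS6h-CMJ versus WI-CMJ, and its cortex change was -0.63 (adjusted p = 0.0563, 5 of 5 arrays) in WI+CS24h-C versus Ctl-C. EXPH5 (XM_003129835) measured 6.80 ± 0.21 (SD, n = 5) in Ctl-C and 5.87 ± 0.42 in WI+CS6h-C, with log2 fold changes of -0.94 (standard error 0.18, adjusted p = 0.00686, arrays apart) in WI+CS6h-C versus Ctl-C, -0.98 (adjusted p = 0.0062, arrays apart) in WI+CS24h-C versus Ctl-C and -0.80 (adjusted p = 0.00388, arrays apart) in WI+CS6h-CMJ versus Ctl-CMJ. CDC42EP1 stands in Tables S1 and S2 by the probe A_72_P231427, which measured 9.09 ± 0.48 in Ctl-C, 5.11 ± 0.67 in WI-C, 4.44 ± 0.74 in WI+CS6h-C and 4.72 ± 0.67 in WI+CS24h-C. This probe was lower already after WI, with log2 fold changes of -3.98 (standard error 0.39, adjusted p = 8.97e-05, arrays apart) in WI-C versus Ctl-C and -4.01 (adjusted p = 0.00145, arrays apart) in WI-CMJ versus Ctl-CMJ, and after cold storage, with -4.64 (adjusted p = 3.81e-06, arrays apart) in WI+CS6h-C versus Ctl-C. A second CDC42EP1 identifier (ENSSSCT00000024506) did not fall, with -0.04 (adjusted p = 1) in WI-C versus Ctl-C and 0.14 (adjusted p = 0.464) in WI+CS6h-C versus Ctl-C. The RHOU call in WI+CS6h-CMJ versus Ctl-CMJ was lost with normexp, the slide block and the fit of 2 groups alone and without WI+CS6h-CMJ 1 (adjusted p = 0.0531) and without WI+CS6h-CMJ 2 (adjusted p = 0.0584), and in WI+CS6h-CMJ versus WI-CMJ was lost with normexp and the slide block and without WI+CS6h-CMJ 1 (adjusted p = 0.0605) and without WI+CS6h-CMJ 2 (adjusted p = 0.0576). RHOU, not called there by the main setting, was called in WI+CS24h-C versus Ctl-C under 5 of the 10 alternatives. The EXPH5 call in WI+CS6h-C versus Ctl-C was lost with normexp and the fit of 2 groups alone, and in WI+CS24h-C versus Ctl-C and WI+CS6h-CMJ versus Ctl-CMJ was each time lost with normexp.

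**Figure D7:**
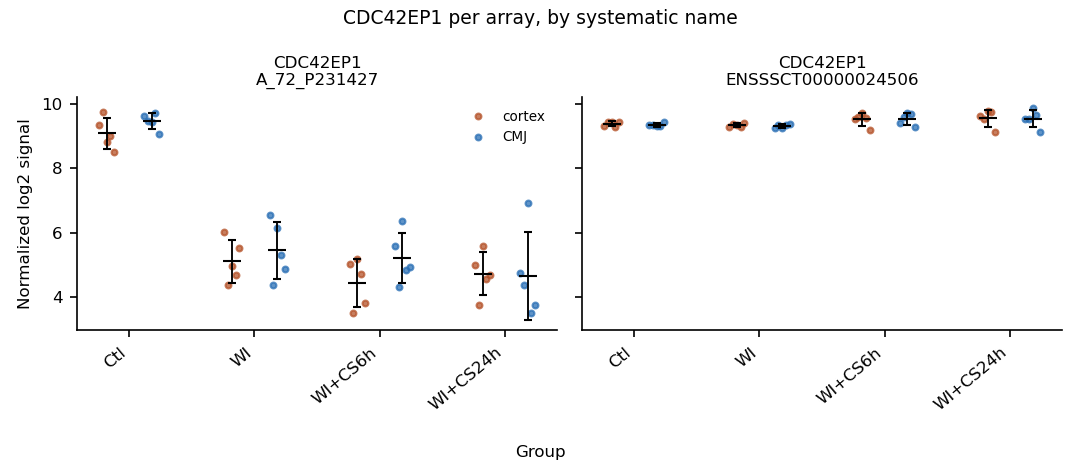
Log2 signal of both CDC42EP1 identifiers on each array by group, with the mean and SD as black bars. The probe A_72_P231427 is lower in every group but Ctl and ENSSSCT00000024506 is level.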

EXPH5 may act as Rab effector protein and play a role in intracellular vesicle trafficking. Reduced expression of this gene results in keratin filament defects, in association with collagen structure.

We summarized the kinetic of altered pathways during the experiment timecourse in Fig. 8, taking into account the Gene-Ontology Analysis and our data interpretation in the context of renal ischemia. Several gene families are up- or down-regulated similarly in both cortex and CMJ, but we noted some differences of expression among renal regions at specific timepoints, as reported in Fig. 8.

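Of the genes called in cortex, 22 of 34 after WI, 636 of 1445 after WI+CS6h and 527 of 900 after WI+CS24h were also called in CMJ, all with the same sign. The median size of the log2 fold change of these cortex calls was 1.5 after WI, 0.92 after WI+CS6h and 0.91 after WI+CS24h in cortex, and in CMJ the same genes had 1.6, 0.59 and 0.7. Choosing genes by their cortex call makes their cortex values larger than unselected ones, so the medians do not measure a difference between tissues.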

**Figure 8:**
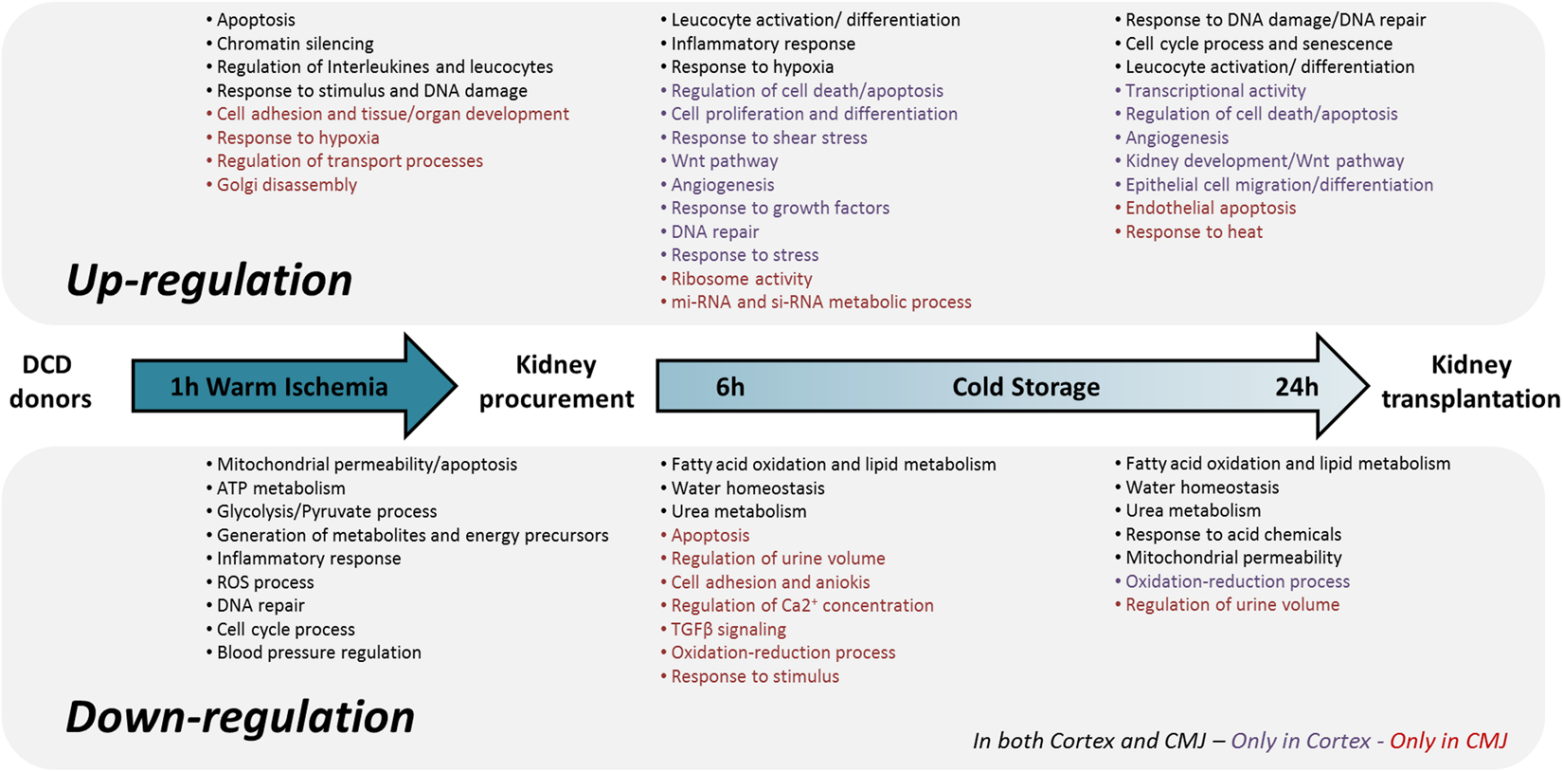
Proposed summary of relevant cortex and CMJ up and down regulated gene categories during ischemic temporal sequence mimicking DCD donor kidney.

Alltogether, our study highlight critical genetic alterations induced by ischemia at the cellular/tissular levels, dissecting ischemia mechanism and kinetics using an experimental model extremely close to human conditions. Several of these pathways have “opposite” roles (e.g.: survival/development versus apoptosis/death) which may be linked to the high stress level withstood by the kidneys in our experiments resulting to highly complex responses at the cellular level aimed at counterbalancing stress-induced lesions. Beyond improving our understanding of IRI, our study point out several dysregulated genes which could be used as biomarkers of ischemia injury, allowing a thinner evaluation of kidney quality, one of the major challenges in renal transplantation. In order to validate their quality as biomarkers, further studies are required to evaluate the protein expression level in kidneys subjected to different levels of ischemic injury and correlate these data to kidney transplantation outcome. In conclusion, our data strengthen the fact that ischemia is a key step during the transplantation process with important transcriptional modifications inducing a full reprogramming of the transcriptome of major pathways such those related to oxidative stress responses, cell reprogramming, cell-cycle, inflammation and cell metabolism. These pathways provide interesting research prospects for the development of strategies which could be used during kidney conservation, aimed at improving whole transplantation outcome.

## Methods

### Animal experimentation

The animal experimental protocol was approved by French Government and institutional Committee on the Ethics of Animal Experiments of the Poitou-Charentes (France) (comity number C2EA-84, protocol number: CE2012-4). Experimentations were performed in accordance with EU Directive 2010/63/EU at the IBiSA MOPICT platform, INRA Magneraud, France. Full methods for animal experimentation are provided in Suplementary Material and Methods.

### Microarrays slides

Porcine Gene Expression Microarray G2519F (Agilent) contains 60-mer oligonucleotide probes to 43,803 porcine probes for the pig *Sus Scrofa*. The data discussed in this article have been deposited in NCBIs Gene Expression Omnibus Database (GEO), accessible through accession number GSE109719^95^.

### RNA Isolation

RNA was extracted using a commercial kit including a DNAse step to remove genomic DNA (Qiagen RNeasy plus mini). The RNA yield and integrity were controlled using a Nanodrop ND-1000 and a Bioanalyzer 2100 Expert from Agilent, then labelled with the Low Input Quick Amp Labeling kit, designed to reliably amplify and label target RNA for the robust generation of complementary RNA.

### Hybridizations

Hybridization was performed following the One-Color Microarray-Based Gene Expression Analysis Protocol. Assembled slide chamber was placed in rotisserie in a hybridization oven. Hybridization took place during 17 hours at 65 °C and at 10 rpm.

### Slide scanning and image analysis/treatment

The slides were scanned on a Tecan MS200 scanner and analyzed by Feature Extraction V.11.5.1.1. Pre-analysis data quality assessment was performed by visual inspection of individual false color hybridization images and standard diagnostic plots of probe level intensity distributions using Bioconductor (http://www.bioconductor.org/) and R software (version 2.15.2). All data were analyzed using the Bioconductor software project and the statistical language R. After transformed log2 data, the data were normalized by condition using quantile method^96^ with limma package^97^ and finally summarized. Significant genes were identified using the limma package. A False Discovery Rate corrected p-value < 0.05 and a log2 fold change >0.5 were used as significance criterion.

### Heatmap

The heatmap was generated with R software using Euclidean distance and Ward linkage from the list of differentially expressed genes between Ischemia and Control.

### Functional enrichment analysis

The detection of significantly overrepresented Gene Ontology categories was performed using the GOStats package in Bioconductor^98^. The list of differentially expressed genes was divided in two parts: up-regulated and down-regulated genes. For each sublist, we performed a hypergeometrical statistical test; corresponding to the ratio of differentially expressed genes found in the category over the total number of genes in the category compared to the ratio of the total number of differentially expressed genes over total number of genes on the chip.

### Real-Time Quantitative-PCR confirmation

Full methods for Real-Time Quantitative-PCR are provided in Supplementary Material and Methods.

## Electronic supplementary material

Supplementary information

# Supplementary material for: Dynamic transcriptomic analysis of Ischemic Injury in a Porcine Pre-Clinical Model mimicking Donors Deceased after Circulatory Death
**Source:** Sci Rep. 2018 Apr 13;8:5986. doi: 10.1038/s41598-018-24282-6
**Supplement:** Supplementary file 1 — Supplementary information

# **Dynamic transcriptomic analysis of Ischemic Injury in a Porcine Pre-Clinical Model mimicking Donors Deceased after Circulatory Death**

Sebastien Giraud <sup>1,2,3,†</sup>, Clara Steichen <sup>1,2,†</sup>, Geraldine Allain <sup>1,2,4</sup>, Pierre Couturier <sup>1,3,5</sup>, Delphine Labourdette <sup>6</sup>, Sophie Lamarre <sup>6</sup>, Virginie Ameteau <sup>1,2</sup>, Solenne Tillet <sup>1,2</sup>, Patrick Hannaert <sup>1</sup>, Raphael Thuillier <sup>1,2,3</sup>, Thierry Hauet <sup>1,2,3,5,7 \*</sup>

## **Department and institution**

<sup>4</sup> CHU Poitiers, Service de chirurgie cardio-thoracique, Poitiers, 86000, France.

† S Giraud and C Steichen have contributed equally to this work

## **Supplementary Material and Methods**

### ***Animal experimentation:***

The animal experimental protocol was approved by French Government and institutional Committee on the Ethics of Animal Experiments of the Poitou-Charentes (France) (comity number C2EA-84, protocol number: CE2012-4). Experimentations were performed in accordance with EU Directive 2010/63/EU at the IBiSA MOPICT platform, INRA Magneraud, France. We used 3 months-old Large White pigs weighting  $40 \pm 4$  kg. Animal anesthesia was performed with a Hunter mask with a 50/50 mixture of nitrogen protoxyde and oxygen associated with 8% sevoflurane. Animals were scoped and perfused all along the procedure. Before endotracheal tube placement, anesthesia was depth with an injection of propofol 2.5 mg/kg, midazolam 0.5 mg/kg, fentanyl 10  $\mu$ g/kg and rocuronium bromure 1 mg/kg. Ventilation was monitored with a tidal volume of 10 ml/kg, a respiratory rate set to maintain an End-tidal CO<sub>2</sub> expired between 35 and 45mmHg. Curarization of the animal was performed by reinjections of rocuronium bromure adapted to the behaviour of each animal. Intraoperative analgesia was maintained by continuous infusion of fentanyl 10  $\mu$ g/kg/h. Anesthesia was maintained by isoflurane 2.5%. Hydro-sodic losses were compensated. Midline abdominal incision was performed to reach the right kidney under anesthesia. The right renal vascular pedicle and the ureter were atraumatically dissected, and the renal pedicle was clamping. Immediately after renal pedicle clamping, the right kidney was removed, maintained clamped for 60 min at 37°C (warm ischemia), rapidly collected and flushing with cold (4°C) University of Wisconsin preservation solution (UW) and stored at 4°C for 6h or 24h in static condition. At the end of each period (cf. experimental design), samples of cortex (C) and corticomedullary junction (CMJ) tissues from kidneys were immediately frozen in liquid nitrogen (N=5). These samples were compared to samples from control non-treated kidneys freshly removed from

independent normal brother pigs and immediately frozen in liquid nitrogen (control group) (N=5). All kidneys were obtained from 3 month-old independent brother pigs belonging to the same breed submitted to the same anaesthetic protocol and the same surgical procedure.

#### Experimental design:

Control non-treated kidneys (N=5), cortex tissue (Ctl-C) and corticomedullary junction tissue (Ctl-CMJ).

Kidneys submitted to 60 min of warm ischemia (WI) (N=5), cortex tissue (WI-C) and corticomedullary junction tissue (WI-CMJ).

Kidneys submitted to 60 min of WI + 6h cold storage (N=5), cortex tissue (WI+CS6h-C) and corticomedullary junction tissue (WI+CS6h-CMJ).

Kidneys submitted to 60 min of WI + 24h cold storage (N=5), cortex tissue (WI+CS24h-C) and corticomedullary junction tissue (WI+CS24h-CMJ).

To determine the number of animal required in each group, we performed a covariance analysis based on previous data collected from our swine model in the laboratory. This number of animal per group was set to 5 (n=5); based on a known and ascertain difference (0.55 fold change) and standard error (0.30) on the principal criteria (RNA expression at the end of preservation period), considering an alpha risk of 5%, a power of 80%, on a bilateral hypothesis. This choice is in agreement with the legislation on laboratory animal use and on the need to reduce animal number in experimentation. Furthermore, our swine model is highly reproducible due to the same breed of the animals. All experiments were performed in identical conditions and all samples RNA extraction were performed at the same time with the same material and methods until processing the microarray. Finally, in addition of being often accepted for microarray studies, an n=5 replicate, in our conditions, did not show any

distribution difference and very few variabilities between the samples highlighting the high reproducibility of our microarray study.

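The median SD of the log2 signal over 21441 genes well above background was 0.196 in Ctl-C, 0.237 in WI-C, 0.359 in WI+CS6h-C and 0.294 in WI+CS24h-C. In CMJ it was 0.204, 0.168, 0.227 and 0.262 in the same order. The lowest share of spots well above background on an array, 57.01%, was in WI+CS6h-C. The 40 arrays lay on 10 slides with 4 arrays each and were scanned on 2 days. Of 584 groups of 5 values of the genes named in the paper, 47 held an array far from the other 4 by Dixon's test, against 29 that chance gives.

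**Figure D8:**
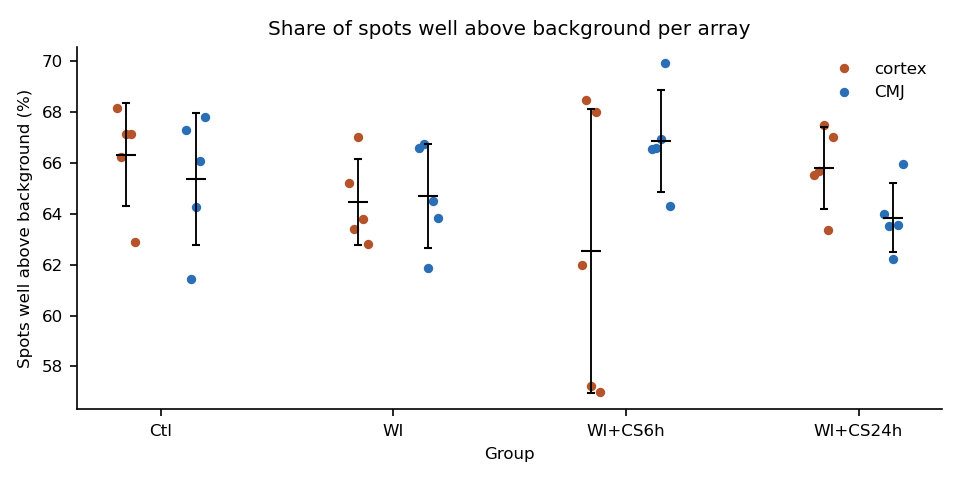
Share of spots well above background on each array by group (percent), with the mean and SD as black bars. The arrays run from 57.01% to 69.91%.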

### ***Real-Time Quantitative-PCR***

Porcine DNA primers were designed using OligoPerfect™ (Invitrogen), QuantPrim (Universität Potsdam, Max-Planck-Gesellschaft) and OligoAnalyser (Integrated DNA Technologies, Inc). Sequences are detailed in Supplementary Table S8. Total RNA were extracted using a commercial kit including a DNase step to remove genomic DNA (Rneasy plus mini, Qiagen, France). First-strand reverse transcription was performed using a commercial kit (Applied-Biosystems, Life Technologies, Saint-Aubin, France). RT q-PCR was performed on a RotorGene-Q (Qiagen, France). mRNA expression levels in the samples relative to expression in normal kidney were determined with the Pfaffl method (expressed as Relative Fold Change).  $\beta$ -actin, ribosomal protein large P0 (RPLP0), succinate dehydrogenase complex, subunit A (SDHA) and cyclophilin A 62 (CYA62) were chosen as house-keeping genes using the GeNorm algorithm. For RT-qPCR analysis, results are expressed as mean  $\pm$  SEM (Standard Error of the Mean). For statistical analysis among groups, we used NCSS software (NCSS LLC, USA) to perform Kruskal Wallis + Dunns post test. Statistical significance was accepted for  $p < 0.05$ .

## Supplementary information (Figures and tables)

Figures S1 to S10: Heatmaps, using R-software, based on the differentially expressed genes in cortex (C) tissues: WI-C versus Ctl-C (Figure S1), WI+CS6h-C versus Ctl-C (Figure S2), WI+CS24h-C versus Ctl-C (Figure S3), WI+CS6h-C versus WI-C (Figure S4), WI+CS24h-C versus WI-C (Figure S5), and in corticomedullary junction tissues (J): WI-J versus Ctl-J (Figure S6), WI+CS6h-J versus Ctl-J (Figure S7), WI+CS24h-J versus Ctl-J (Figure S8), WI+CS6h-J versus WI-J (Figure S9), WI+CS24h-J versus WI-J (Figure S10). Samples are in columns and expression level for each gene is in rows. Red: over expressed in Ischemia compared to Control. Black: neither over expressed nor under expressed in Ischemia compared to Control. Green: under expressed in Ischemia compared to Control. The samples and genes have been ordered using the *Ward* agglomeration method and a Euclidean *distance* metric.

WI-C versus Ctl-C (Figure S1)

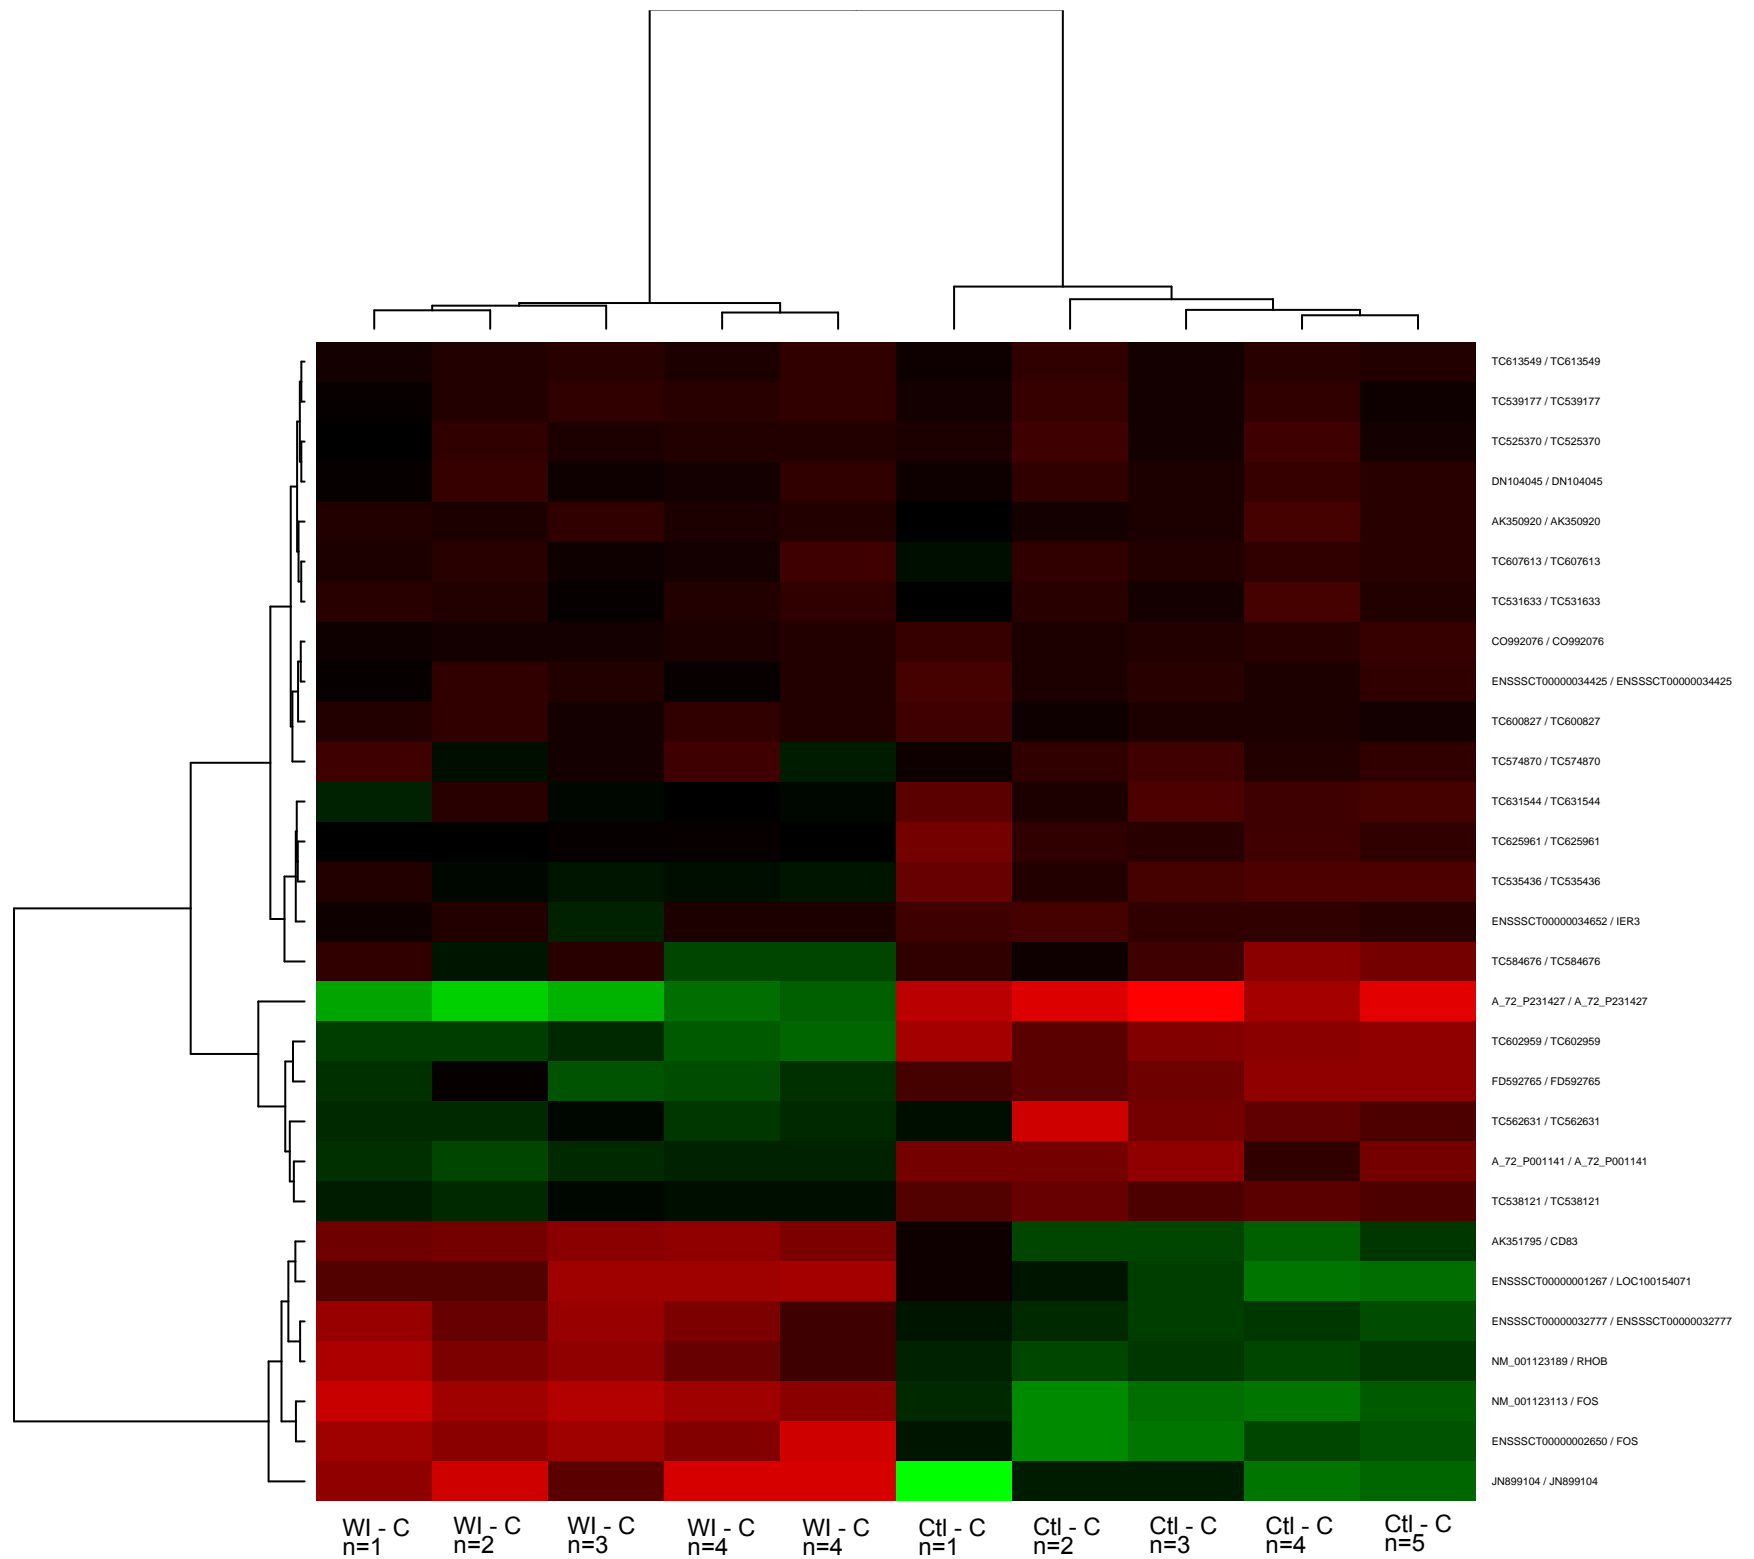

WI+CS6h-C versus Ctl-C (Figure S2)

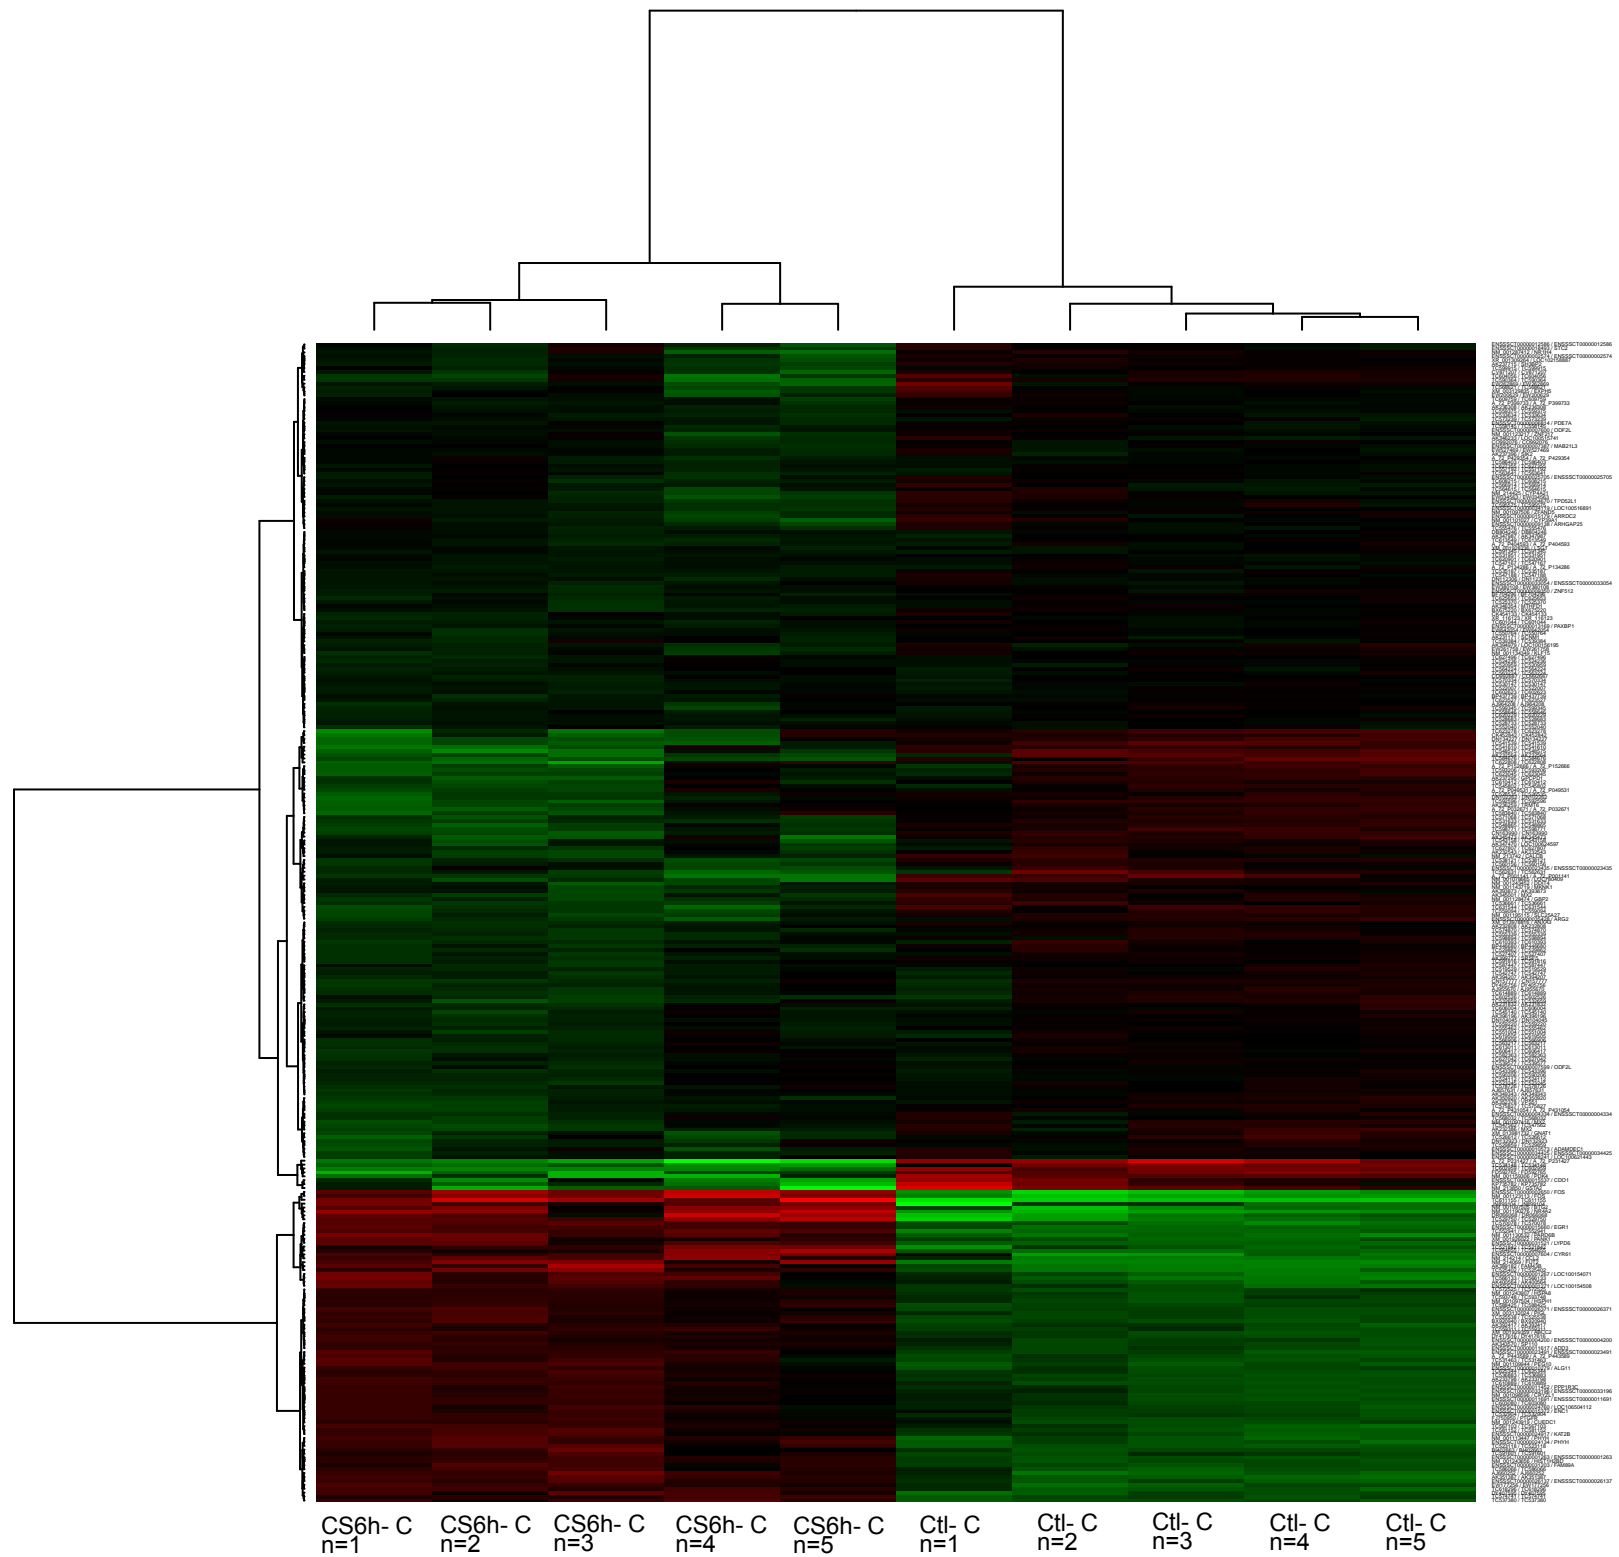

WI+CS24h-C versus Ctl-C (Figure S3)

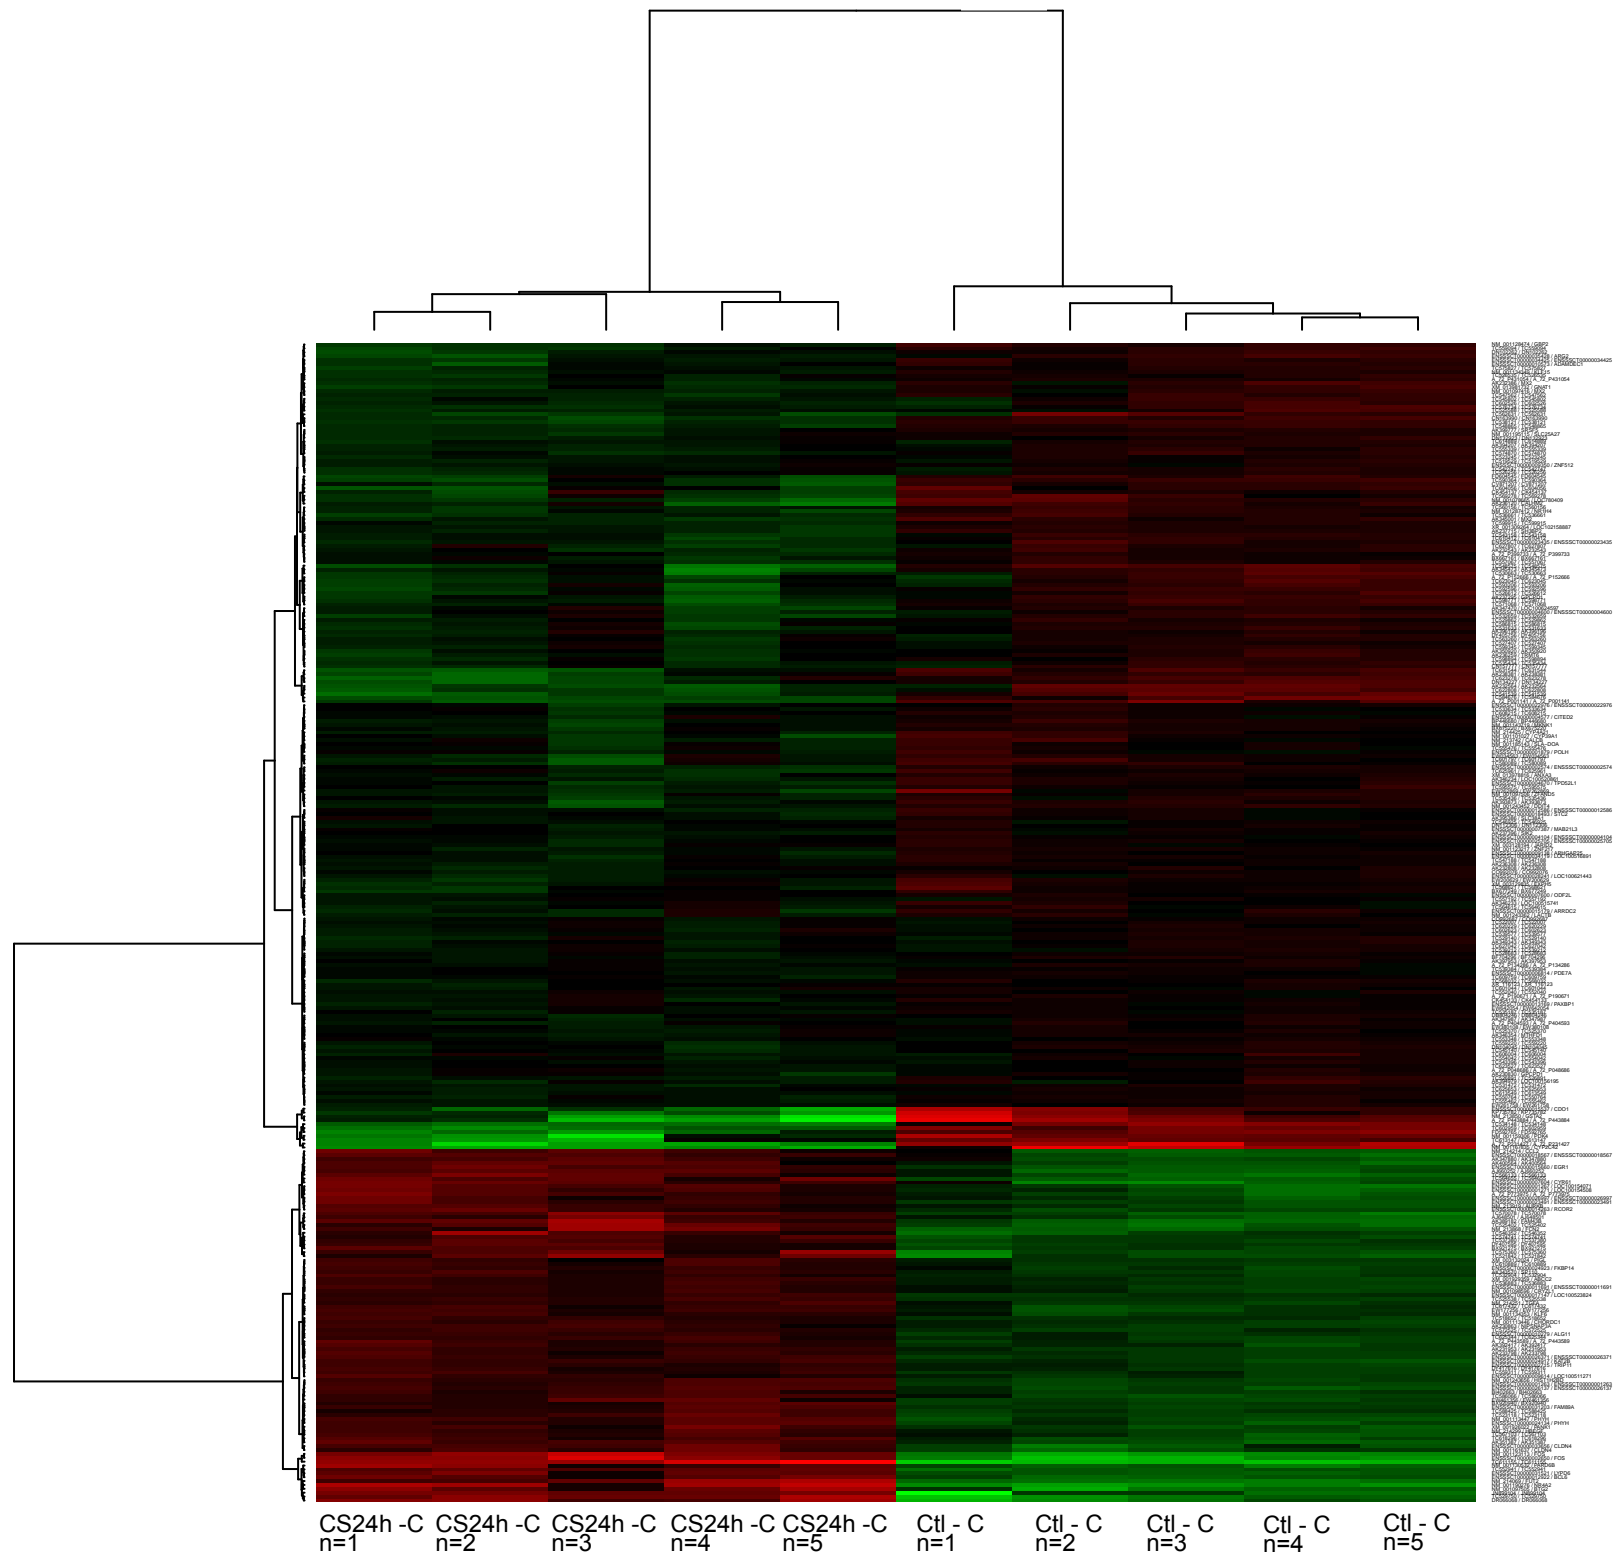

WI+CS6h-C versus WI-C (Figure S4)

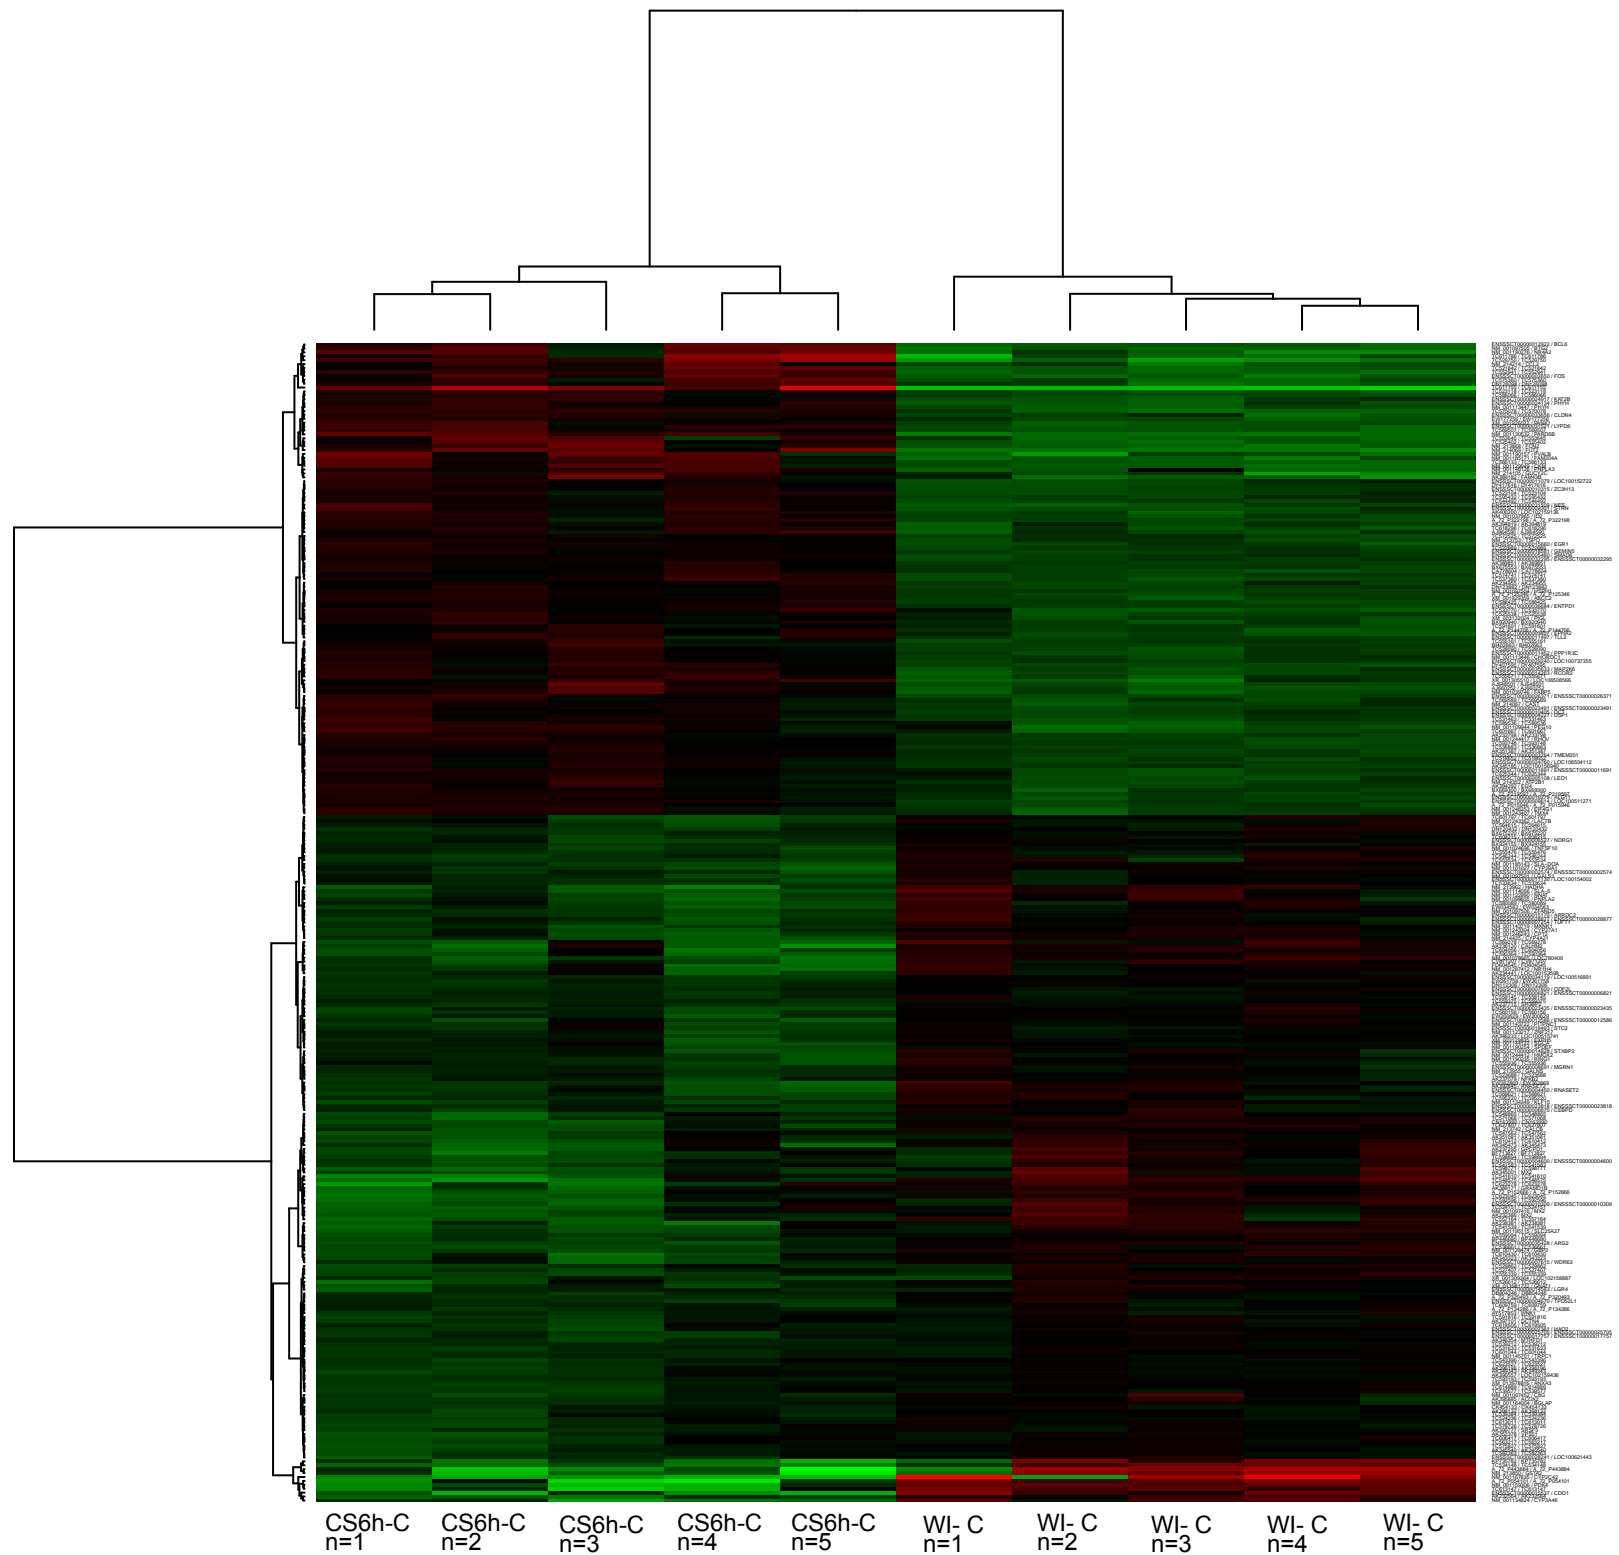

WI+CS24h-C versus WI-C (Figure S5)

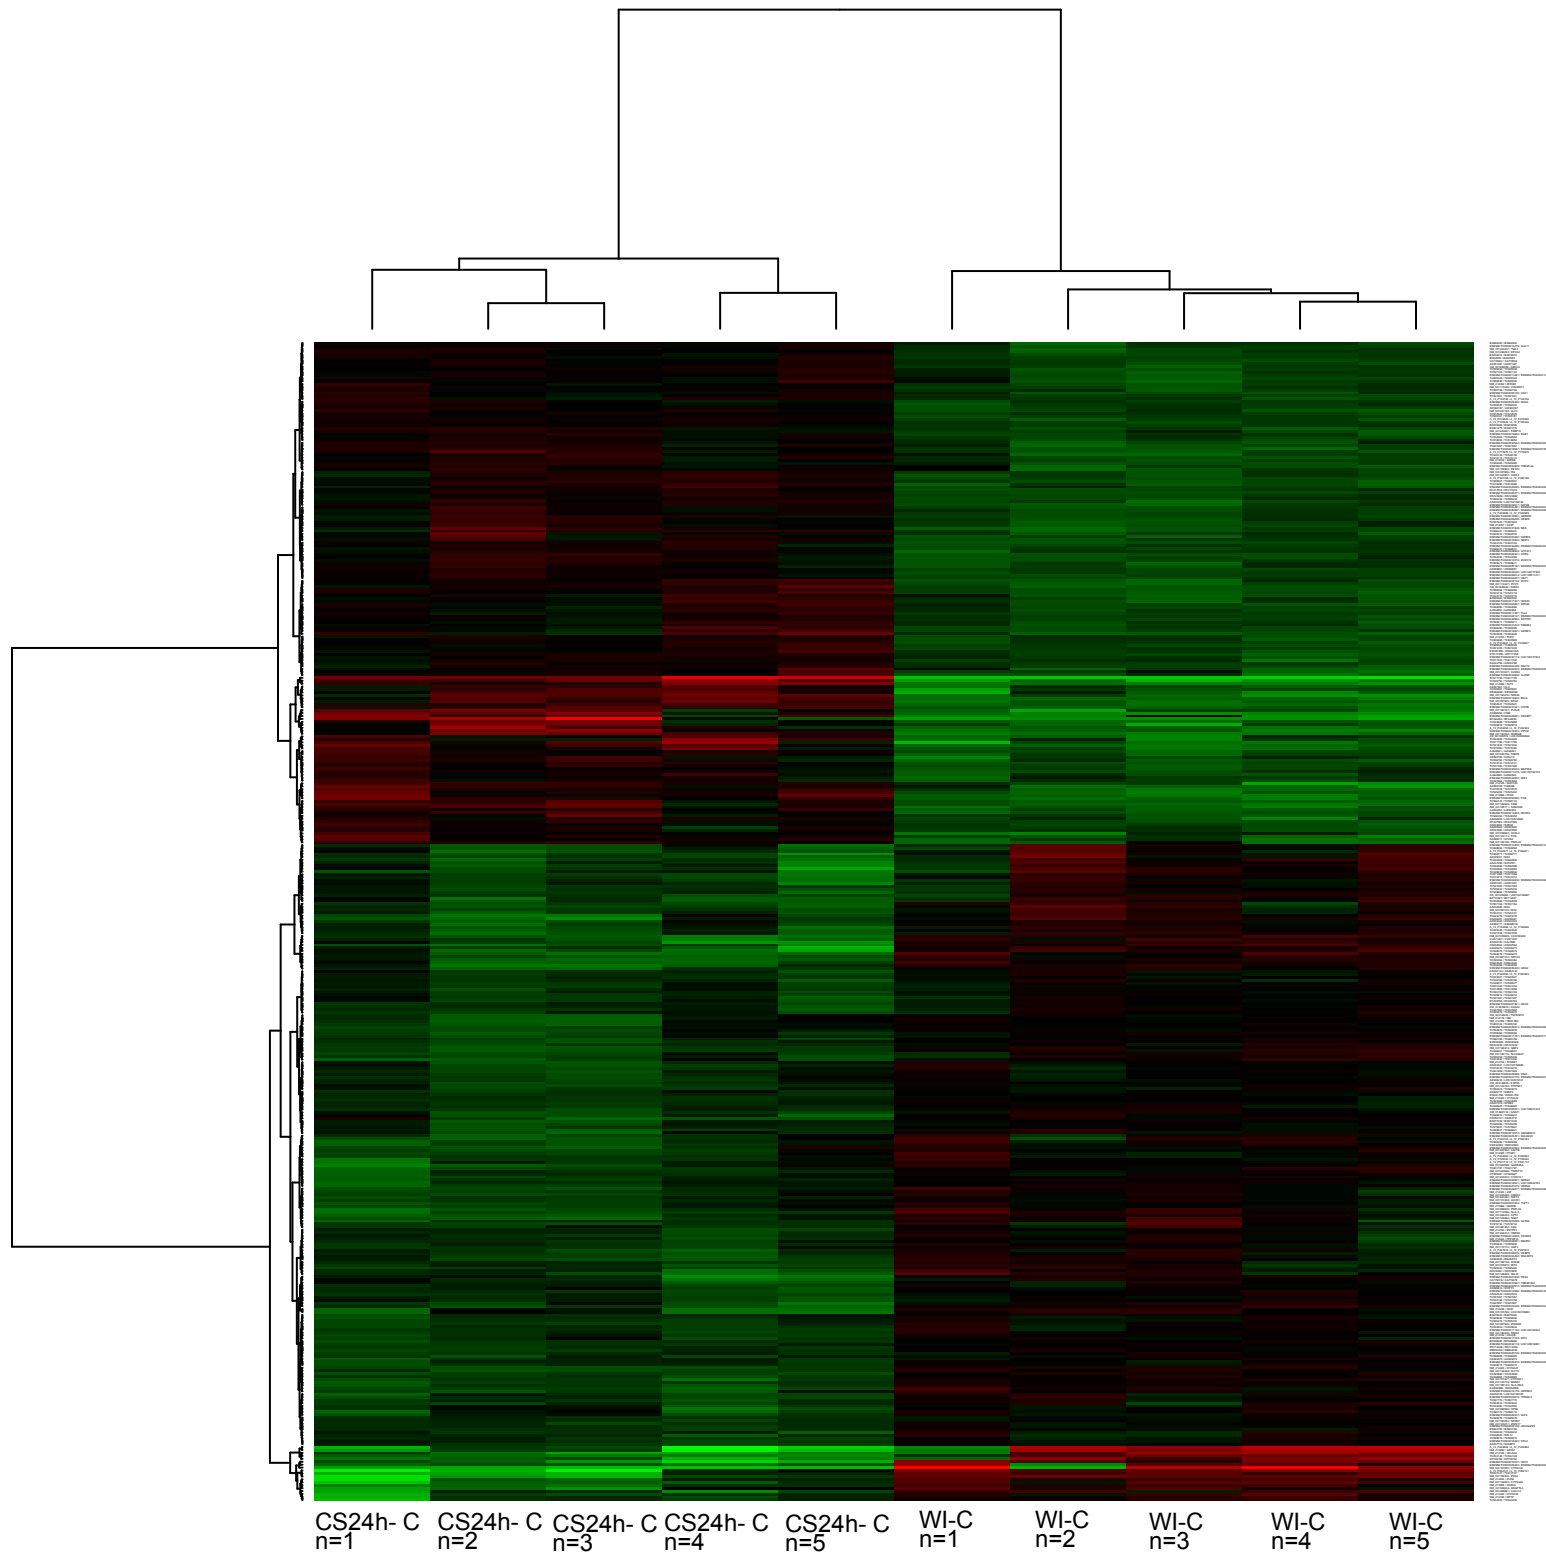

WI-J versus Ctl-J (Figure S6)

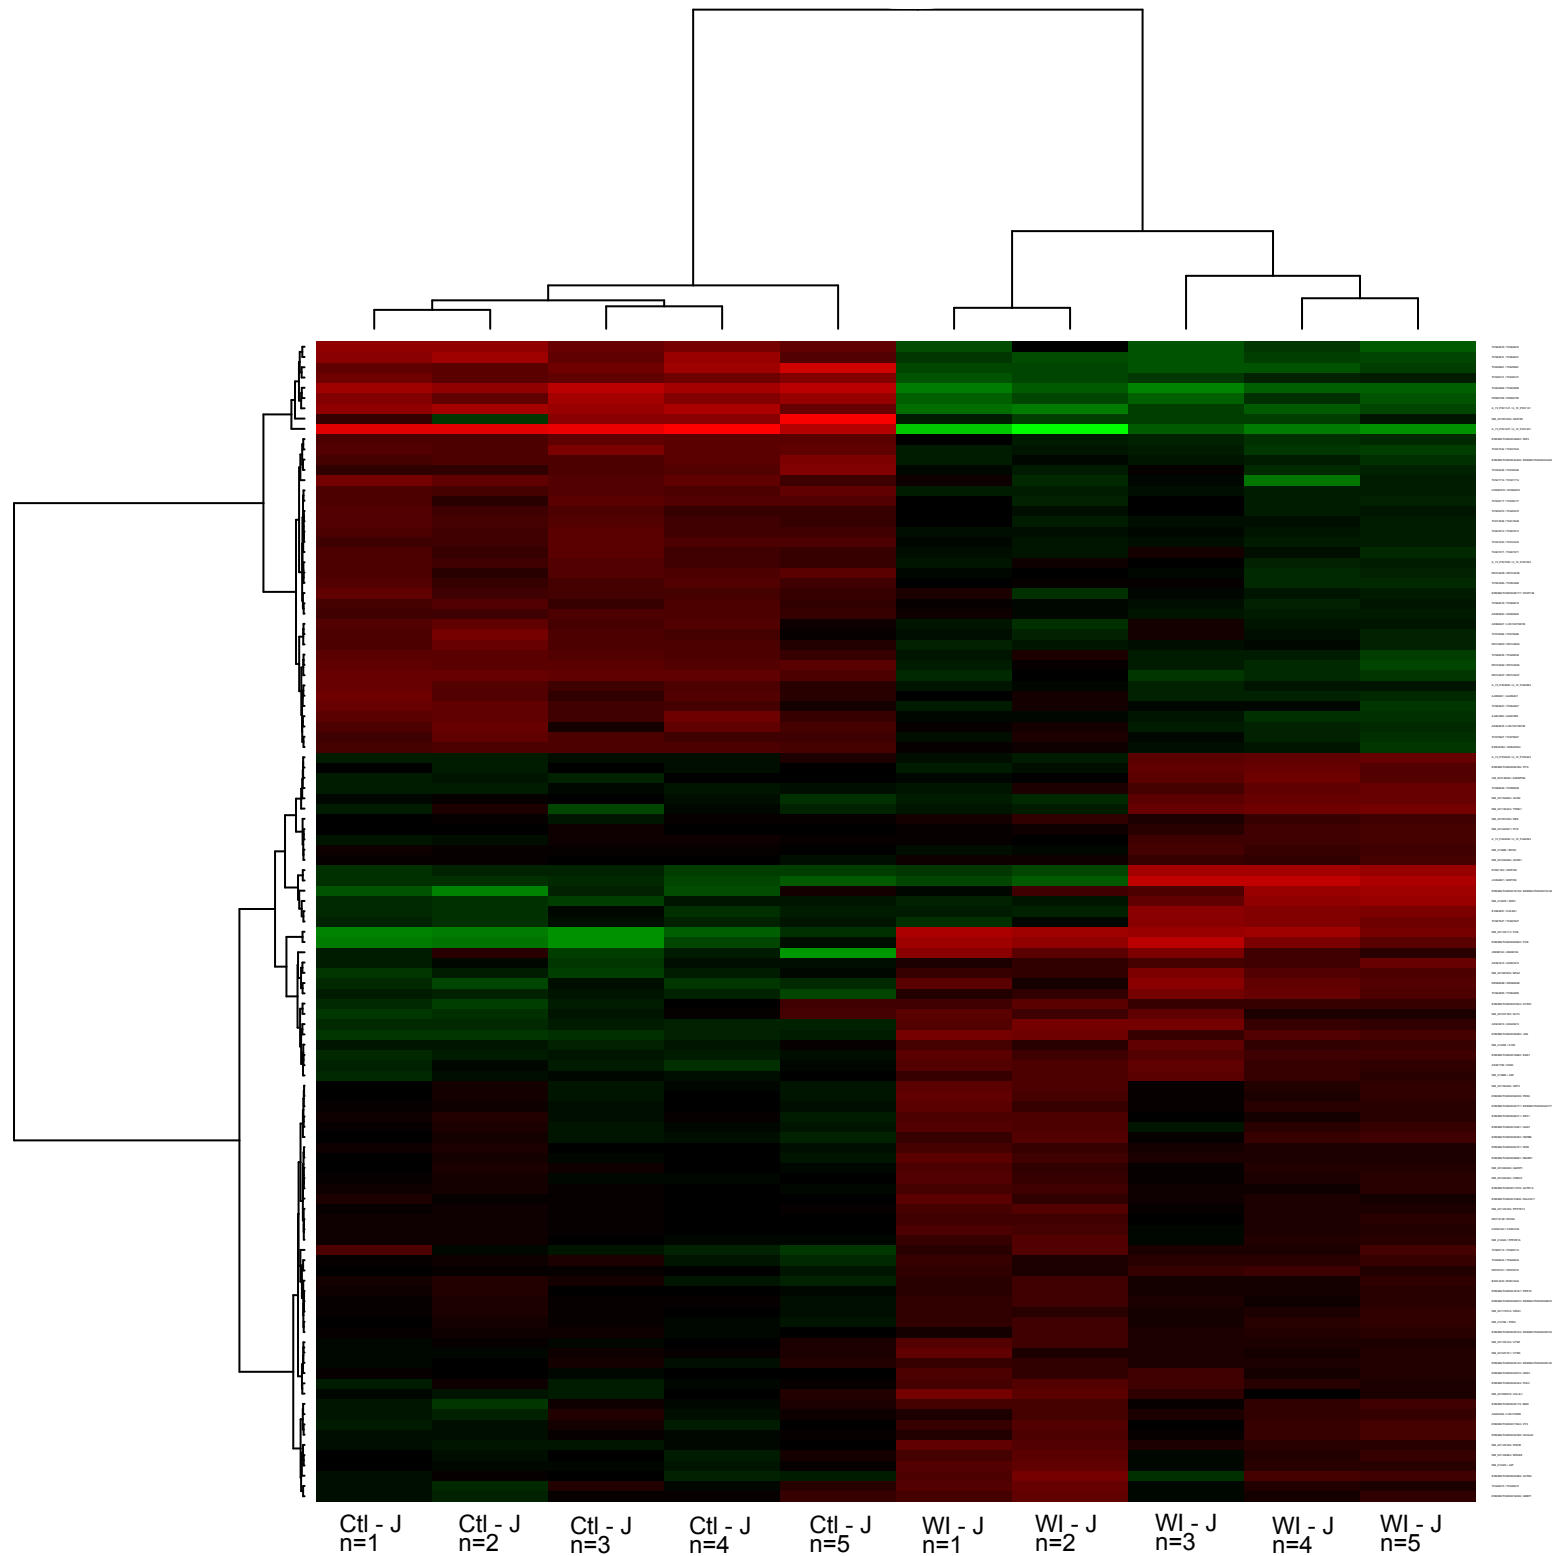

WI+CS6h-J versus Ctl-J (Figure S7)

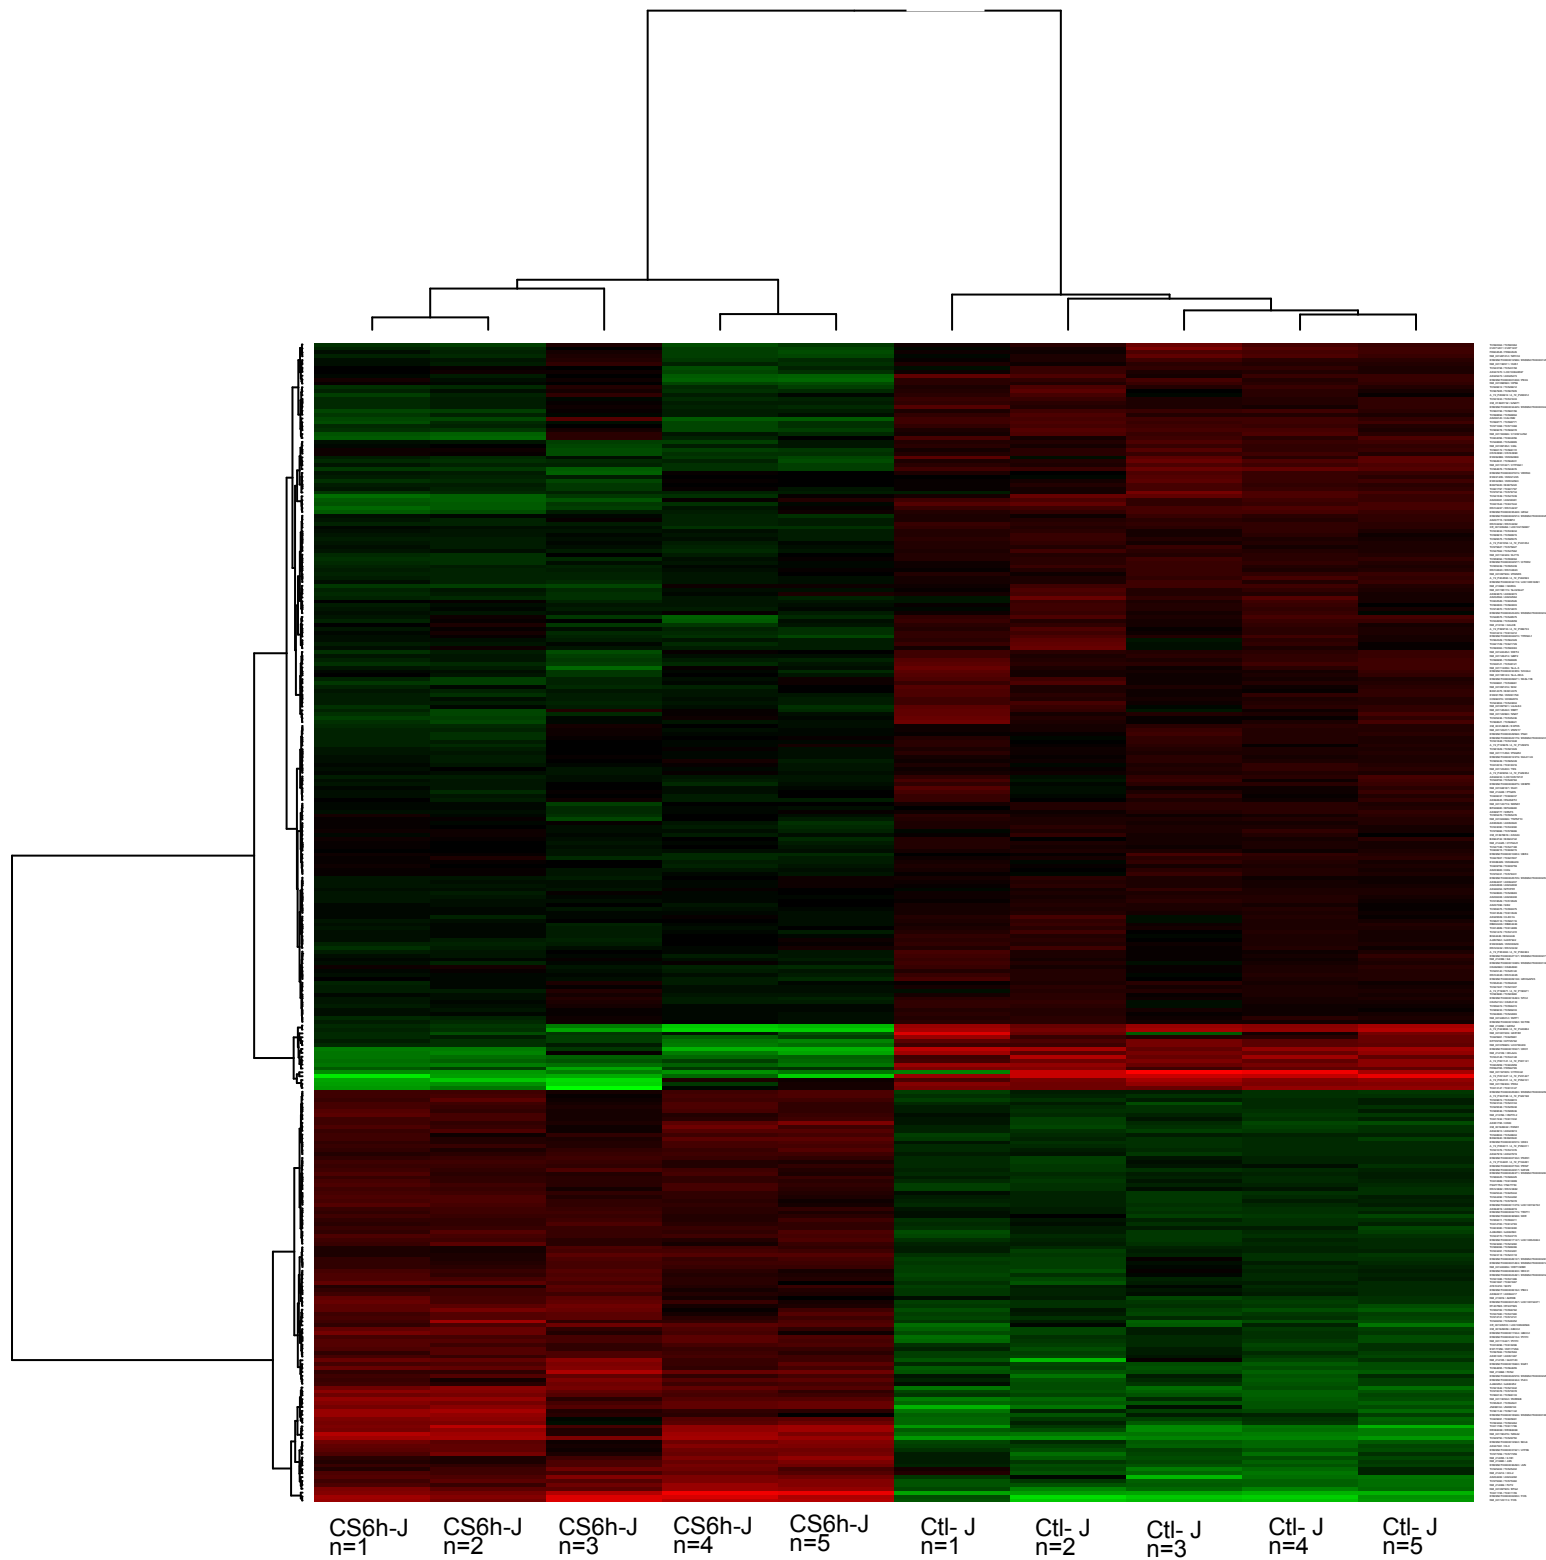

WI+CS24h-J versus Ctl-J (Figure S8)

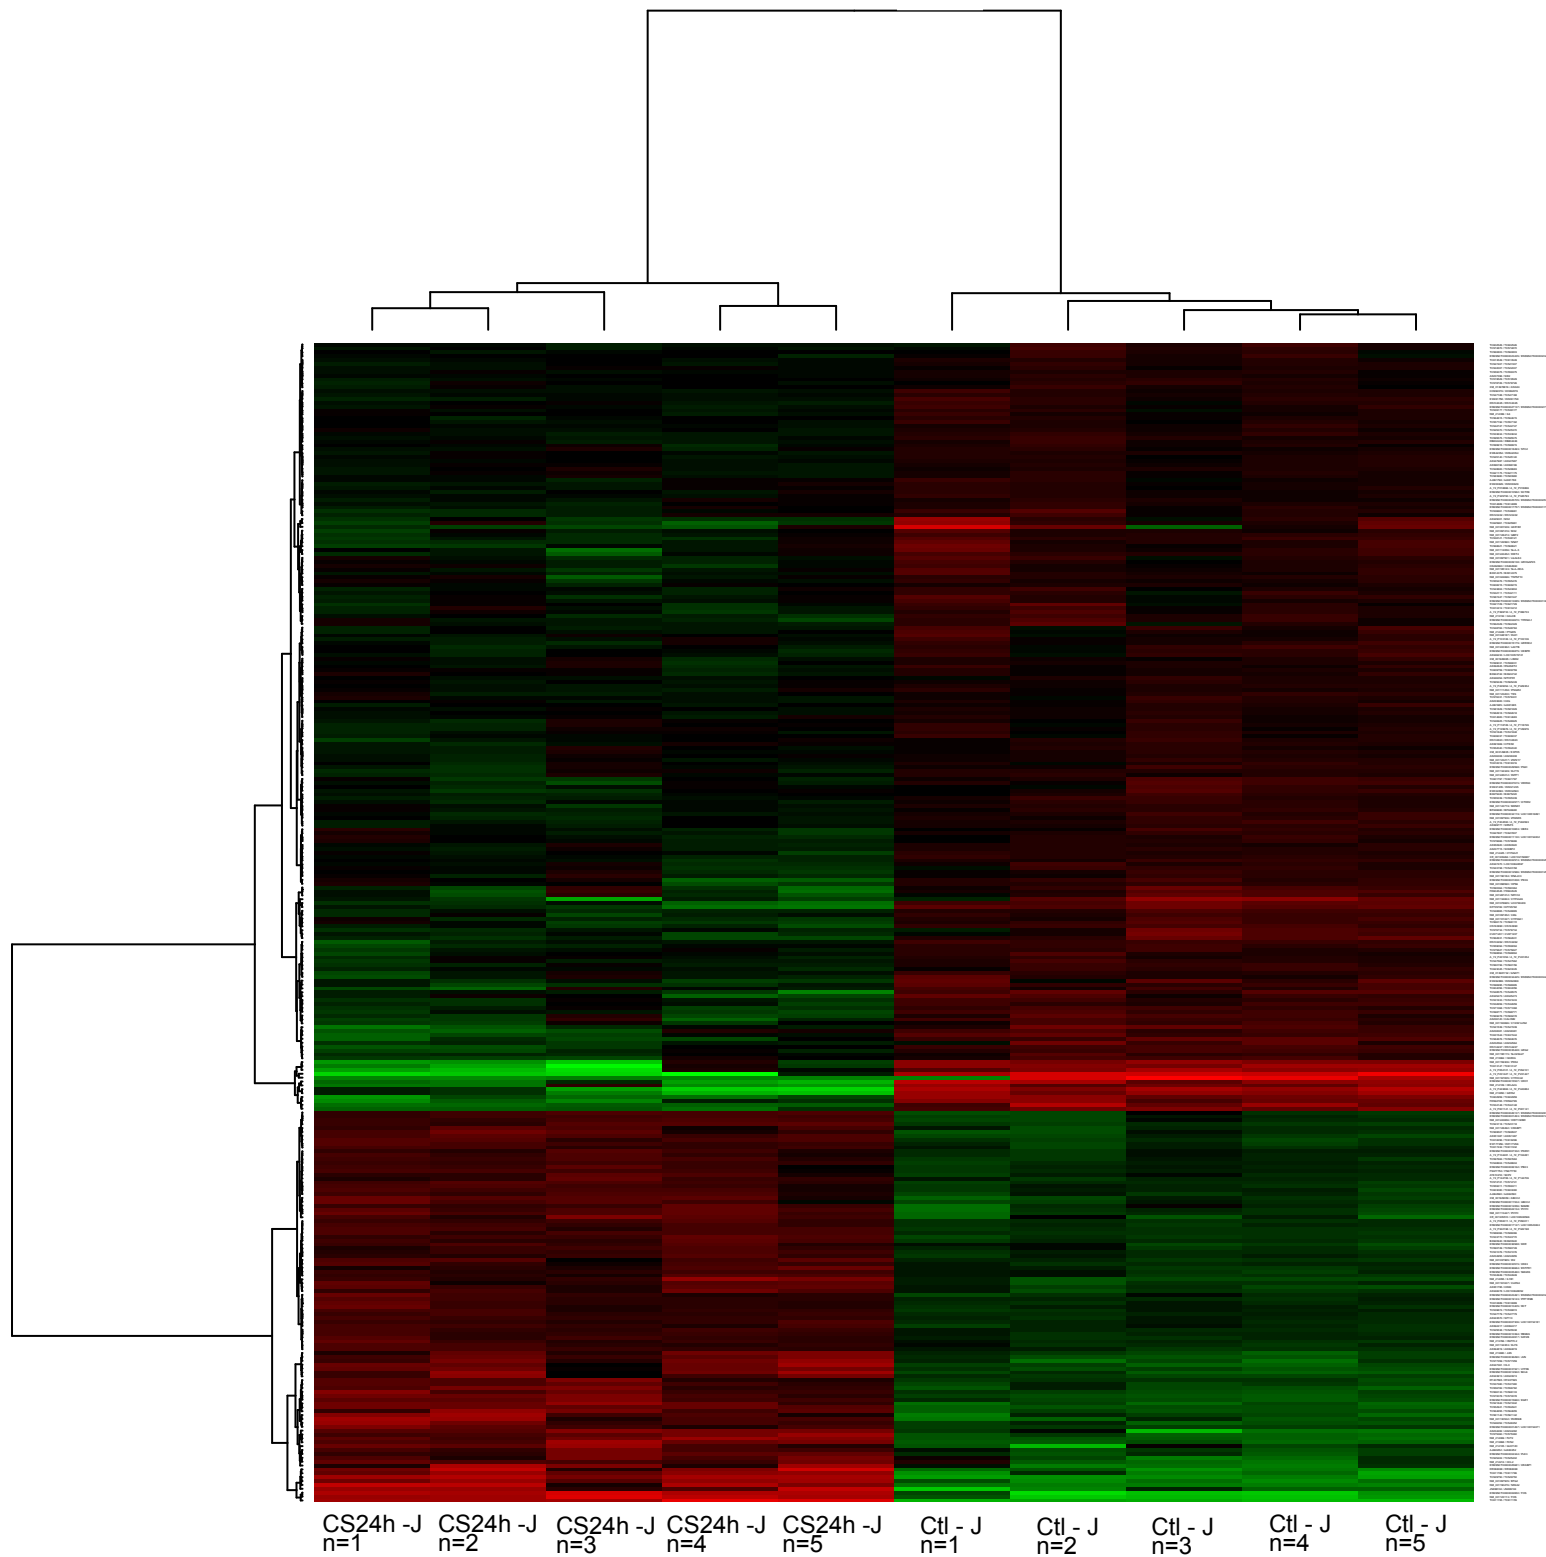

WI+CS6h-J versus WI-J (Figure S9)

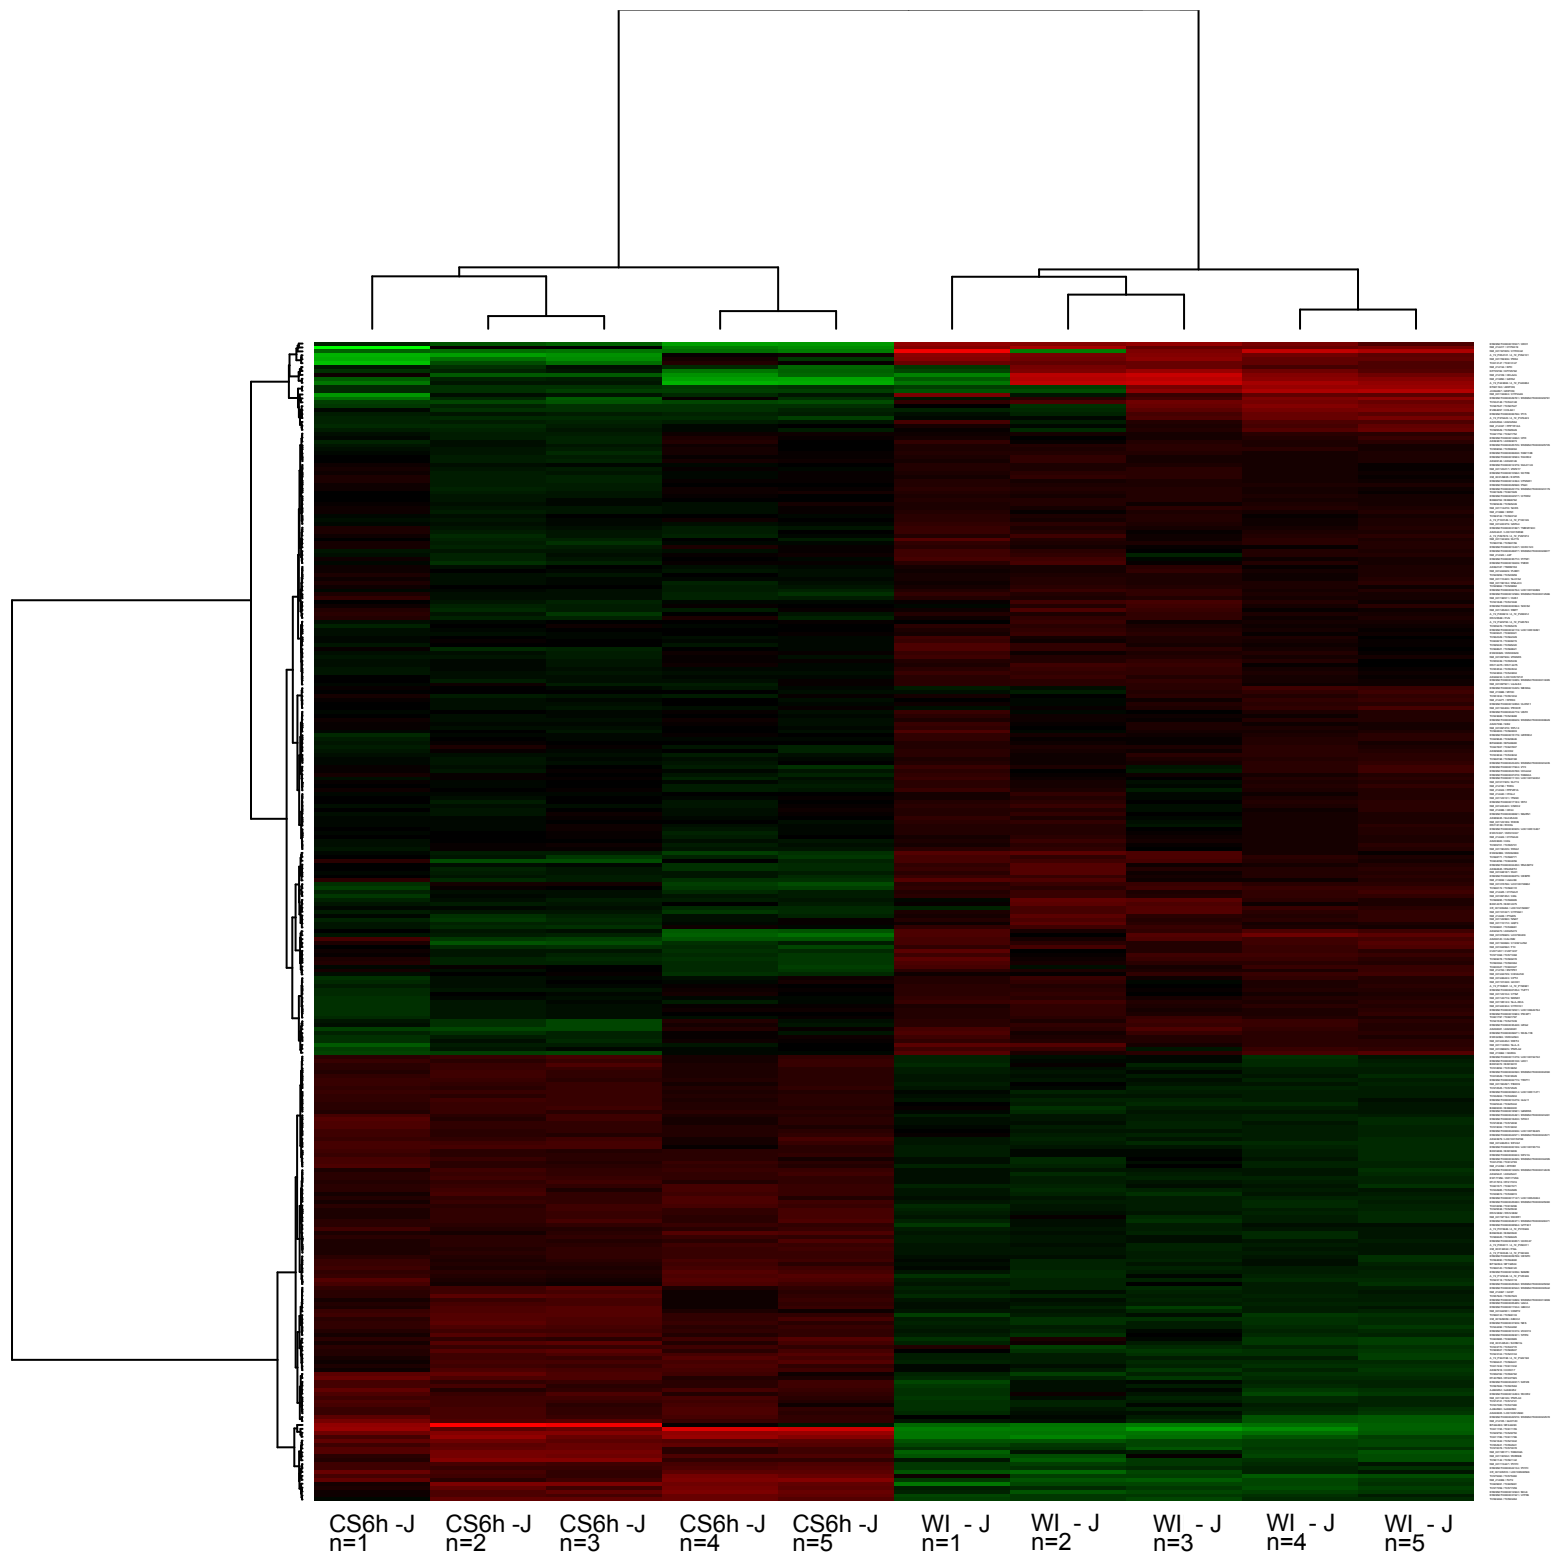

WI+CS24h-J versus WI-J (Figure S10)

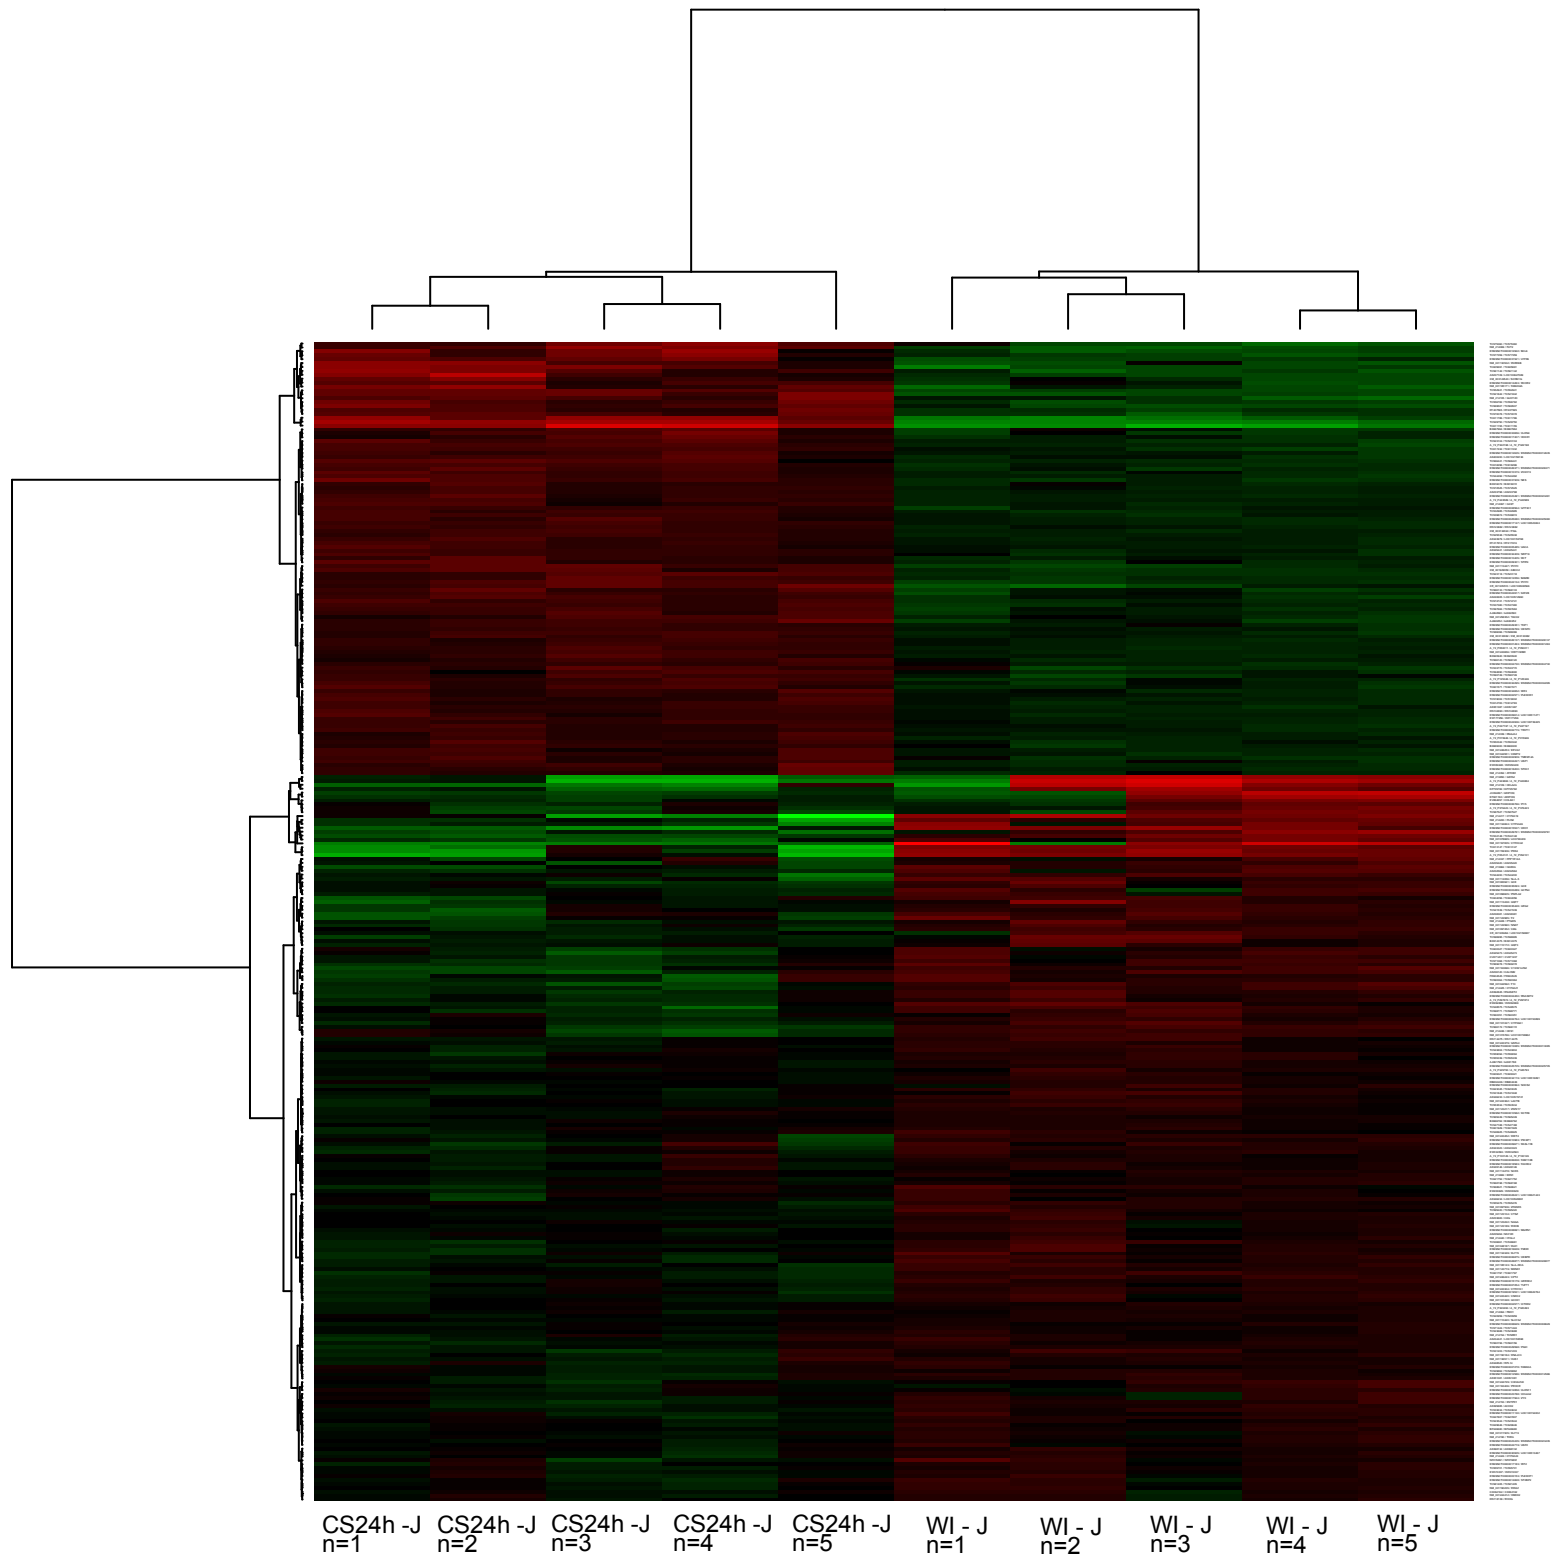

Figure S11: Gene expression correlation between Agilent (from heatmaps) and RT-qPCR results for (A) cortex tissues genes and (B) CMJ tissues genes. Statistics were performed with Spearman r (line) and 95% confidence interval (doted lines) (GraphPad software).

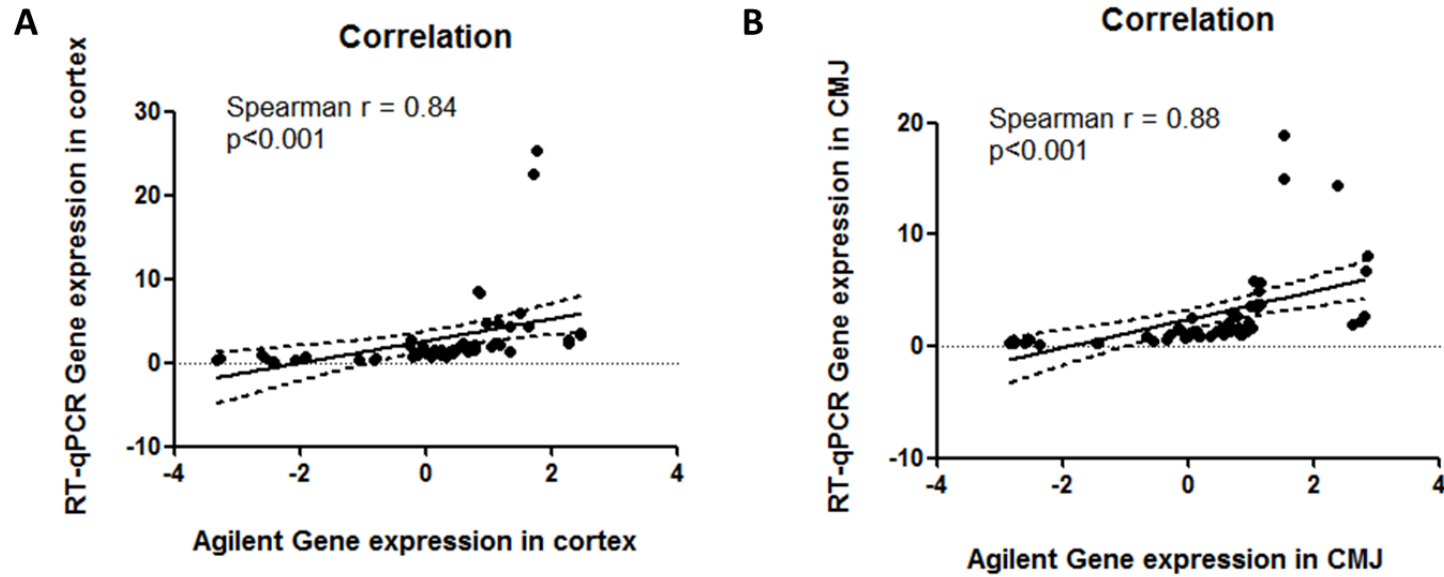

Figure S12: Principal (most significant) GO-BP and GO-MF categories of genes identified by the functional enrichment analysis (related to the Supplementary Table S3 to S6).

**A: WI-C versus Ctl-C**

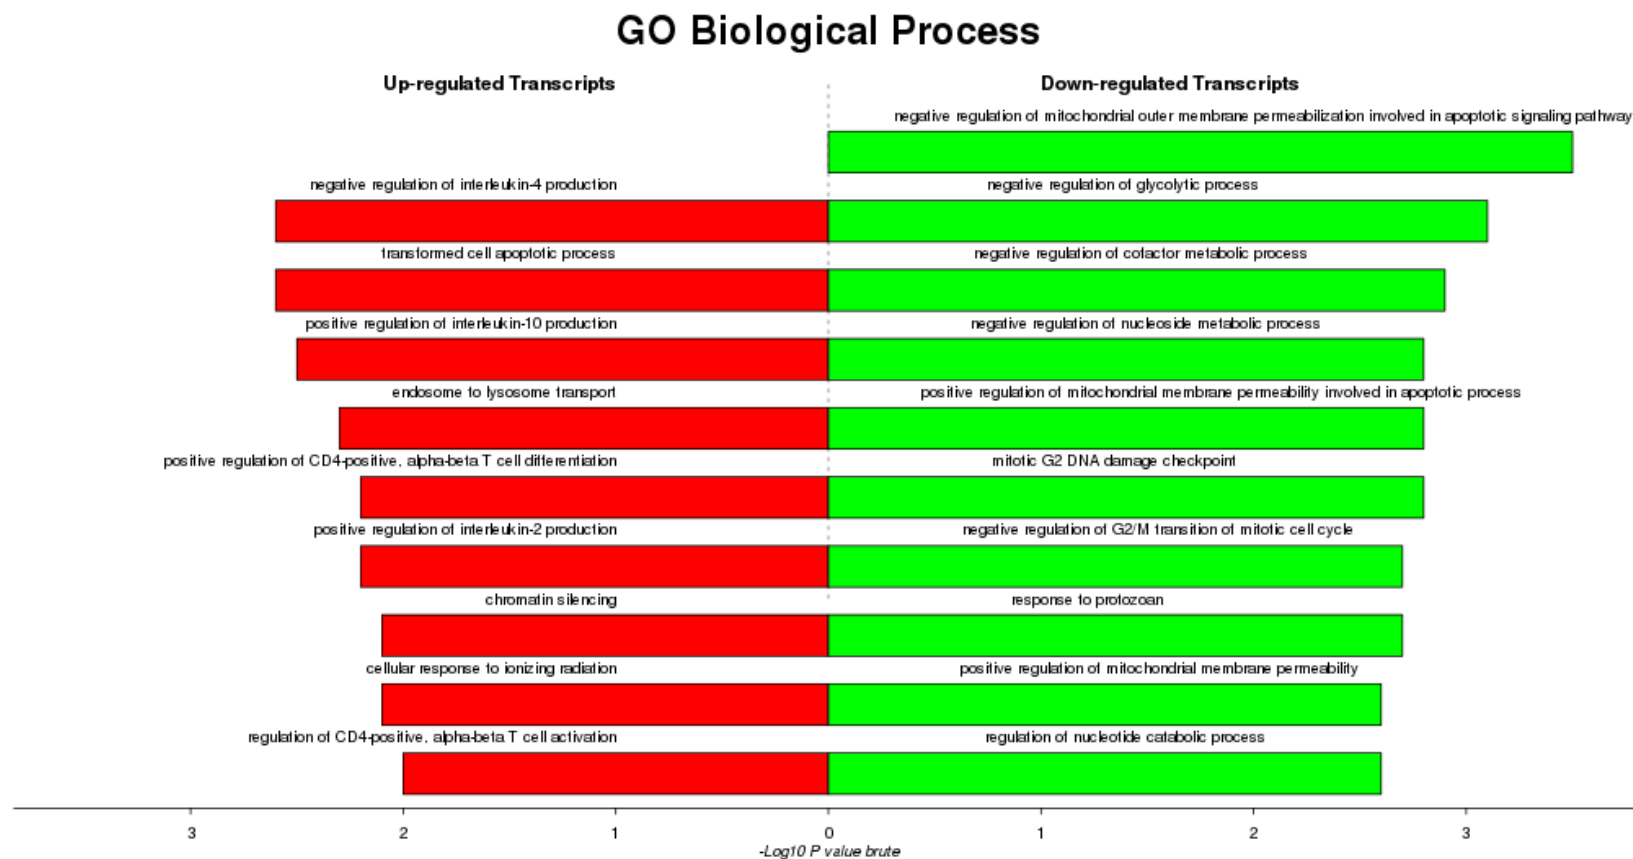

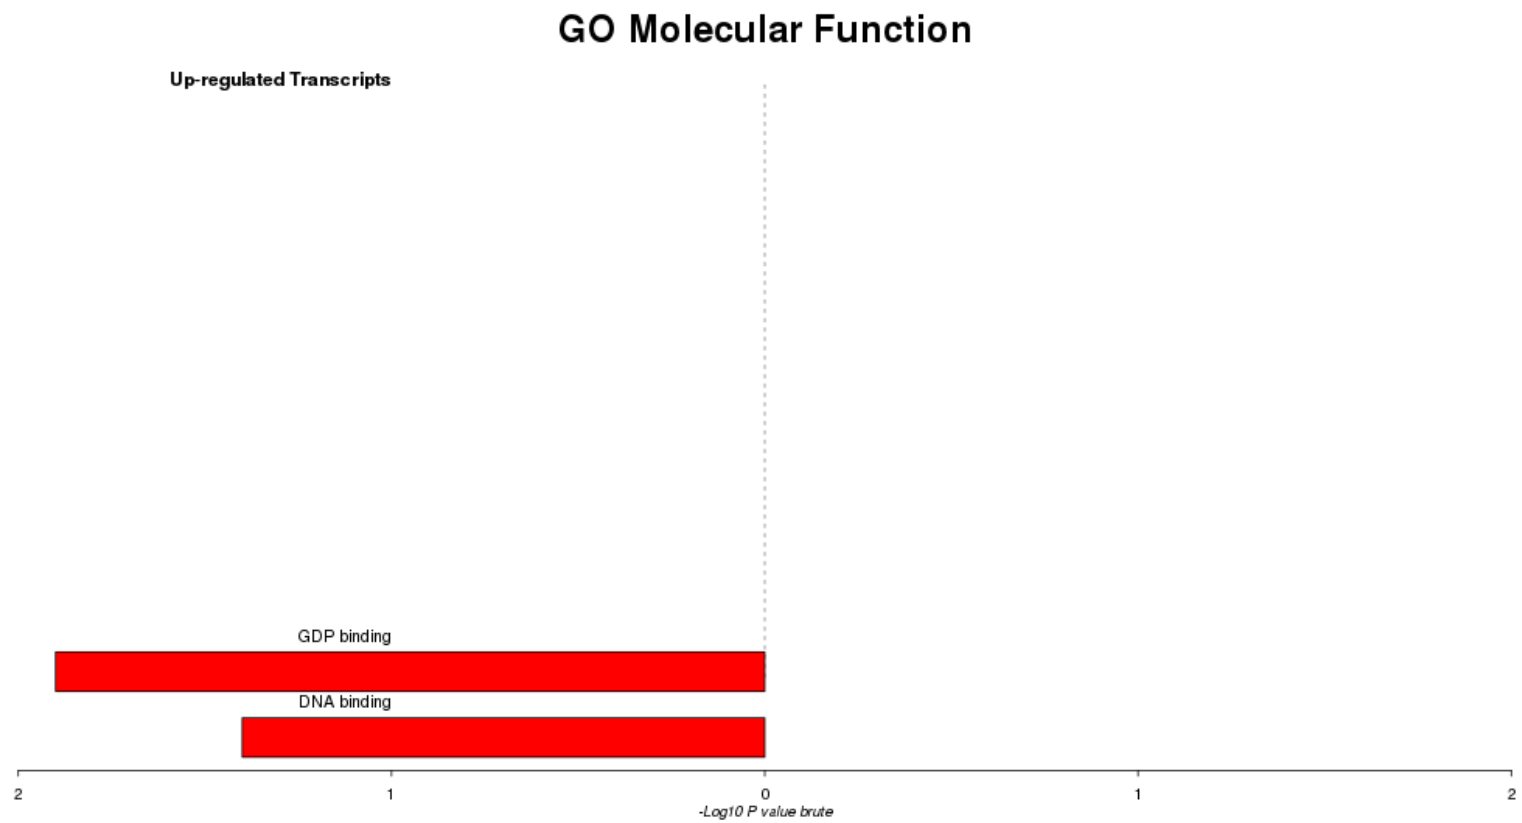

## B: WI+CS6h-C versus Ctl-C

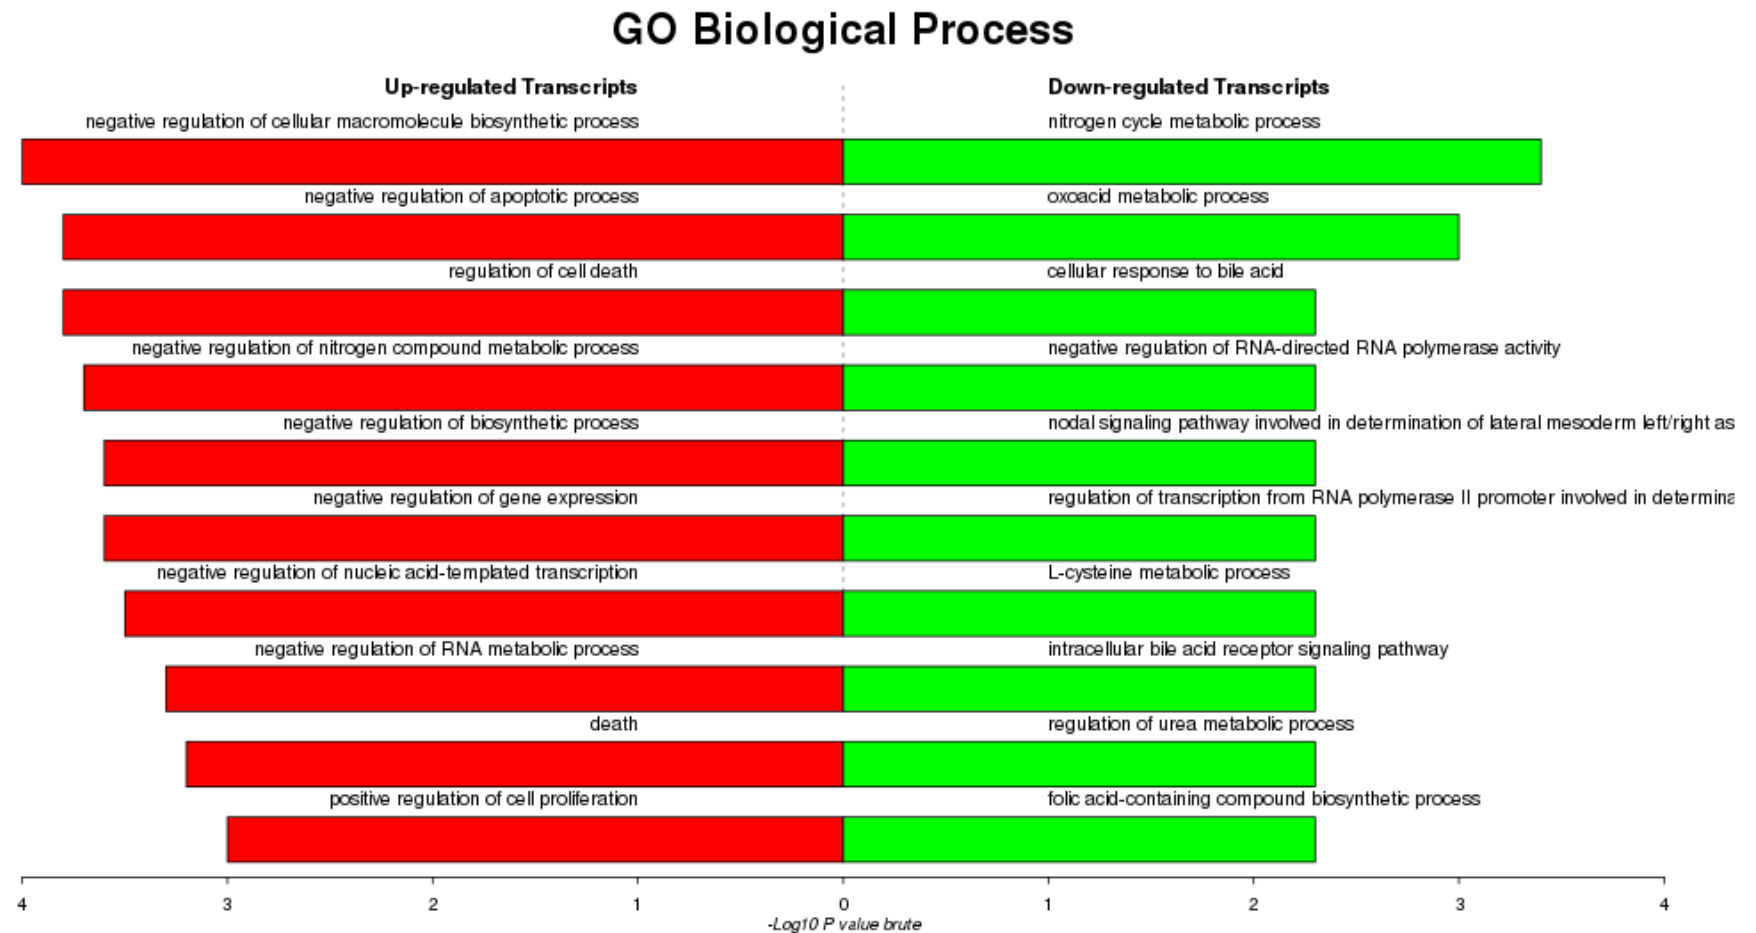

## GO Molecular Function

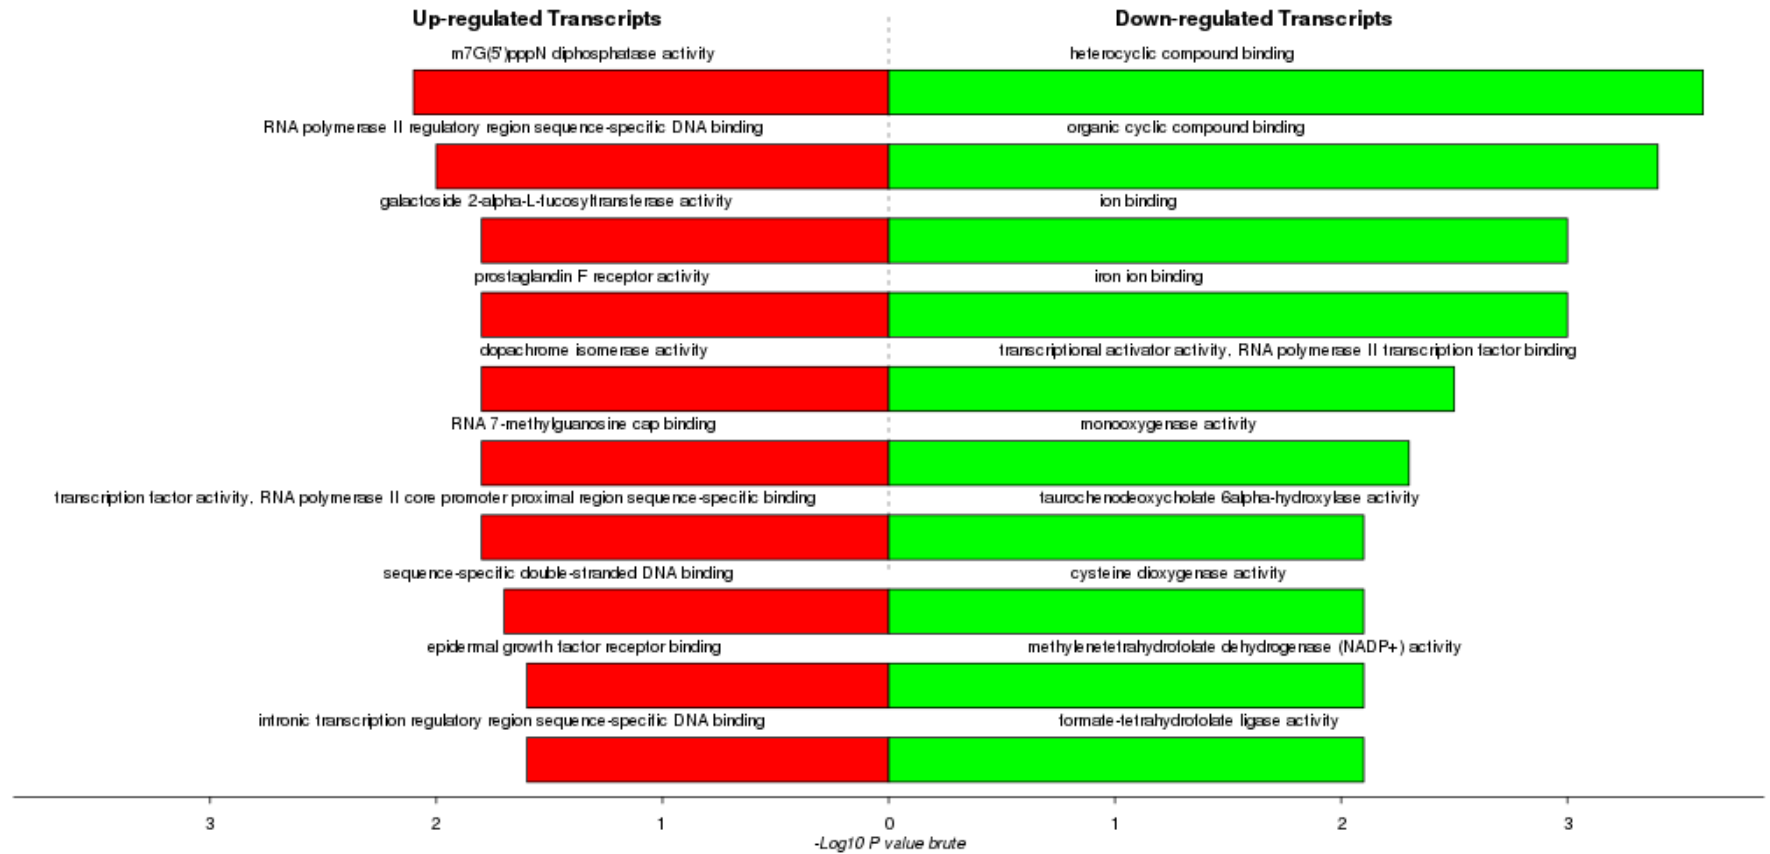

C: WI+CS24h-C versus Ctl-C

## GO Biological Process

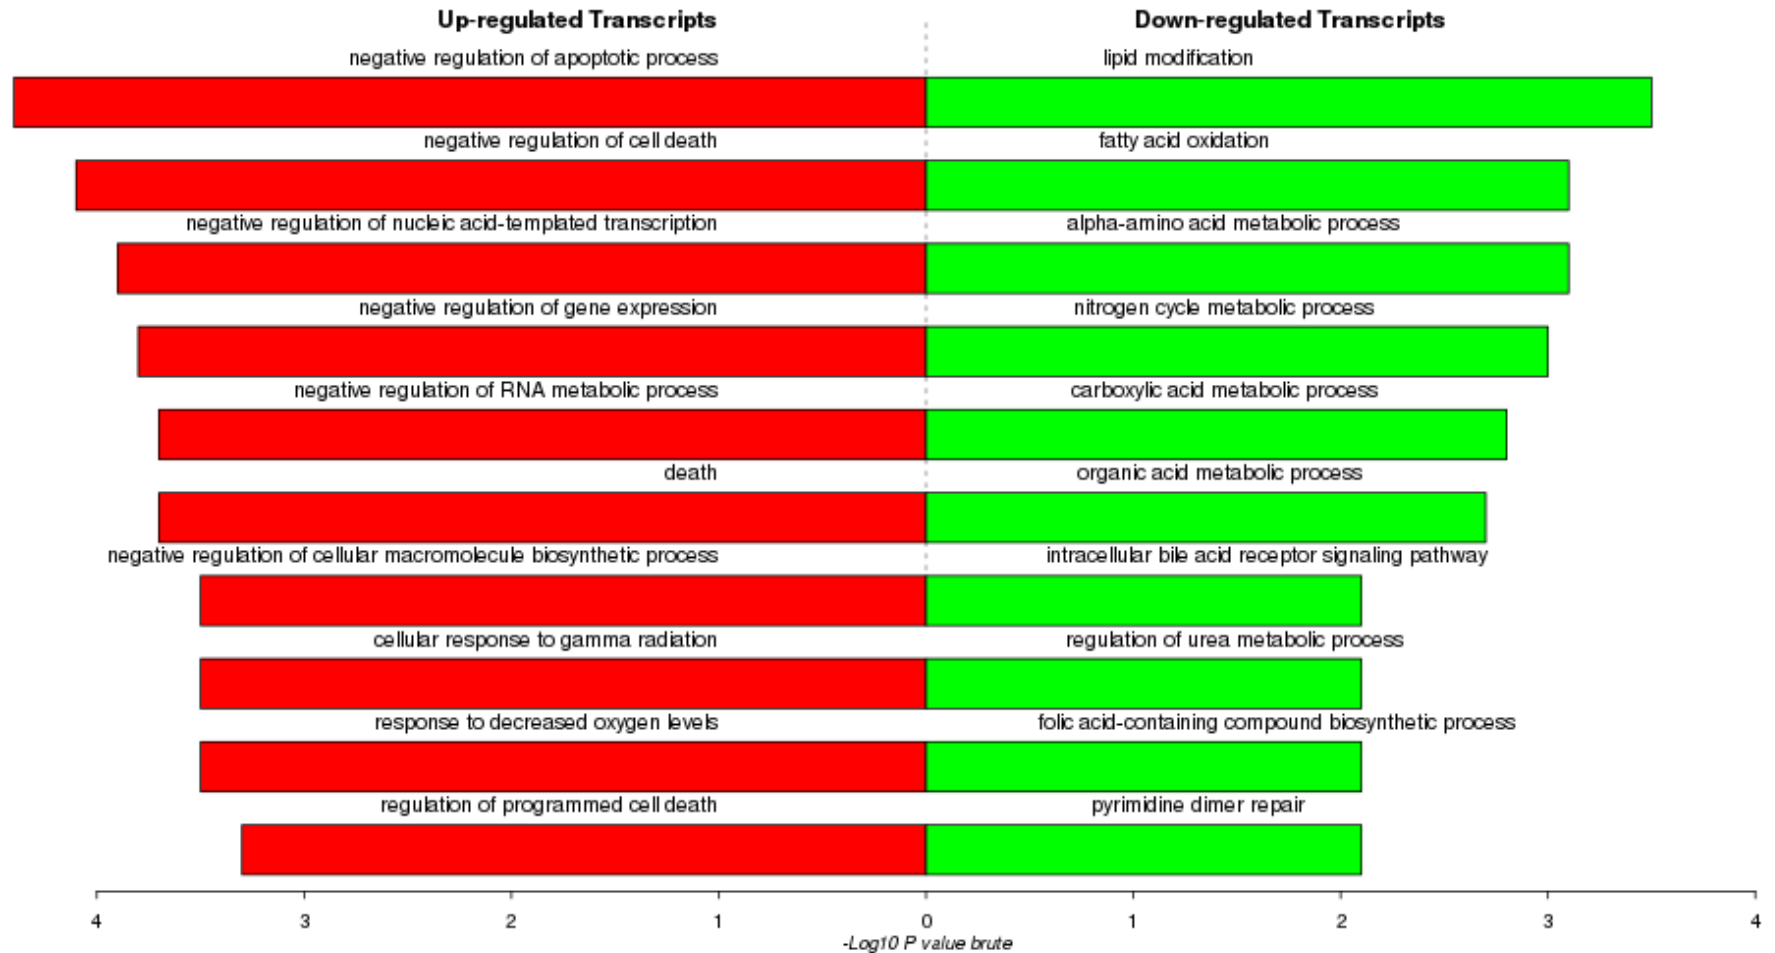

## GO Molecular Function

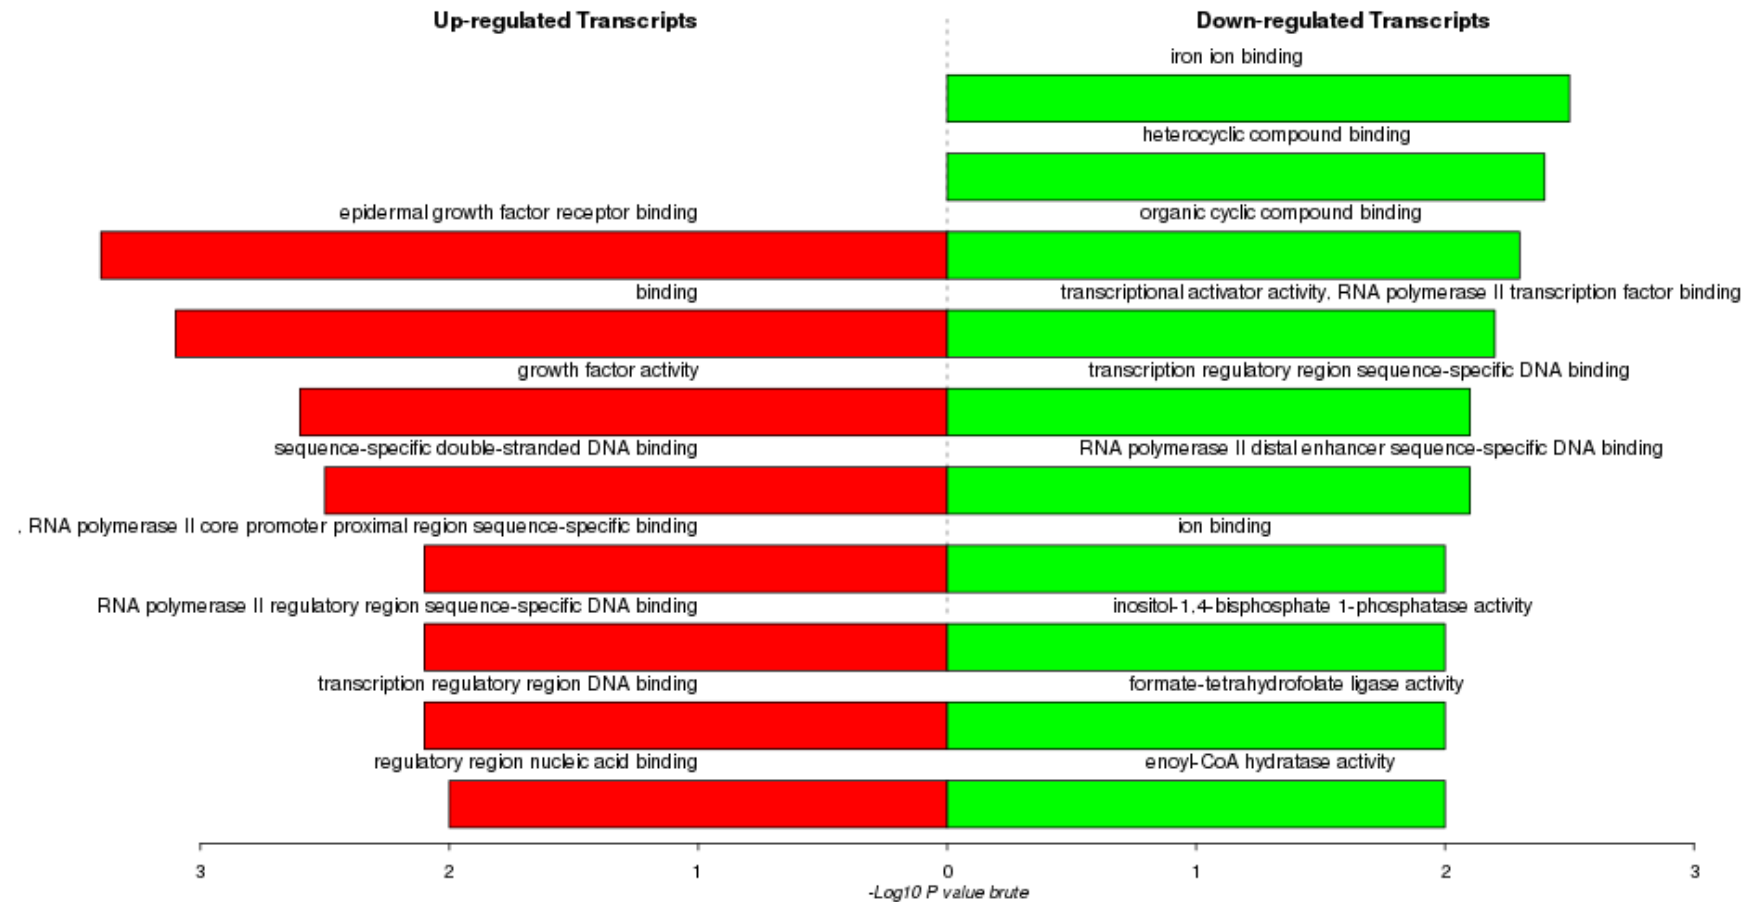

# D: WI+CS6h-C versus WI-C

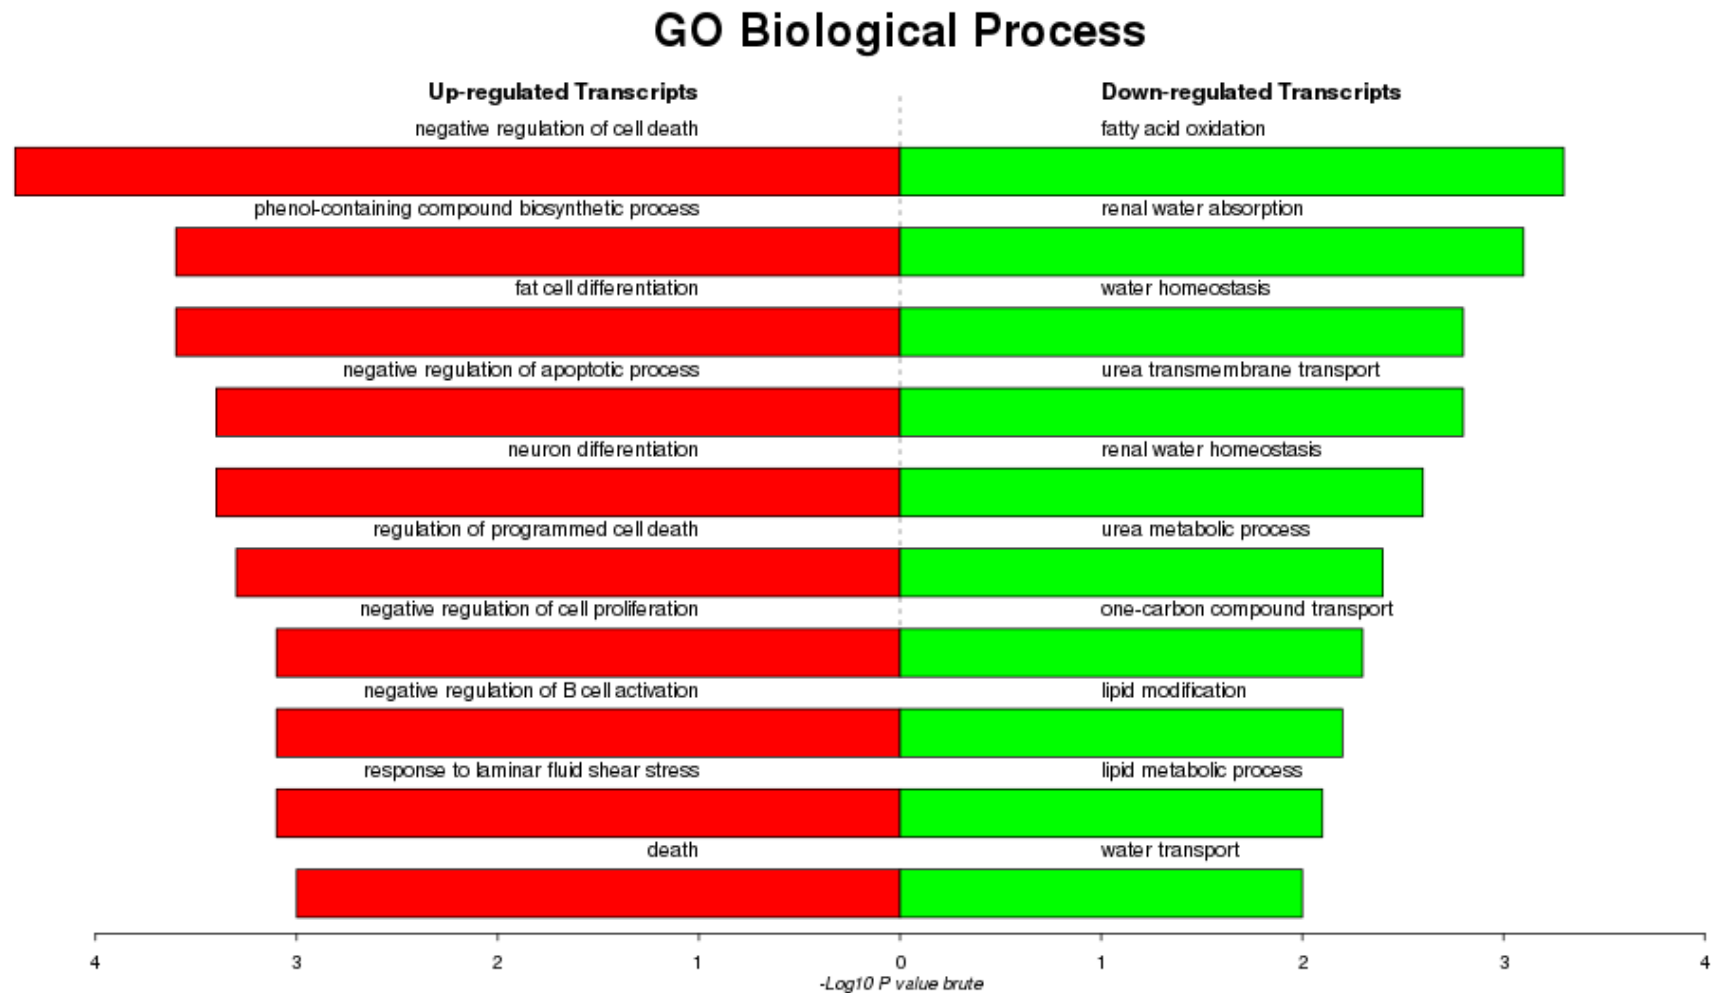

## GO Molecular Function

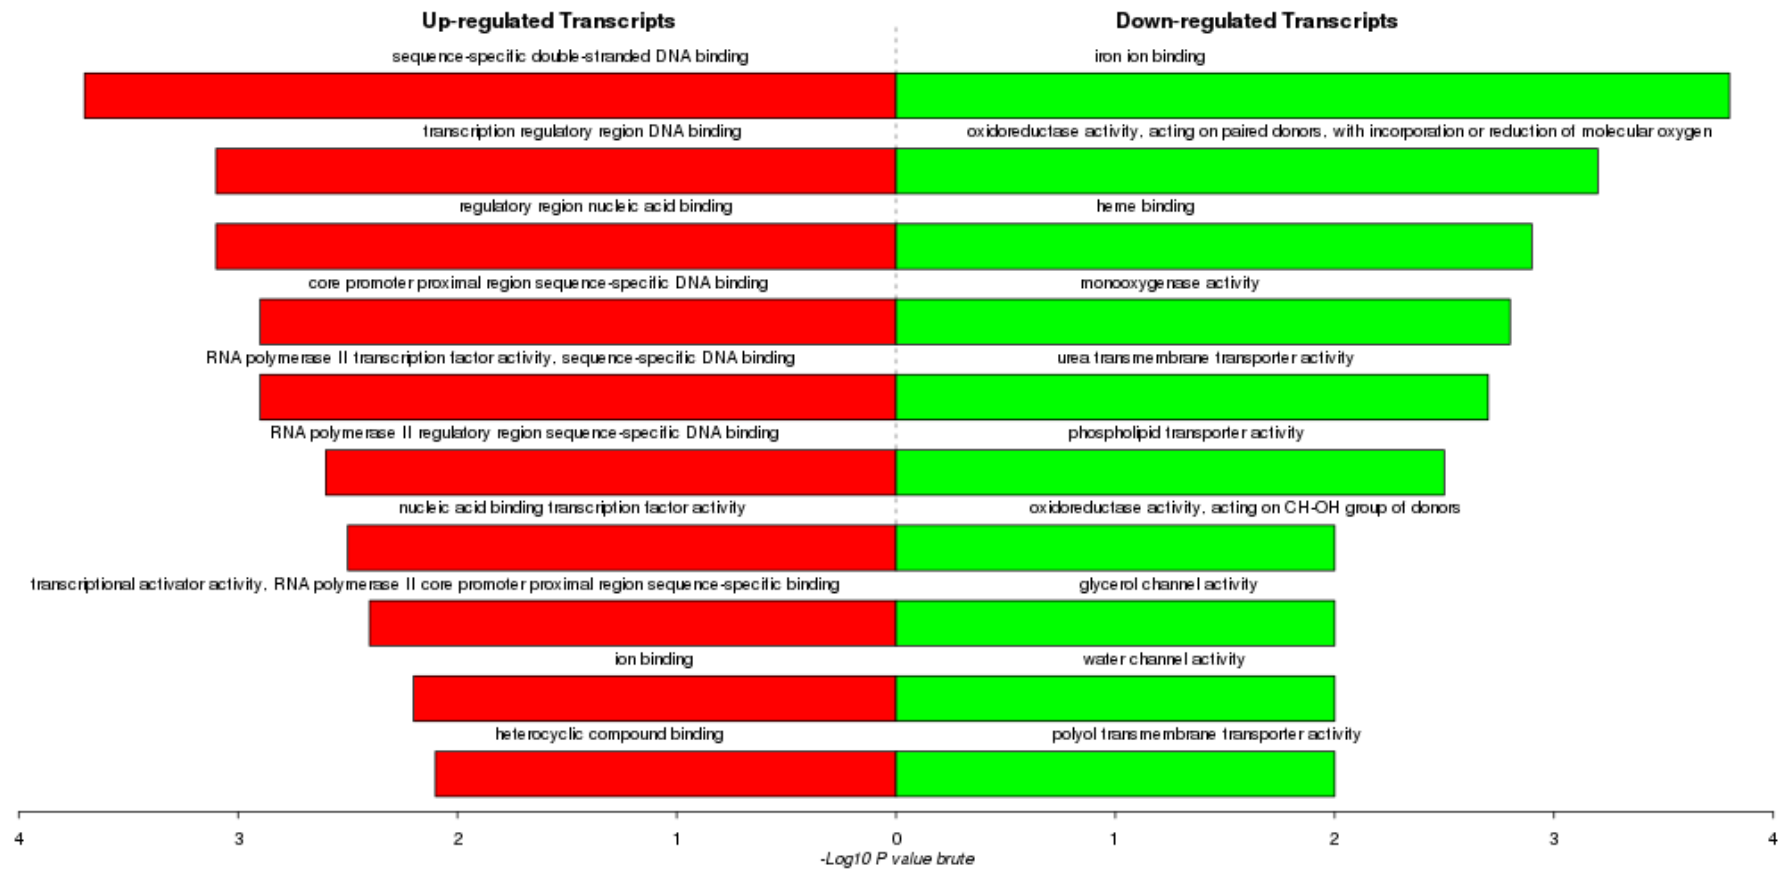

# E: WI+CS24h-C versus WI-C

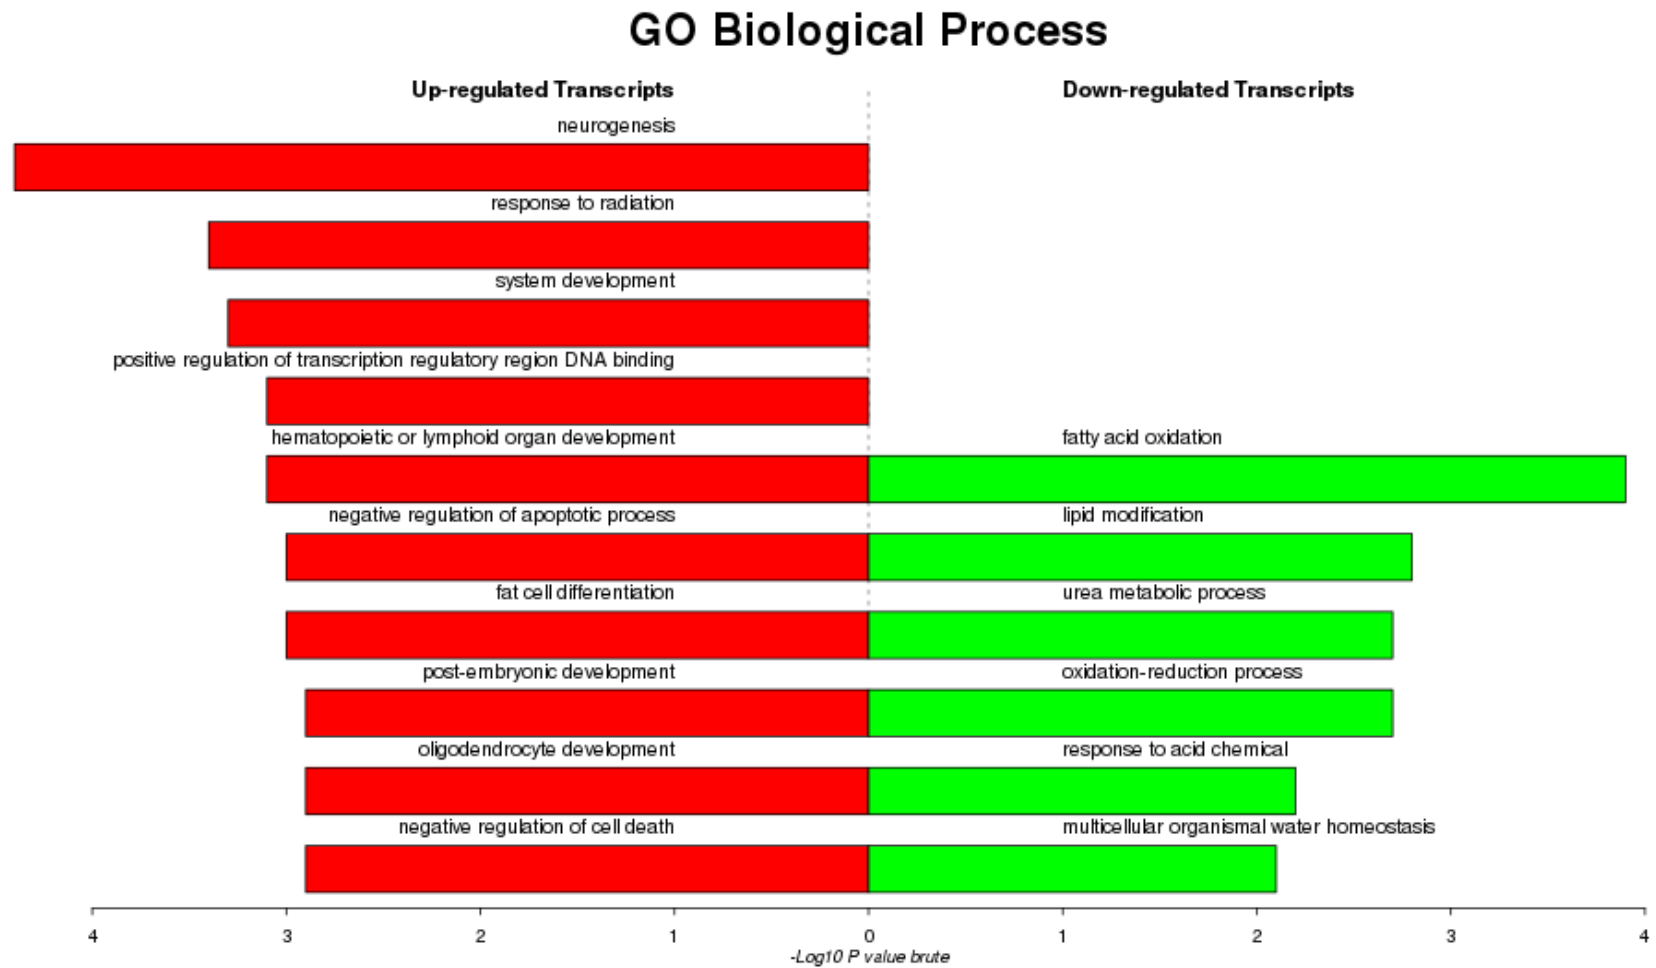

## GO Molecular Function

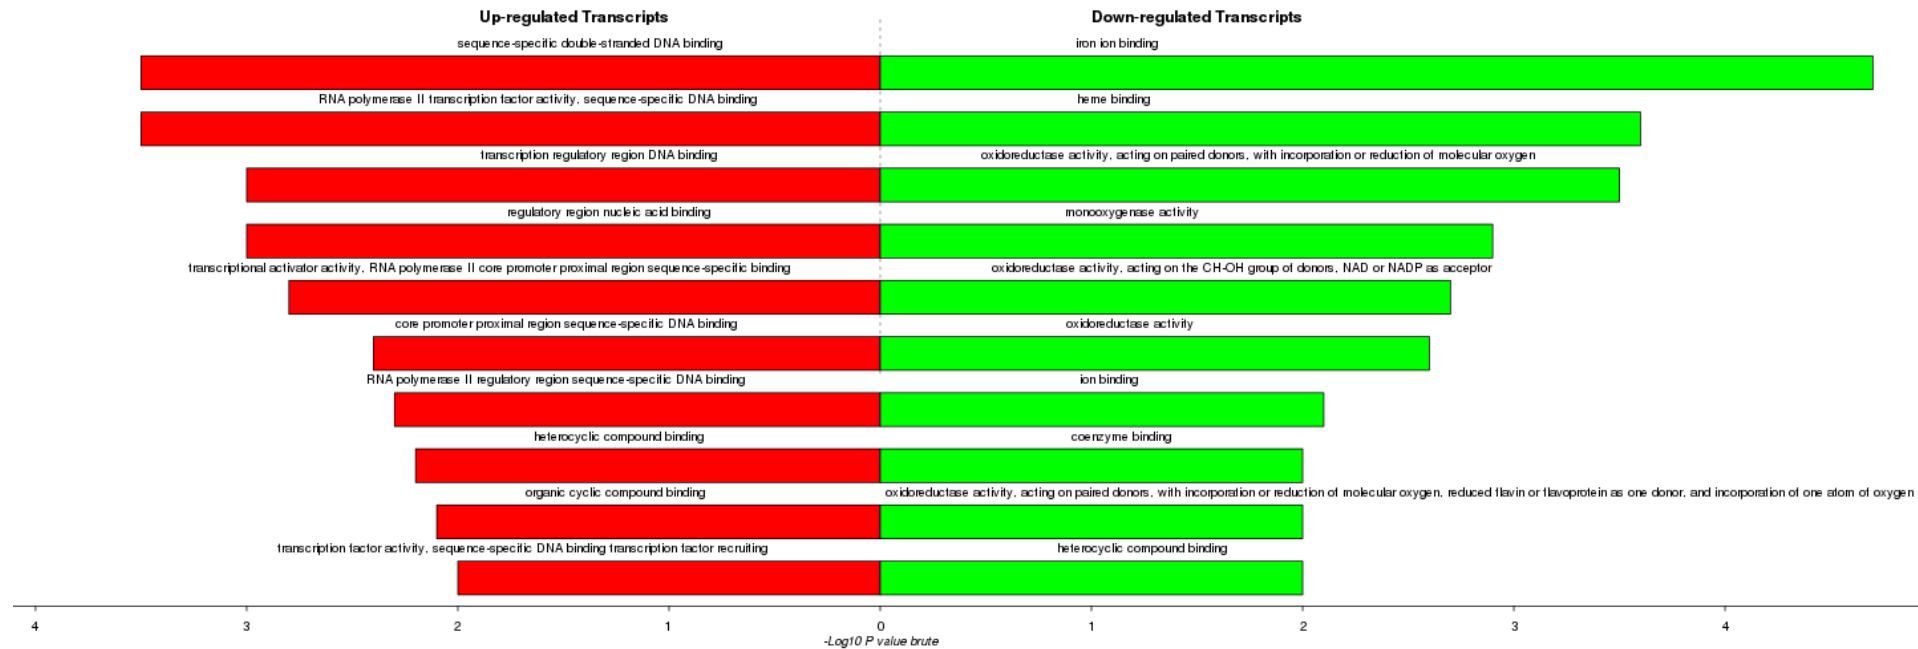

## F: WI-CMJ versus Ctl-CMJ

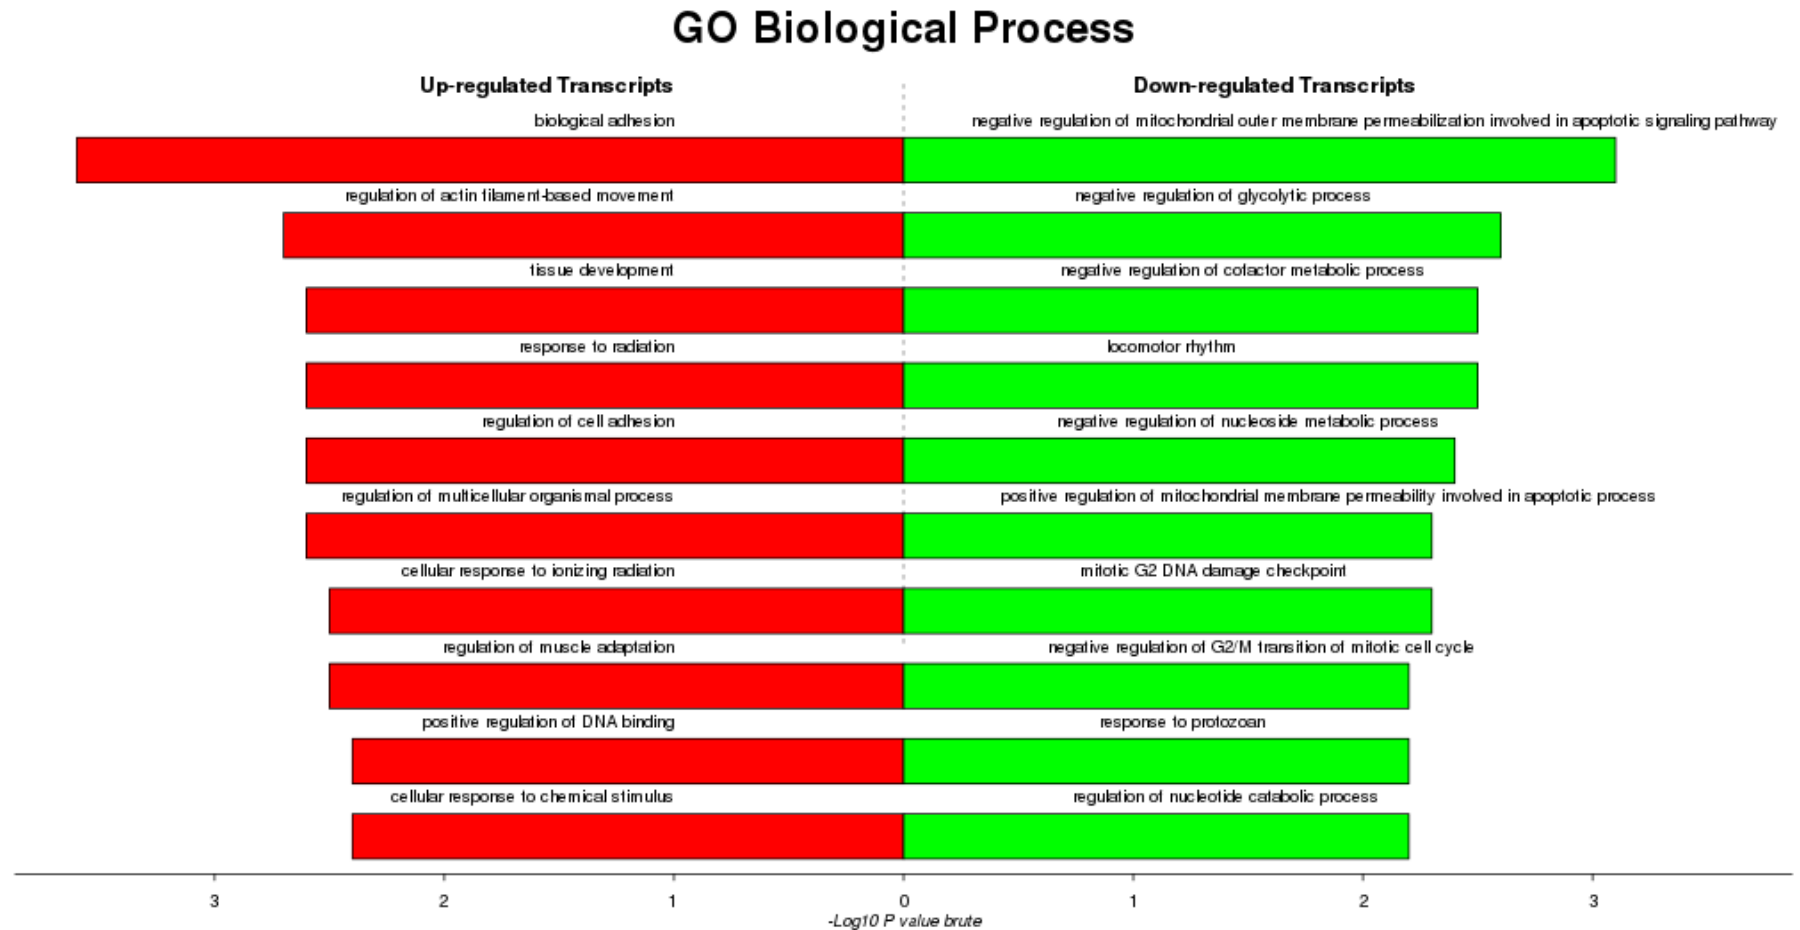

# GO Molecular Function

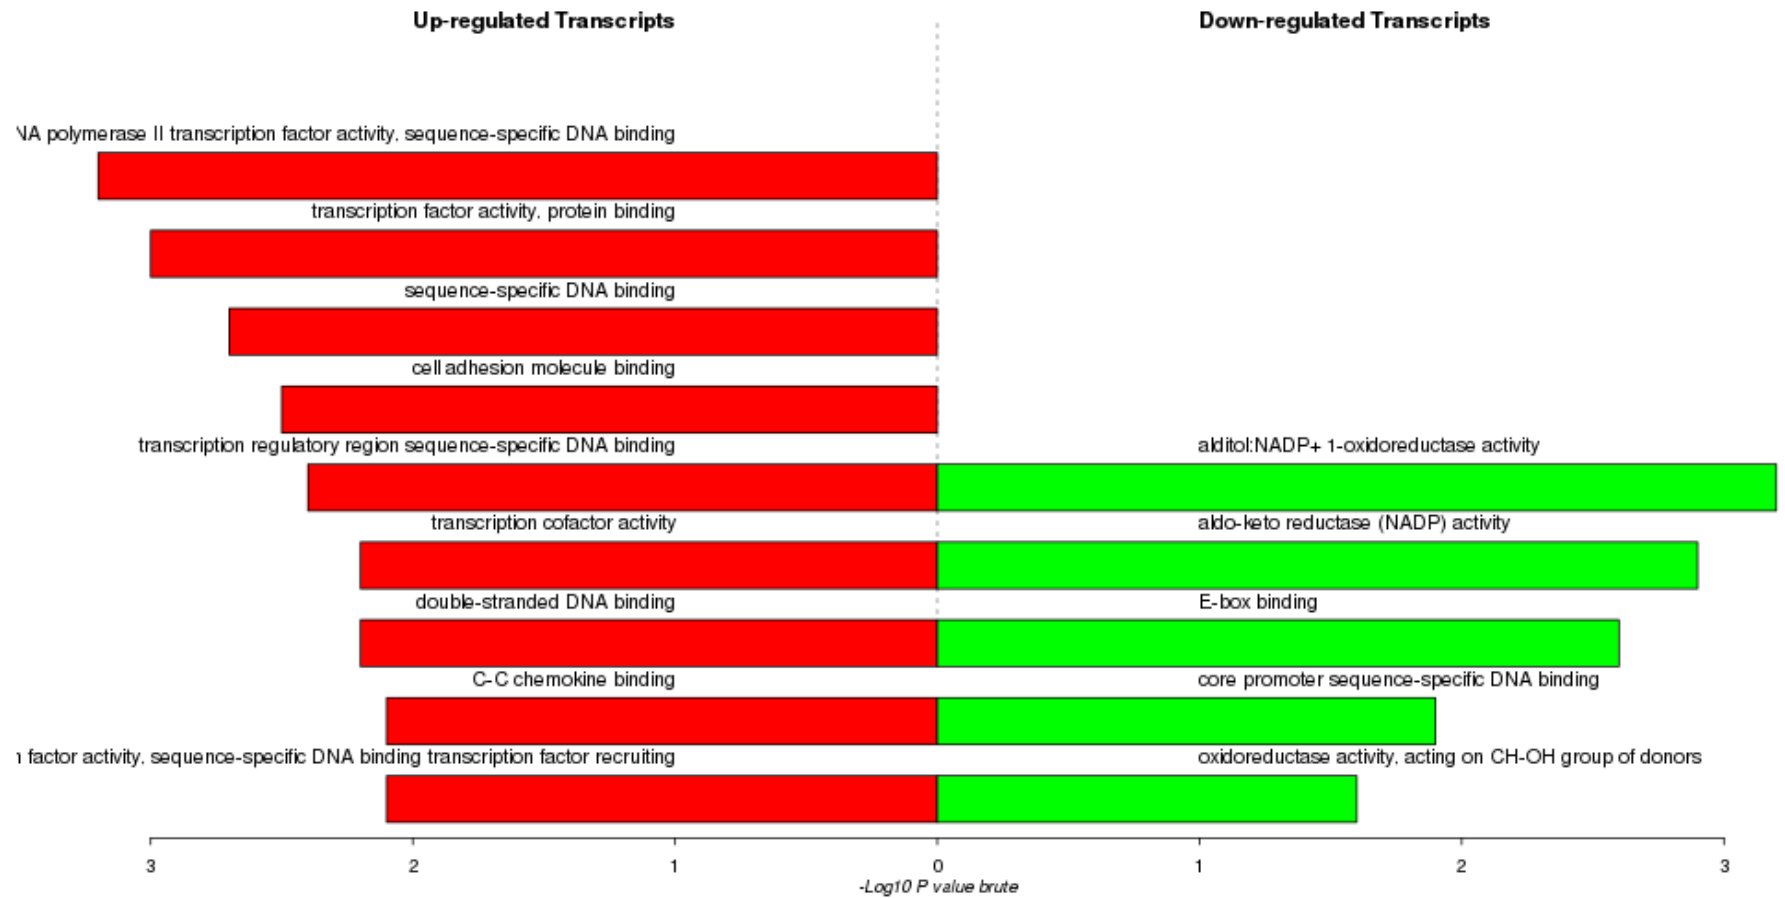

**G: WI+CS6h-CMJ versus Ctl-CMJ**

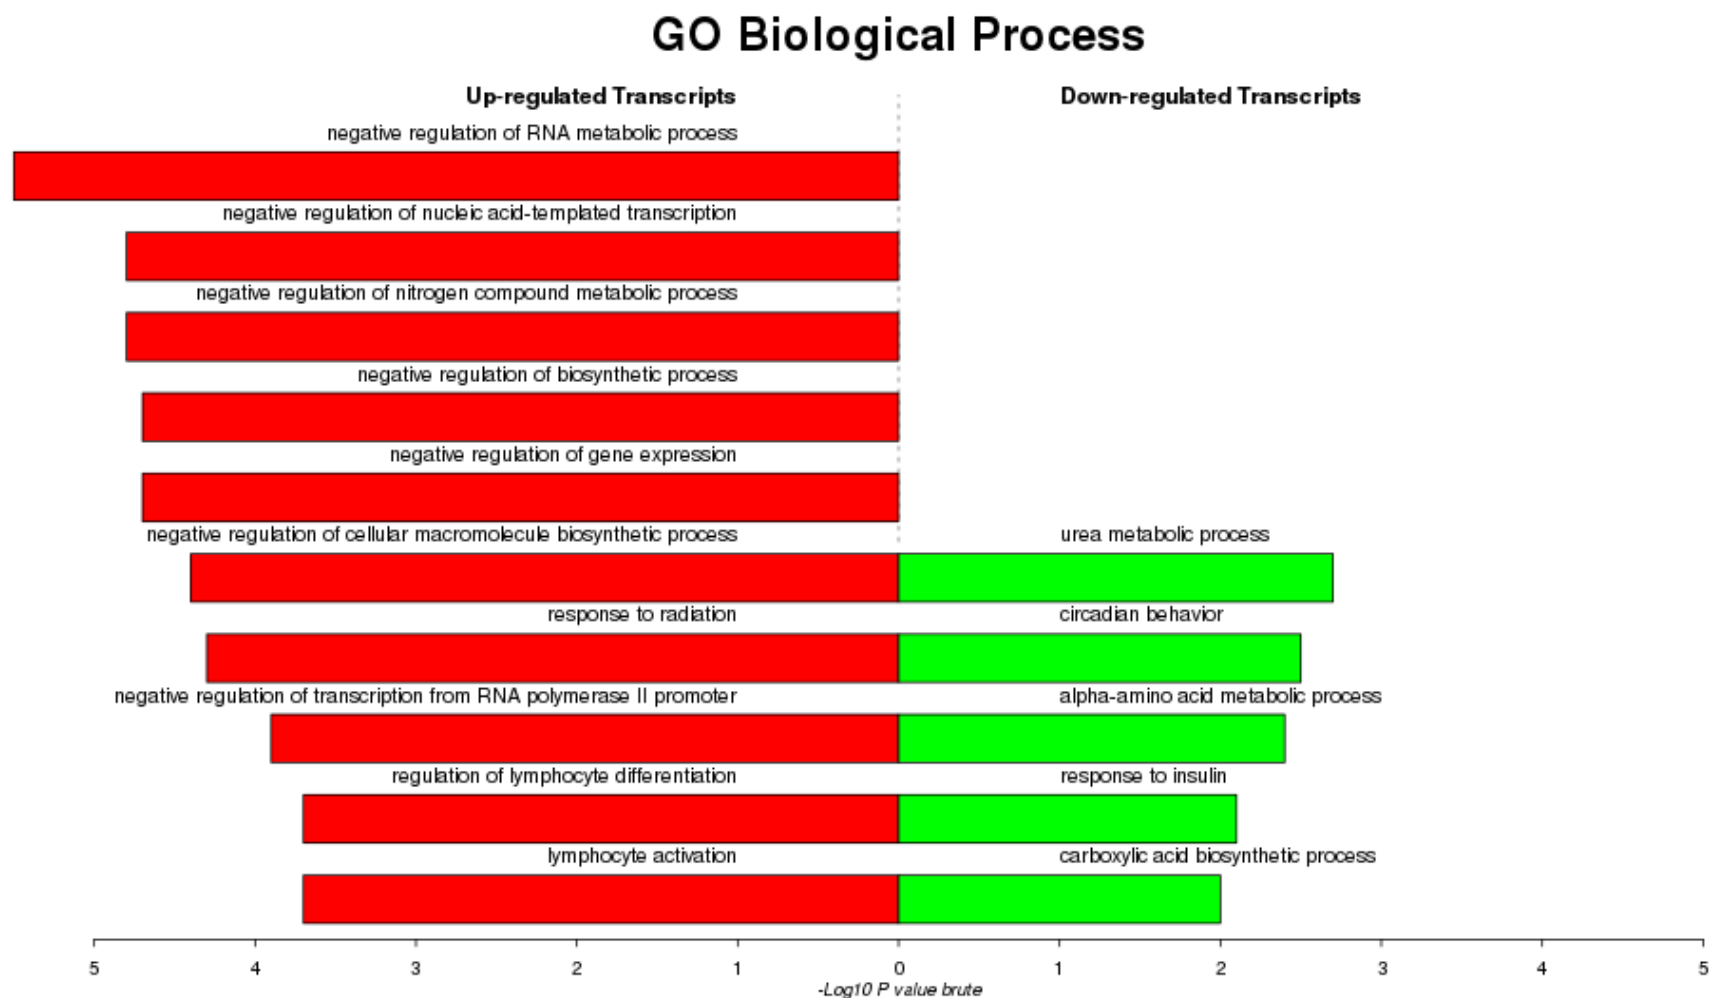

## GO Molecular Function

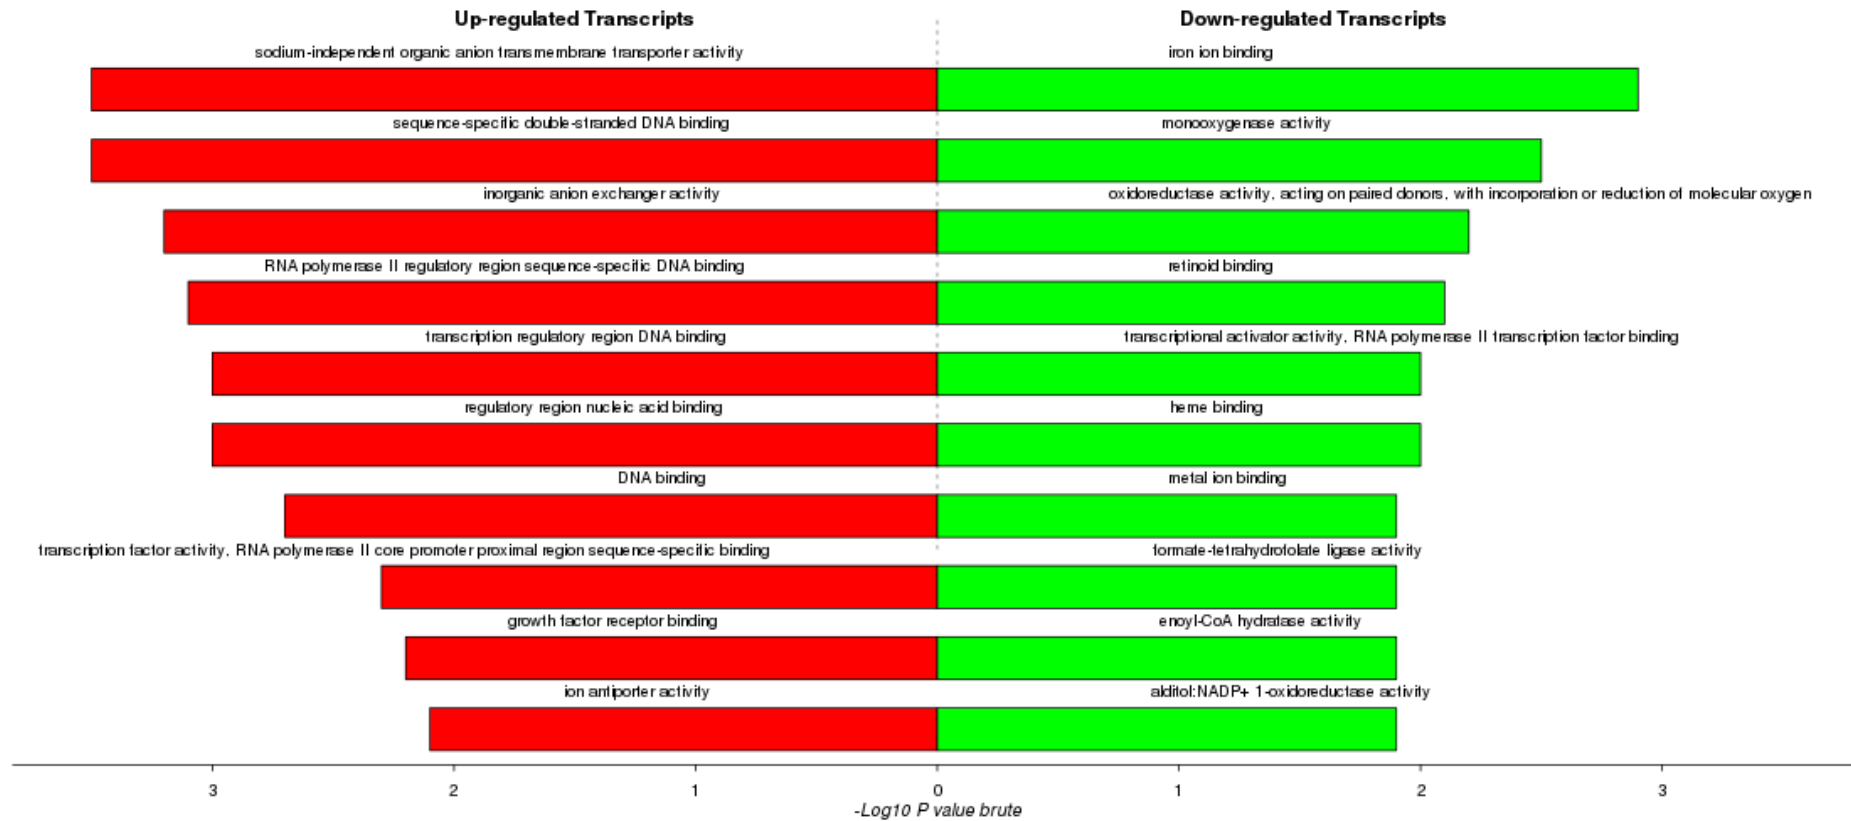

## H: WI+CS24h-CMJ versus Ctl-CMJ

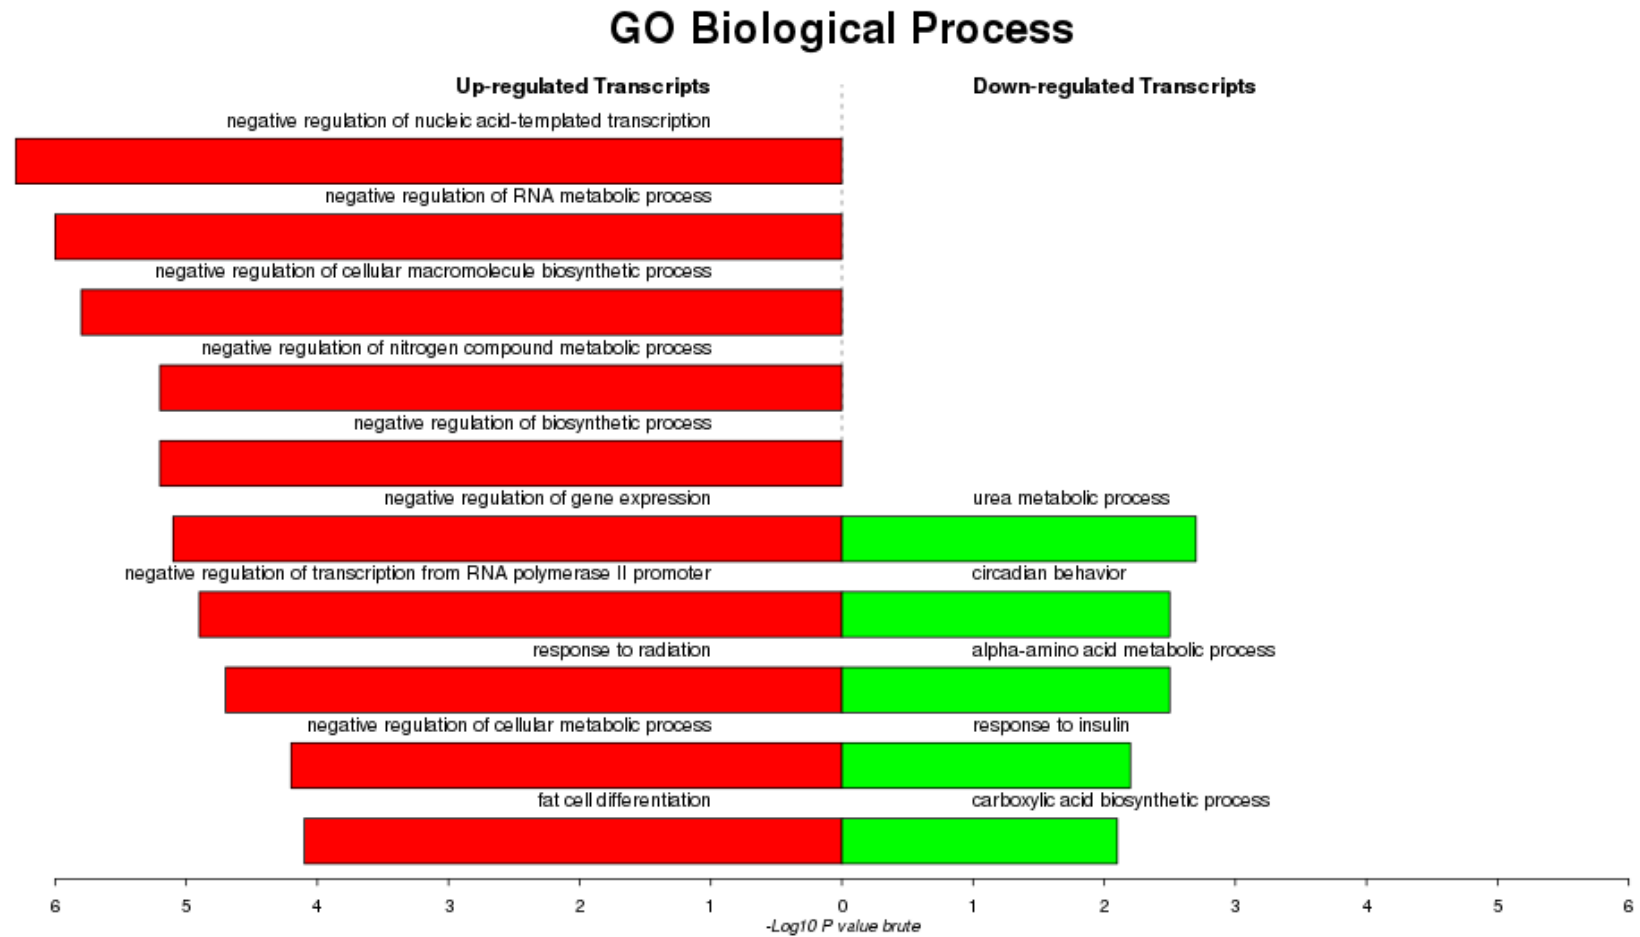

## GO Molecular Function

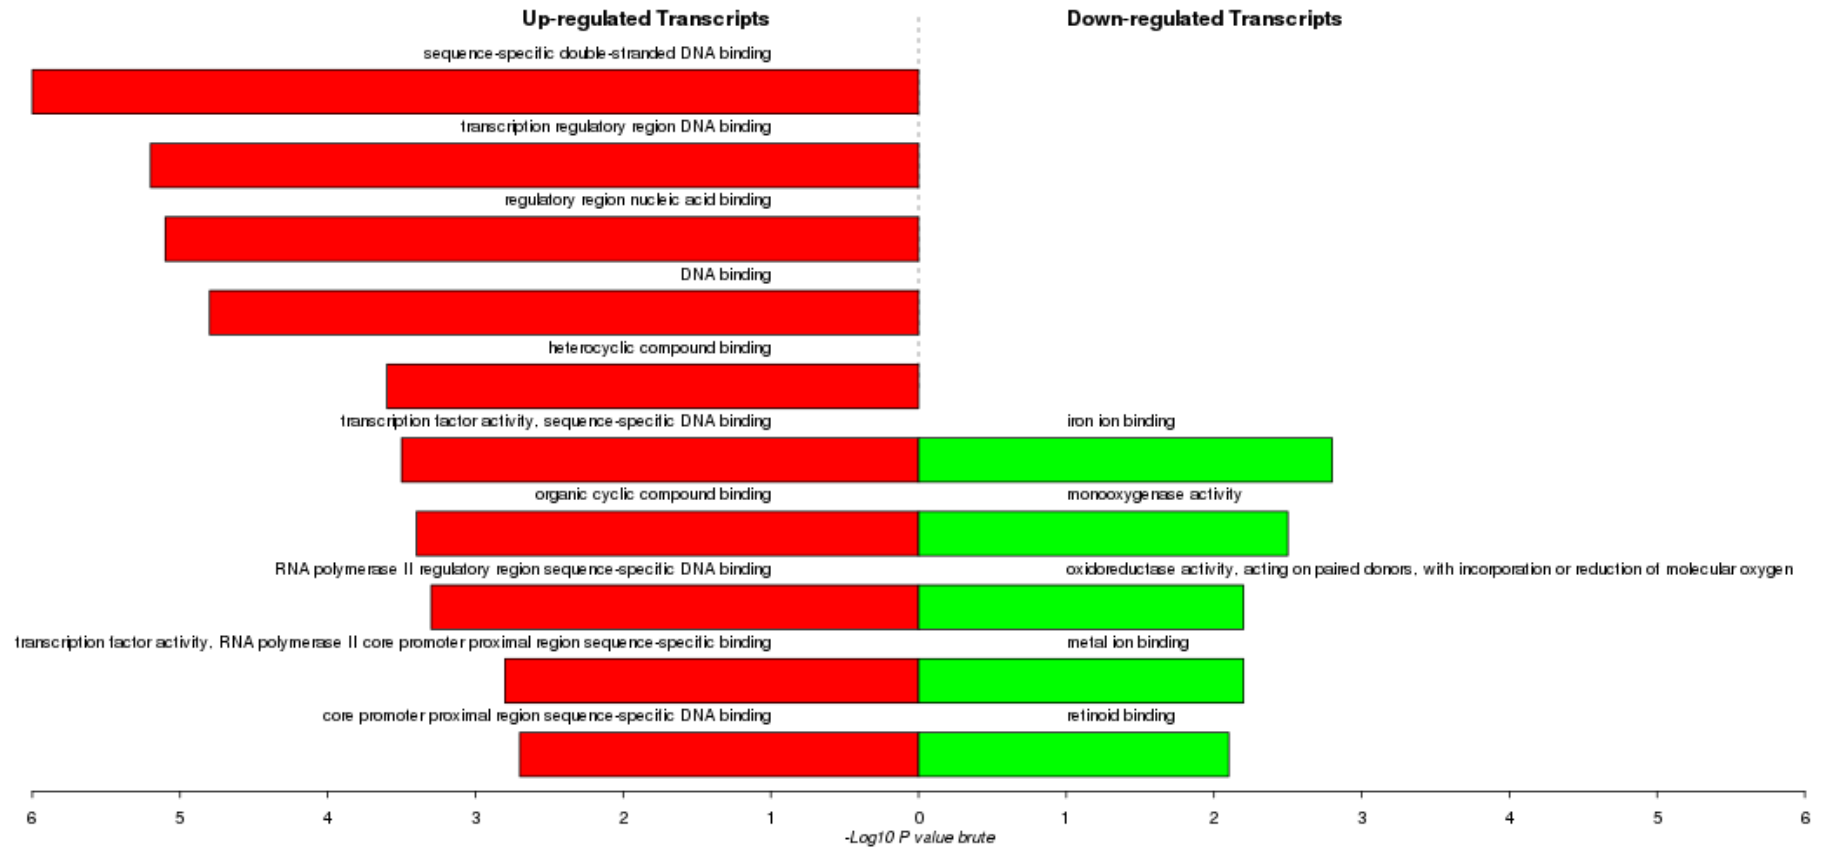

# I: WI+CS6h-CMJ versus WI-CMJ

## GO Biological Process

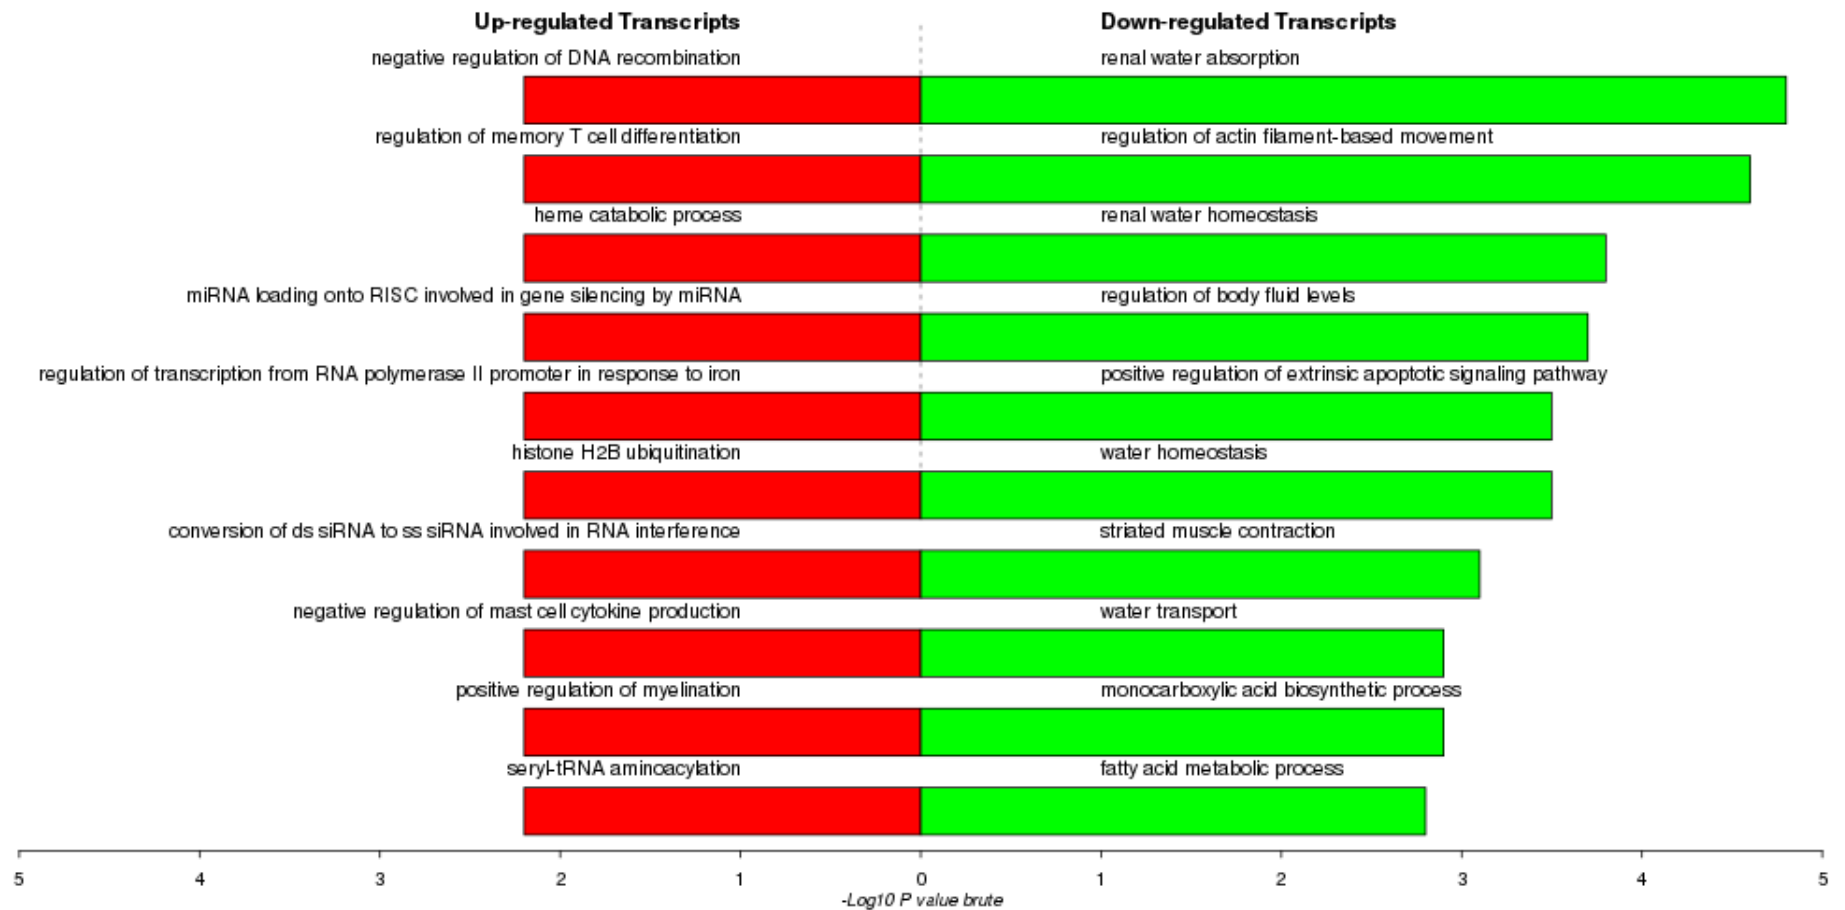

## GO Molecular Function

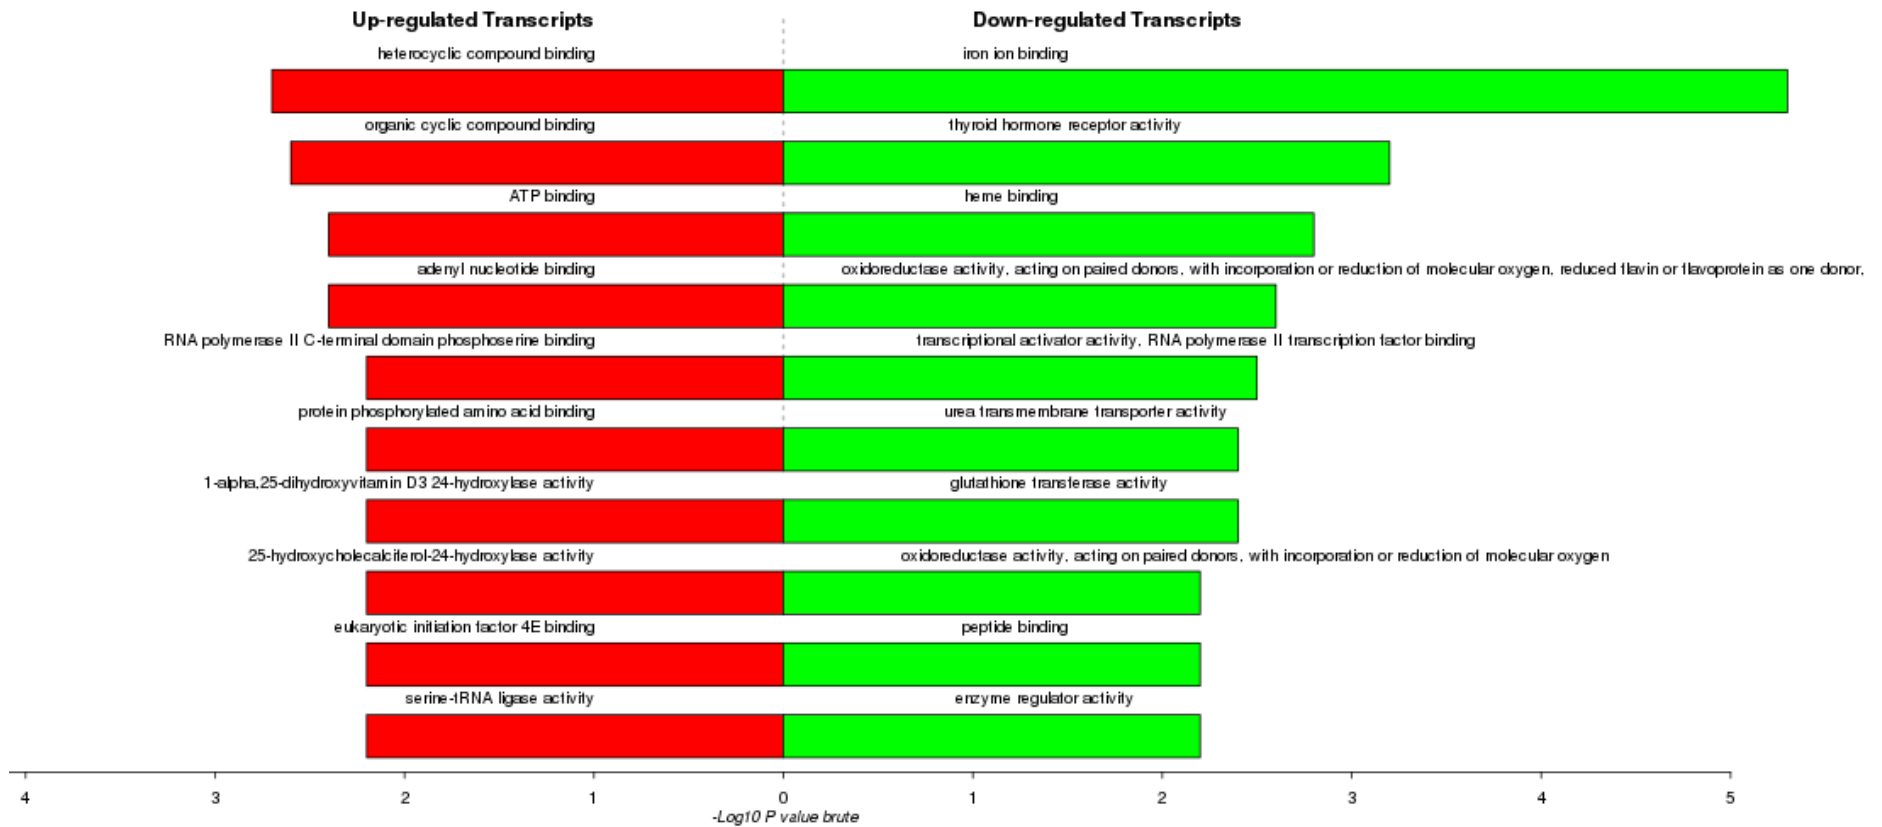

## J: WI+CS24h-CMJ versus WI-CMJ

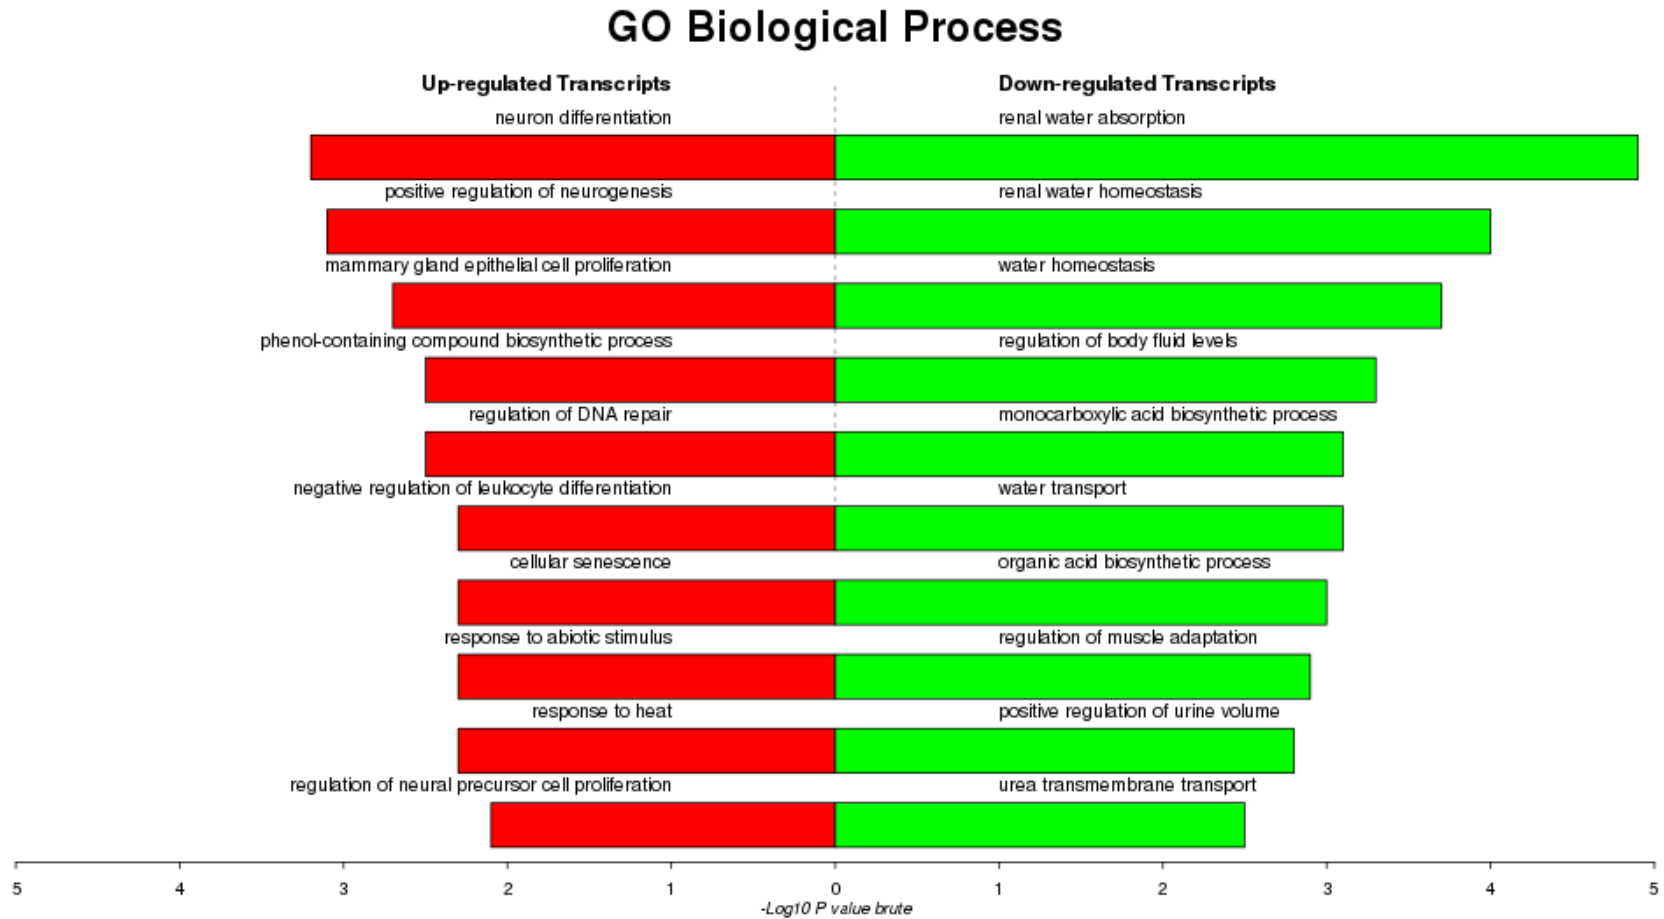

## GO Molecular Function

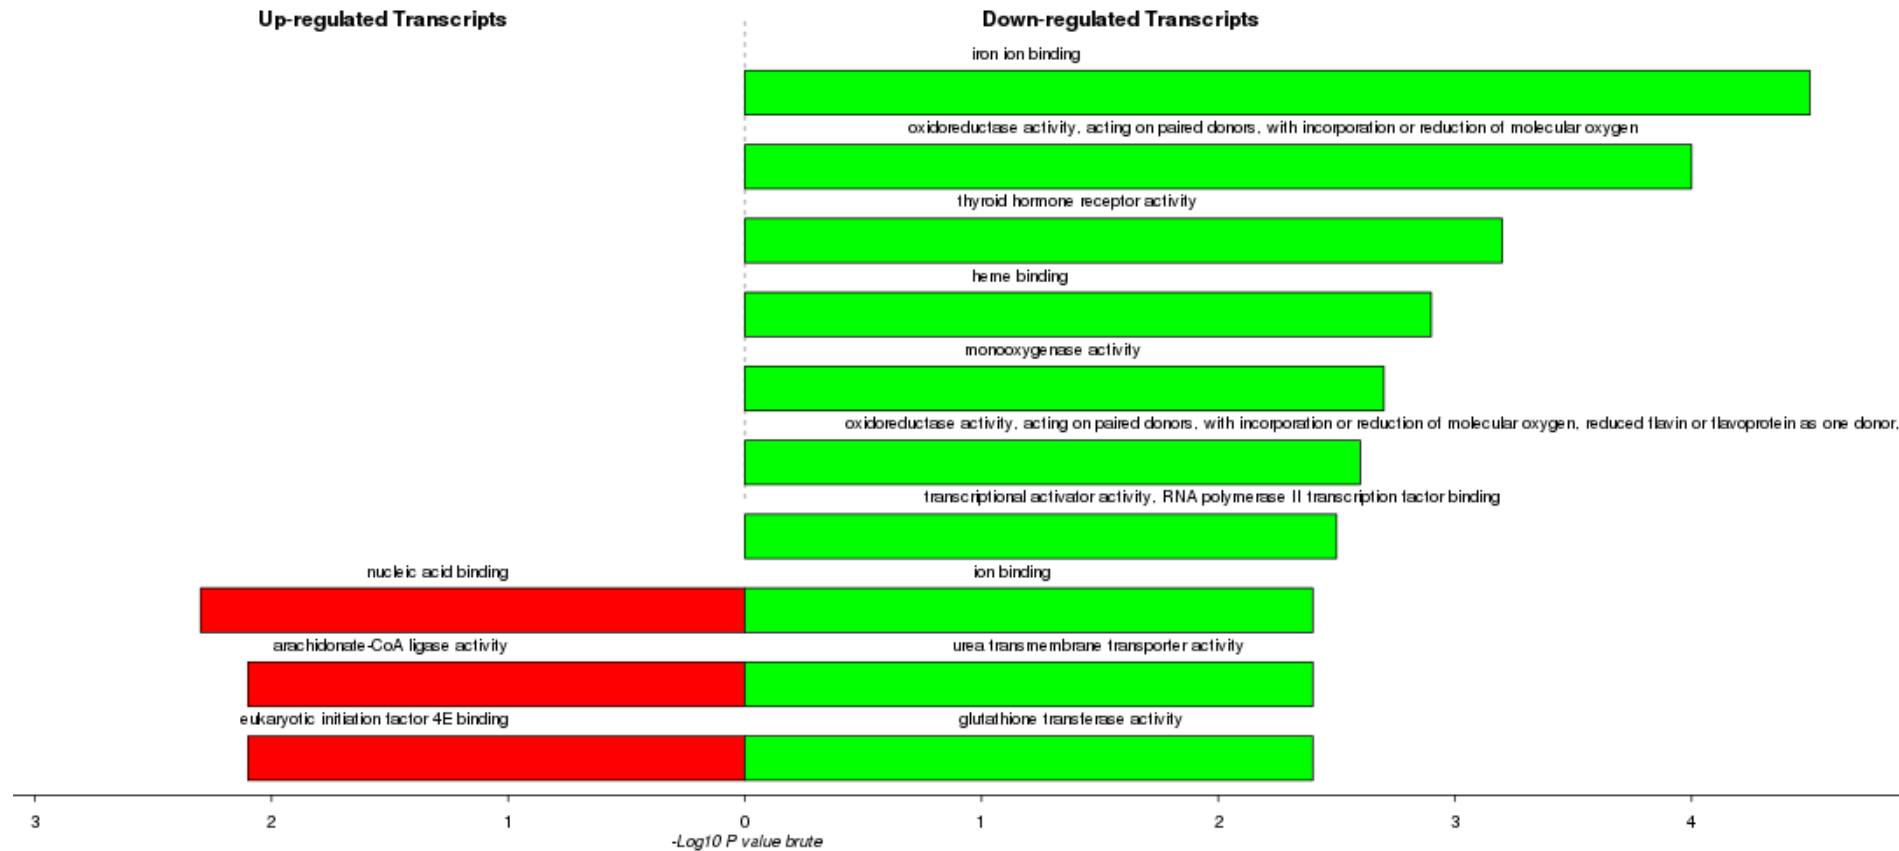

**Table S1: List of differentially expressed genes in cortex (C) tissues extracted from heatmaps.**

The table provided represents the down-regulated and up-regulated differentially expressed genes in cortex compared conditions, with a corrected p value < 5% and a log2 fold change > 0.5. 

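Table S1 gives each listed gene's log2 fold change, which equals the difference between group means of the deposited log2 values. For WI+CS6h-C and WI+CS24h-C against Ctl-C the table as held here lists 495 and 481 genes, fewer than the counts the paper gives. Of the listed genes tested here, all had the sign of the table: 29 in WI-C versus Ctl-C, 494 in WI+CS6h-C versus Ctl-C, 478 in WI+CS24h-C versus Ctl-C, 551 in WI+CS6h-C versus WI-C and 394 in WI+CS24h-C versus WI-C. Of these 13, 474, 389, 346 and 247 were called here. The table was made from the same arrays, so the shared sign is not independent evidence.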

The annotation was obtained from Feature Extraction software.

**Table S2: List of differentially expressed genes in corticomedullary junction (CMJ) tissues extracted from heatmaps.**

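In CMJ, 112, 447 and 471 listed genes were tested for WI, WI+CS6h and WI+CS24h against Ctl, and 453 and 428 for WI+CS6h and WI+CS24h against WI, and all had the listed sign. Of these, 76, 405, 425, 351 and 363 were called here. Conversely 171, 743, 888, 649 and 661 genes were called here and are not in the lists.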

The table provided represents the down-regulated and up-regulated differentially expressed genes in compared CMJ conditions, with a corrected p value < 5% and a log2 fold change > 0.5. The annotation was obtained from Feature Extraction software.

**Table S3: Functionnal Enrichment analysis of Gene-Ontology Biological-Process terms for differentially expressed (DE) genes in cortex tissues.**

The table provided represents the enrichment analysis of Gene Ontology Biological Process (GOBP) terms for differentially expressed genes up and down-regulated in cortex compared conditions. The list of regulated genes, where genes without Entrez Gene ID have been removed, was used to perform the hypergeometrical statistical test, using GOSTats package. (GOBPID: Gene Ontology Biological Process Identification number; p value: p value given by the hypergeometric test ( $p < 0.05$ ); Term: Gene Ontology Biological Process description term; and differentially expressed genes in each family: Name of gene differentially expressed in the microarray, included in the Gene Ontology family.)

**Table S4: Functionnal Enrichment analysis of Gene-Ontology Biological-Process terms for differentially expressed (DE) genes in corticomedullary junction tissues.**

The table provided represents the enrichment analysis of Gene Ontology Biological Process (GOBP) terms for differentially expressed genes up and down-regulated in corticomedullary junction (CMJ) compared conditions. The list of regulated genes, where genes without Entrez Gene ID have been removed, was used to perform the hypergeometrical statistical test, using GOstats package. (GOBPID: Gene Ontology Biological Process Identification number; p value: p value given by the hypergeometric test ( $p < 0.05$ ); Term: Gene Ontology Biological Process description term; and differentially expressed genes in each family: Name of gene differentially expressed in the microarray, included in the Gene Ontology family.)

**Table S5: Functionnal Enrichment analysis of Gene-Ontology Molecular Function terms for differentially expressed (DE) genes in cortex tissues.**

The table provided represents the enrichment analysis of Gene Ontology Molecular Function (GOMF) terms for differentially expressed genes up and down-regulated in cortex compared conditions. The list of regulated genes, where genes without Entrez Gene ID have been removed, was used to perform the hypergeometrical statistical test, using GStats package. (GOMFID: Gene Ontology Molecular Function Identification number; p value: p value given by the hypergeometric test ( $p < 0.05$ ); Term: Gene Ontology Molecular Function description term; and differentially expressed genes in each family: Name of gene differentially expressed in the microarray, included in the Gene Ontology family).

**Table S6: Functionnal Enrichment analysis of Gene-Ontology Molecular Function terms for differentially expressed (DE) genes in corticomedullary junction tissues.**

The table provided represents the enrichment analysis of Gene Ontology Molecular Function (GOMF) terms for differentially expressed genes up and down-regulated in corticomedullary junction compared conditions. The list of regulated genes, where genes without Entrez Gene ID have been removed, was used to perform the hypergeometrical statistical test, using GOstats package. (GOMFID: Gene Ontology Molecular Function Identification number; p value: p value given by the hypergeometric test ( $p < 0.05$ ); Term: Gene Ontology Molecular Function description term; and differentially expressed genes in each family: Name of gene differentially expressed in the microarray, included in the Gene Ontology family).

**Table S7: RT-qPCR confirmation of selected genes issues from microarray data.**

The table provided the expression of mRNA detected by RT-PCR, in renal cortex and renal corticomedullary junction (CMJ) tissue, at the end of warm ischemia period (WI), at the end of WI + 6h Cold storage (WI+CS6h) and WI+CS24h (n=5 per group). Results, mean  $\pm$  standard error mean, were expressed in relative fold change to control group (Ctl). Statistical analyses were performed with Kruskal-Wallis Multiple-Comparison Dunn's Test, NCSS software.

**Table S8: Primer sequences used for RT-qPCR analysis**

How the deposited data were processed for this re-analysis (not part of the article)

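The data are 40 single-color arrays, 1 for each sample of cortex (C) or corticomedullary junction (CMJ), with 5 samples in each of 8 groups: control (Ctl), 60 min warm ischemia (WI), WI with 6 h of cold storage (WI+CS6h) and WI with 24 h (WI+CS24h), in both tissues. Conditions were taken from the sample labels. The labels say that the same 5 kidneys were sampled after 6 h and after 24 h of storage, so the 40 samples come from 15 kidneys, and that 1 kidney gave the cortex and the CMJ sample of a number is not stated for the arrays.

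The authors deposited 1 Feature Extraction file per array, whose intensity values were extracted with protocol GE1_1105_Oct12, per the file headers, from images of another maker's scanner converted for it. The processed intensity in these files is background-subtracted, detrended in space and by a multiplicative surface, and raised to small positive values at background, and the authors deposited it without normalization between arrays. The authors deposited in addition a matrix of log2 values, which per the paper's methods were taken to log2, quantile normalized by condition with limma and summarised. Its values were checked against the files: for the 32153 identifiers with 1 spot, the log2 median pixel intensity without background subtraction, quantile normalized over all 40 arrays, gave 99.98% of the 1286120 deposited values to within 1e-08, and normalization within a tissue or a group gave 0.18% of them. The deposited log2 matrix was used here only as an alternative, and RT-qPCR values were used as the paper's Supplementary Table S7 gives them, as group means.

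For the main values, the processed intensity of the 43803 spots that are not controls was taken to log2, spots marked as outliers by Feature Extraction were treated as missing, all 40 arrays were quantile normalized together, which is the scope the deposited matrix shows, and spots with the same systematic name were averaged, which gave 35955 identifiers. Rows without a value in some group were left out of a fit, which left 35939 in cortex, 35938 in CMJ and 35934 for both tissues together. Of the identifiers, 8022 have a symbol in the array files, 3745 have one through a table of RefSeq accessions, and 8460 have any. All 3905 rows of the paper's Tables S1 and S2 were found on the arrays, 35 of them after an extra zero was taken out of the identifier. Depth on an array is signal over background, and spots well above background made up 57.01% to 69.91% of the spots of an array. An identifier was taken as well above background on an array where any of its probes was. Where a group was not well above background, a lower bound of the fold change is given beside the fitted value. The number of arrays limits the precision, with 5 per group.

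Computations were made in R 4.3.3 with limma 3.58.1, statmod 1.5.0, data.table 1.17.8 and jsonlite 2.0.0, and figures in Python 3.11.15 with matplotlib 3.10.9. In each tissue a linear model with 1 term per group was fitted to the 20 arrays with limma (lmFit, eBayes), so that the 4 groups share 1 estimate of the spread, and 6 comparisons per tissue were taken from it. The p of each comparison was adjusted by Benjamini-Hochberg, and genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5 were called, as in the paper's methods. Differences between tissues were tested as interactions in a limma fit of all 40 arrays with 8 groups. Principal components were computed on the 4 group means of a tissue, with genes centred and not scaled. The distance between groups was given as the mean Euclidean distance between arrays of different groups over that between arrays within them, with an exact permutation test over all 126 splits of 10 arrays. Array and RT-qPCR fold changes were compared by Spearman correlation over 54 pairs per tissue with a permutation test of whole genes (100000 resamples).

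Genes named in the text are the 73 genes the paper names as regulated and, for each comparison with calls, the 3 genes with the largest rise and the 3 with the largest fall among those called whose groups do not overlap and which have a symbol, which adds 12 genes. Any other identifier that is named was chosen after its values were seen. The values of 1 of the 73 genes are not reported here. A gene of the paper with several identifiers is represented by the one with the smallest corrected p in Tables S1 and S2, or else by the brightest. Lists of marker or target genes (adipocyte, fibroblast, erythrocyte, leukocyte, medulla, proximal tubule, interferon-stimulated, immediate early, PPARA targets and hypoxia targets) were tested with limma's fry, and with camera beside it.

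The scripts were tested on simulated data with 200 changed rows among 35669. In a simulated WI+CS6h-C versus Ctl-C, 75.5% of the changed rows were called and 9 unchanged rows, in WI-CMJ versus Ctl-CMJ 79.5% and 4, and for the WI interaction 56.5% and 7. A simulated separation of WI and Ctl in cortex gave a ratio of 0.998 (exact p = 0.913) without changed rows. With changed rows it gave 1.239 (exact p = 0.00794), but that case changed many more rows than 200, all upward. It does not tell whether a change of 200 rows would part the groups.

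Samples of the same number in WI+CS6h and WI+CS24h come from the same kidneys according to the labels. Their deviations from the group means, over 21441 identifiers well above background, were correlated in CMJ for each of the 5 kidneys, with r = 0.682, 0.678, 0.599, 0.73 and 0.845, a mean of 0.707 against -0.17 between different kidneys. In cortex the correlations were 0.626, 0.543, 0.265, -0.415 and 0.082, a mean of 0.22 against -0.052. Between cortex and CMJ samples of the same number the mean correlation was 0.045 in Ctl, 0.229 in WI, 0.441 in WI+CS6h and 0.434 in WI+CS24h. The methods use no block, so the main fit has none.

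The alternatives were 75th percentile scaling, quantile normalization within groups or tissues, a filter that keeps genes well above background on every array of at least 1 group, normexp background correction (offset 50), a fit per probe, the deposited log2 matrix, the replicate number as a block, the slide as a block (10 slides with 4 arrays each), a fit of the 2 compared groups alone, and leaving out each array in turn. The slide block was fitted over all 40 arrays. The replicate block was fitted over the 20 arrays of a tissue and joins arrays of 1 number across treatments. Further alternatives were added after the data were seen: a fit of all 40 arrays for the comparisons within a tissue, the same fit on the deposited matrix, the replicate block in a fit of 2 groups, components on the genes called in the deposited matrix, the share of spots well above background as a covariate, and averaging of probes after their levels were taken out. Control spots were left out of all computations. Single RT-qPCR measurements, protein and histology were not analysed here.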

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

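The alternatives of the processing (other than those said to be added), the lists of marker genes and the tests of fat, connective tissue and medulla below, like those of blood, of shared kidneys and of the interferon list further on, were chosen before the data were examined. The tests of the far arrays and of HSP70 and the splits of the arrays into other groups were chosen only after the result was seen.

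For the 73 genes of the paper, each group of 5 arrays was searched for 1 array whose gap to the nearest of the other 4 was over 0.71 of the range of all 5, Dixon's critical value at 95%. Of 584 groups 47 held such an array, where chance gives about 1 in 20 groups, or 29. The far array lay below the others in 30 groups and above them in 17. Ctl-C 5 lay below the others for CYP2C42 (6.20, others 8.23 to 8.94), CYP2C34 (4.11, others 6.77 to 6.89) and MLK4 (5.98, others 6.61 to 6.73), and above the others for GSTT1 (9.34, others 8.48 to 8.64), CCL2 (8.35, others 7.37 to 7.52), TLR4 (6.36, others 5.52 to 5.72) and FUT2 (1.77, others 1.27 to 1.32). Ctl-CMJ 5 lay below the others for CYP2C42 (3.58, others 7.54 to 8.51) and CYP2C34 (2.20, others 5.65 to 6.54), and above the others for HSPH1 (8.71, others 8.51 to 8.57) and DYRK2 (6.81, others 6.51 to 6.58). WI+CS24h-C 5 lay below the others for GATA3 (8.53, others 9.42 to 9.66), BCL6 (8.70, others 9.36 to 9.60) and CEBPA (10.18, others 10.62 to 10.78), and above the others for ATP2B1 (9.28, others 8.59 to 8.69). WI+CS6h-C 5 lay below the others for BCL6 (8.34, others 9.41 to 9.75), MTHFD1 (6.71, others 7.18 to 7.35) and RHOB (6.93, others 7.22 to 7.32), and above the others for ADIPOQ (1.12, others 0.47 to 0.61).

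WI-C 2 lay below the others for GSTA2 (8.71, others 10.92 to 11.40), IER3 (7.36, others 7.96 to 8.21) and KCNJ10 (1.92, others 3.17 to 3.62), and above the others for HSP70 (9.92, others 7.24 to 8.00). WI-CMJ 2 lay below the others for GSTA2 (8.33, others 11.12 to 11.31), EPO (5.45, others 7.23 to 7.69) and KCNJ10 (1.85, others 3.48 to 3.99), and above the others for ZFAND5 (10.49, others 10.10 to 10.18). WI-CMJ 1 lay below the others for RHOB (7.55, others 8.04 to 8.20), and above the others for TMX4 (7.03, others 6.49 to 6.61) and RABGAP1 (7.16, others 6.99 to 7.02). Ctl-C 4 lay below the others for ANGPTL4 (10.51, others 10.72 to 10.78) and MAP3K8 (6.66, others 6.93 to 7.02). WI+CS24h-CMJ 5 lay below the others for GATA3 (8.40, others 9.36 to 9.65) and KCNIP4 (1.68, others 2.78 to 3.16). WI+CS6h-CMJ 5 lay below the others for BCL6 (8.75, others 9.66 to 9.94), and above the others for ATP2B1 (9.08, others 8.59 to 8.70).

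Single genes set other arrays apart. Below the others of their groups were HIRA on WI+CS24h-C 4 (9.10, others 9.63 to 9.70), ABCC2 on WI+CS24h-CMJ 3 (10.92, others 11.38 to 11.56), RHOU on WI+CS6h-C 2 (6.42, others 7.01 to 7.22), ABCC2 on WI-C 3 (10.63, others 10.97 to 11.08), CYP2C42 on WI-C 4 (2.30, others 7.80 to 9.27), OAS (TC557164) on WI-C 5 (10.69, others 11.51 to 11.84) and CYP2C42 on WI-CMJ 4 (3.12, others 7.26 to 8.75). Above the others were HSP70 on WI+CS24h-C 3 (10.04, others 7.68 to 8.23), HSP70 on WI+CS24h-CMJ 1 (10.12, others 7.68 to 8.28), KCNJ10 on WI+CS24h-CMJ 2 (5.68, others 3.66 to 4.17) and GATA3 on WI-CMJ 5 (8.86, others 8.52 to 8.59).

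For 36 of these 47 arrays the array of the same number in the other tissue was also the farthest of its group to the same side, where chance gives 9.4 (binomial p = 1.11e-16). This argues against faults of single arrays as the source of these 36, since samples of both tissues moved together. Some of the 36 are the arrays of 1 number in both tissues for the same gene, so they are not 36 independent cases. Of the other 11, the 3 HSP70 arrays have a technical source: there a dim probe was missing and the average held the bright probe alone, and with the level of each probe taken out first the gaps were 0.263, 0.593 and 0.654 of the range, under the critical value. For the remaining 8 a fault of the single array stays open, as no value of the tables decides it. WI-C 4 and WI-CMJ 4 held CYP2C42 near the level of the cold-stored kidneys, and each was far from its group for 1 of the 73 genes only, which a swap with a cold-stored sample would not leave at 1. What stays open for most is a difference between the animals of a group, which may set both tissues of a number apart (36 of 47) and which was not tested further, since nothing but the number of each animal is given.

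The effect of WI differed between CMJ and cortex for 3 genes of the paper by an interaction test over 40 arrays, by 1.32 for FOS (adjusted p over these genes 0.0291), 1.63 for COL1A1 (adjusted p over these genes 0.0479) and 3.69 for ADIPOQ (adjusted p over these genes 0.0479). Adjusted over all genes 0 were called, with 710 at an unadjusted p under 0.05. In WI-CMJ all 5 arrays lay above the mean of Ctl-CMJ for FOS and COL1A1. ADIPOQ was well above background on 3 of 5 arrays of WI-CMJ and 0 of Ctl-CMJ, Ctl-C and WI-C, so its 3.69 rests partly on values at background. A larger share of medulla in the WI biopsies was examined for all 3. The mean of 8 medulla genes, 7 of them well above background on all Ctl-CMJ arrays, differed by at most 0.553 between any WI-CMJ and any Ctl-CMJ array. This is less than the smallest of the 3 differences, and the mean of 10 proximal tubule genes differed by 0.461 at most and to the same side. In Ctl-C 7 medulla genes were well above background on all arrays too. How far the list moves with the share of medulla was not measured, so a larger share is not excluded.

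For COL1A1 connective tissue in some WI-CMJ biopsies is a candidate explanation. Its 2 highest arrays, WI-CMJ 3 and 5, were also the 2 highest for 7 of 9 other fibroblast genes, where chance gives 2.22% of genes (binomial p = 9.26e-11), and as a set 10 of 10 fibroblast genes were higher in WI-CMJ, by 0.63 in the mean (fry, adjusted p = 0.0765, which does not pass). For the abundant COL1A2 these arrays measured 8.99 and 9.26 against 7.09 to 8.46 in Ctl-CMJ. For ADIPOQ fat tissue may have been taken along on WI-CMJ 1, 3 and 5, since 2 of 11 other adipocyte genes, FABP4 and CFD, had the same 3 highest arrays, where chance gives 0.833% (binomial p = 0.00363). FABP4 measured 8.11, 8.37 and 8.67 there against 7.26 to 7.68 in Ctl-CMJ, while PLIN1 stayed between 1.60 and 2.34 in WI-CMJ, near background. The 12 adipocyte genes rose by 0.44 in the mean (fry, adjusted p = 0.0963, which does not pass). Both binomial tests take the genes of a list as independent, which they need not be, so both p may be too small. The control tissue itself holds 10 of the 10 fibroblast genes and 10 of the 12 adipocyte genes well above background on all Ctl-CMJ arrays, and whether the tissue changed within the kidney or came along with the biopsy cannot be told from the arrays. For FOS the share of medulla was the only technical explanation examined, and it was not excluded. A difference between the tissues in their response stays a hypothesis, found and tested on the same samples.

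Among the genes with the largest fitted changes are 12 that the paper does not discuss. Tables S1 and S2 list 8 of them: IL1B (2.33, adjusted p = 0.00293) in WI+CS6h-CMJ versus Ctl-CMJ, NR4A2 (2.91, adjusted p = 0.000155) in WI+CS24h-C versus Ctl-C, FCN2 (3.03, adjusted p = 0.00217) in WI+CS6h-C versus WI-C, LOC107521672 (-1.92, adjusted p = 0.000294) in WI+CS6h-C versus Ctl-C, LOC102158887 (-3.57, adjusted p = 0.00738, at least 4.63-fold) in WI+CS24h-C versus Ctl-C, MYOM2 (2.39, adjusted p = 0.000378, at least 3.39-fold) in WI+CS6h-CMJ versus Ctl-CMJ, CYP2A19 (-3.44, adjusted p = 0.0319) in WI+CS24h-CMJ versus WI-CMJ and AP1S3 (3.32, adjusted p = 0.0236, at least 2.92-fold) in WI+CS24h-CMJ versus WI-CMJ. The other 4 are not in those tables: HAS1 (2.60, adjusted p = 0.00022, at least 3.08-fold) in WI+CS6h-C versus Ctl-C, XRCC2 (2.43, adjusted p = 0.0015, at least 1.6-fold) in WI+CS24h-C versus Ctl-C, RBBP4 (lower, adjusted p = 0.000766) in WI+CS6h-C versus Ctl-C and TXNDC8 (lower, adjusted p = 2.83e-05) in WI+CS24h-C versus Ctl-C. In each of these comparisons the arrays of the groups did not overlap. The bounds are smaller than the fitted changes because these genes were dim in 1 group, and the fitted differences of RBBP4 (-1.79) and TXNDC8 (-1.15) are differences of signals not well above background. No fold is given for TXNDC8, which was well above background on 0 arrays of either group, or for RBBP4, which was so on 2 of the 5 Ctl-C arrays and 0 of WI+CS6h-C. The call of CYP2A19 was lost in 7 of the 10 fits without 1 array and that of AP1S3 in 5. With normexp, whose offset shrinks the fold changes of dim genes, HAS1 changed by -0.04 in WI+CS24h-C versus Ctl-C, so its size depends on how the background is treated.

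These 12 genes were picked for their size among the calls of their comparisons. Chance as the source of those calls is argued against by splits of the same arrays into other groups of 5: of 100 splits, as many calls were found in 2 for WI+CS6h-C versus Ctl-C, 3 for WI+CS6h-C versus WI-C and in 1, the real one, for WI+CS24h-C versus Ctl-C, WI+CS6h-CMJ versus Ctl-CMJ and WI+CS24h-CMJ versus WI-CMJ. The genes stand in groups of different animals, so a difference between animals cannot be told apart from an effect of treatment where a gene changes between groups but not between 6 h and 24 h. No biological explanation was tested for these genes beyond the groups of the design.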

How the results depend on the processing

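The fits over all 40 arrays, the covariate, the averaging with probe levels taken out, the replicate block in a fit of 2 groups and the components on genes called in the deposited matrix were chosen only after the result was seen. The other alternatives and the fits without 1 array were not.

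The number of called genes was over 0 in the 5 comparisons of each tissue that the paper makes, under the main setting and under each alternative that was run. WI+CS24h versus WI+CS6h had 0 called genes in cortex (1119 at an unadjusted p under 0.05) and 1 in CMJ (1238 at an unadjusted p under 0.05) by limma. In each tissue at most 1 gene was called there with every alternative except quantile normalization by group. With quantile normalization by tissue every count stayed within 1.5 times the main one, and so did all but 1 with the replicate block, all but 1 with the filter on dim genes, all but 2 with 75th percentile scaling and all but 2 with the fit per probe. For the single named genes and for the lists of marker genes the direction of every called change was kept except where named below.

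Quantile normalization by group gave 107 in WI-C, 3062 in WI+CS6h-C and 1440 in WI+CS24h-C versus Ctl-C, 1923 in WI+CS6h-C versus WI-C and 1152 in WI+CS24h-C versus WI+CS6h-C. In CMJ it gave 1605 in WI+CS6h-CMJ and 1695 in WI+CS24h-CMJ versus WI-CMJ and 352 in WI+CS24h-CMJ versus WI+CS6h-CMJ. The interactions of tissue with WI+CS6h and WI+CS24h rose from 0 to 1013 and 194 called genes, while that with WI stayed at 0. This alternative gives each group its own distribution of signal, so that the median of all genes shifted by -0.133 in WI-C versus Ctl-C, -0.113 in WI+CS24h-C versus Ctl-C, 0.175 in WI+CS6h-C versus WI-C, 0.12 in WI+CS24h-CMJ versus Ctl-CMJ and 0.167 in WI+CS24h-CMJ versus WI-CMJ, and by less than 0.1 elsewhere. The share of calls that were higher moved as well, though not always to the side of the median shift. In cortex this share went from 29.4% to 9.35% in WI-C versus Ctl-C, from 40.5% to 23.8% in WI+CS6h-C versus Ctl-C, from 41.6% to 14.5% in WI+CS24h-C versus Ctl-C, from 52.2% to 69.9% in WI+CS6h-C versus WI-C and from 52.9% to 63.4% in WI+CS24h-C versus WI-C. In CMJ it went from 53.8% to 39% in WI-CMJ versus Ctl-CMJ, from 42.2% to 64.5% in WI+CS6h-CMJ versus Ctl-CMJ, from 37% to 54.8% in WI+CS24h-CMJ versus Ctl-CMJ, from 49.4% to 76.6% in WI+CS6h-CMJ versus WI-CMJ and from 43.4% to 68.7% in WI+CS24h-CMJ versus WI-CMJ. Of the 1152 genes in WI+CS24h-C versus WI+CS6h-C 1.56% were higher and of the 352 in WI+CS24h-CMJ versus WI+CS6h-CMJ 86.4% were higher, where the 1 gene of the main setting was lower.

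With normexp fewer genes were called: 11 in WI-C, 263 in WI+CS6h-C and 192 in WI+CS24h-C versus Ctl-C and 142 in WI+CS6h-C and 111 in WI+CS24h-C versus WI-C. In CMJ these were 33 in WI-CMJ, 164 in WI+CS6h-CMJ and 188 in WI+CS24h-CMJ versus Ctl-CMJ, 144 in WI+CS6h-CMJ and 165 in WI+CS24h-CMJ versus WI-CMJ and 0 in WI+CS24h-CMJ versus WI+CS6h-CMJ. The share of calls that were higher went to 0% of 11 in WI-C versus Ctl-C, 30% in WI+CS6h-C versus Ctl-C, 35.9% in WI+CS6h-C versus WI-C, 42.3% in WI+CS24h-C versus WI-C, 31.9% in WI+CS6h-CMJ versus WI-CMJ and 30.3% in WI+CS24h-CMJ versus WI-CMJ. The cause was not tested.

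From the authors' deposited values the counts were 21 in WI-C, 759 in WI+CS6h-C and 523 in WI+CS24h-C versus Ctl-C and 361 in WI+CS6h-C and 276 in WI+CS24h-C versus WI-C, with 19% of the 21 higher, and in CMJ 113 in WI-CMJ, 500 in WI+CS6h-CMJ and 548 in WI+CS24h-CMJ versus Ctl-CMJ, 475 in WI+CS6h-CMJ and 466 in WI+CS24h-CMJ versus WI-CMJ and 0 in WI+CS24h-CMJ versus WI+CS6h-CMJ. The WI+CS24h interaction had 1 called gene there. The cause was not tested.

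The slide block gave 62 in WI-C, 3568 in WI+CS6h-C and 1615 in WI+CS24h-C versus Ctl-C and 668 in WI+CS24h-C versus WI-C, and in CMJ 54 in WI-CMJ and 594 in WI+CS24h-CMJ versus Ctl-CMJ, 494 in WI+CS6h-CMJ versus WI-CMJ and 0 in WI+CS24h-CMJ versus WI+CS6h-CMJ. The cause was not tested. The fit of 2 groups alone, which estimates the spread from 10 arrays in place of 20, gave 541 in WI+CS6h-C versus Ctl-C and 149 in WI+CS6h-C and 202 in WI+CS24h-C versus WI-C, and in CMJ 136 in WI-CMJ and 782 in WI+CS24h-CMJ versus Ctl-CMJ, 463 in WI+CS24h-CMJ versus WI-CMJ and 0 in WI+CS24h-CMJ versus WI+CS6h-CMJ. The fit per probe gave 1062 in WI+CS6h-C and 732 in WI+CS24h-C versus WI-C, the cause of which was not tested. With 75th percentile scaling the count was 110 in WI-CMJ versus Ctl-CMJ, and the 1 gene of WI+CS24h-CMJ versus WI+CS6h-CMJ was 0 with that scaling, the filter on dim genes and the replicate block. The cause was not tested.

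Samples of the same number after 6 h and 24 h come from the same kidneys by the labels. The replicate block, fitted over all groups of a tissue, also joins other kidneys of Ctl and WI. With it 0 genes were called in WI+CS24h-C versus WI+CS6h-C and 0 in WI+CS24h-CMJ versus WI+CS6h-CMJ. With the block in a fit of these 2 groups alone, a paired fit, the count was 0 in cortex and 0 in CMJ. Beyond that 1 gene, the block moved no count by over 1.5 times and took no distance between groups across the threshold, while among the named genes 24 results lost a call and 19 gained one.

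Of the added alternatives, the fit over all 40 arrays gave 62 in WI-C, 2794 in WI+CS6h-C and 1590 in WI+CS24h-C versus Ctl-C and 1369 in WI+CS6h-C and 774 in WI+CS24h-C versus WI-C, with 0 in WI+CS24h-CMJ versus WI+CS6h-CMJ. The same fit of the deposited values gave 29 in WI-C versus Ctl-C, moved no cortex count by over 1.5 times, and gave 113 in WI-CMJ, 453 in WI+CS6h-CMJ and 482 in WI+CS24h-CMJ versus Ctl-CMJ, 457 in WI+CS6h-CMJ and 442 in WI+CS24h-CMJ versus WI-CMJ and 0 in WI+CS24h-CMJ versus WI+CS6h-CMJ. With the share of spots well above background as a covariate the counts were 681 in WI+CS6h-C and 1406 in WI+CS24h-C versus Ctl-C and 1014 in WI+CS24h-C versus WI-C, and in CMJ 148 in WI-CMJ versus Ctl-CMJ, 614 in WI+CS6h-CMJ versus WI-CMJ and 0 in WI+CS24h-CMJ versus WI+CS6h-CMJ. With probe levels taken out no count moved by over 1.5 times. The cause of these changes was not tested.

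Without 1 array of the compared groups, the counts ranged from 26 to 63 in WI-C versus Ctl-C, 752 to 3129 in WI+CS6h-C versus Ctl-C, 510 to 1015 in WI+CS24h-C versus Ctl-C, 381 to 1195 in WI+CS6h-C versus WI-C and 260 to 428 in WI+CS24h-C versus WI-C, and from 77 to 427 in WI-CMJ versus Ctl-CMJ, 836 to 1152 in WI+CS6h-CMJ versus Ctl-CMJ, 977 to 1351 in WI+CS24h-CMJ versus Ctl-CMJ, 587 to 1066 in WI+CS6h-CMJ versus WI-CMJ and 664 to 1071 in WI+CS24h-CMJ versus WI-CMJ. The arrays that moved a count by over 1.5 times left, for cortex, 63 without WI-C 1 in WI-C versus Ctl-C, 752 without Ctl-C 3, 764 without Ctl-C 1, 791 without WI+CS6h-C 1, 815 without Ctl-C 2 and 3129 without WI+CS6h-C 4 in WI+CS6h-C versus Ctl-C, 510 without Ctl-C 3, 522 without Ctl-C 1, 551 without WI+CS24h-C 1 and 554 without Ctl-C 2 in WI+CS24h-C versus Ctl-C, 381 without WI-C 3, 384 without WI+CS6h-C 1, 407 without WI-C 4, 455 without WI-C 5 and 1195 without WI+CS6h-C 4 in WI+CS6h-C versus WI-C and 260 without WI+CS24h-C 1, 266 without WI-C 3, 278 without WI-C 4 and 280 without WI-C 5 in WI+CS24h-C versus WI-C. For CMJ they left 77 without WI-CMJ 5, 87 without Ctl-CMJ 4, 99 without Ctl-CMJ 2, 109 without Ctl-CMJ 1, 109 without WI-CMJ 3, 143 without WI-CMJ 4, 160 without Ctl-CMJ 3 and 427 without WI-CMJ 1 in WI-CMJ versus Ctl-CMJ, 587 without WI-CMJ 5 and 654 without WI-CMJ 3 in WI+CS6h-CMJ versus WI-CMJ and 664 without WI-CMJ 5 in WI+CS24h-CMJ versus WI-CMJ, and the counts of WI+CS6h-CMJ and WI+CS24h-CMJ versus Ctl-CMJ were moved so by none. The count of WI-CMJ versus Ctl-CMJ fell most without WI-CMJ 5. WI+CS24h-C versus WI+CS6h-C went from 0 to 1 without WI+CS24h-C 4, and WI+CS24h-CMJ versus WI+CS6h-CMJ ranged from 0 to 1, with 0 in 7 of 10 fits. The interactions ranged from 0 to 1 for WI (1 without Ctl-CMJ 3), from 0 to 2 for WI+CS6h (2 without WI+CS6h-C 2 or Ctl-CMJ 3, 1 without WI+CS6h-C 4) and from 0 to 2 for WI+CS24h (2 without Ctl-CMJ 3). Fewer arrays and the loss of a single kidney act together in such a fit.

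The share of the first component in cortex, 70.62%, became 83.18% with normexp, 81.77% with the filter on dim genes, 80.27% with the deposited values, 32.24% over 20 single arrays and 88.56% over called genes only, where the share of the second, 16.32%, became 7.928%. In CMJ the first component went from 60.66% to 72.22% with normexp, 72.57% with the filter on dim genes, 69.53% with the deposited values, 17.3% over 20 arrays and 79.56% over called genes only, and the second from 26.3% to 12.8% over 20 arrays and 17.21% over called genes only. The added components on genes called in the deposited matrix held 91.48% and 6.952% in cortex and 82.3% and 16.87% in CMJ. Over single arrays the spread within groups enters by construction, and with called genes only the genes were chosen for their differences between groups. For the other settings the cause was not tested. Without 1 array the first component ranged from 65.76% to 73.24% in cortex and from 57.77% to 62.17% in CMJ, and the second from 14.16% to 21.07% and from 24.38% to 29.06%.

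The distance between WI-C and Ctl-C over that within them, 1.024 (exact permutation p = 0.175), passed the test with quantile normalization by group (1.078, exact p = 0.0397) and with the slide block (1.162, exact p = 0.00794), and ranged from 0.987 to 1.071 without 1 array. WI+CS6h-C and WI-C, at 1.066 (exact p = 0.0873), were apart with the slide block (1.154, exact p = 0.0159) and without WI+CS6h-C 4 (1.15, exact p = 0.0159), in a range from 1.018 to 1.15. WI-CMJ and Ctl-CMJ, apart at 1.065 (exact p = 0.00794), were no longer so with 75th percentile scaling (1.04, exact p = 0.103) and without WI-CMJ 5 (1.036, exact p = 0.0635), in a range from 1.036 to 1.079. WI+CS6h-CMJ and WI-CMJ were apart under every alternative run, from 1.111 to 1.158 without 1 array. The ratio of WI+CS24h and WI+CS6h ranged from 0.923 to 0.999 in cortex and from 0.94 to 0.991 in CMJ without 1 array, but the same kidneys stand in both groups, which lowers it, so it does not test an effect of time. The cause was not tested. The Spearman correlation of array and RT-qPCR values kept its sign and its side of the threshold throughout, with 0.779 to 0.81 in cortex and 0.823 to 0.852 in CMJ without 1 array.

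For the 73 genes of the paper and the 12 others named, over comparisons and interactions, the results that lost and gained a call were 38 and 5 with 75th percentile scaling, 0 and 44 with the filter on dim genes, 223 and 5 with normexp, 21 and 18 with the fit per probe, 26 and 67 with quantile normalization by group, 0 and 2 by tissue, 46 and 25 with the deposited values, 59 and 34 with the slide block and 126 and 5 with 2 groups alone. With 4 groups alone the interactions kept all 255 results. The added fits lost and gained 15 and 49 over 40 arrays, 50 and 60 over 40 arrays of deposited values, 47 and 25 with the covariate, 1 and 2 with probe levels taken out and 0 and 0 with the block in 2 groups. Of 354 calls of the paper's genes, 121 held under every alternative set at the start and 196 under every one but normexp, and 102 changed in at least 1 fit without 1 array.

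Changes of direction were few. CKM, called as higher by the main setting, went to -0.022 in WI+CS24h-C versus WI-C and -0.011 in WI+CS6h-C versus WI-C with the fit per probe, where the brightest of its 10 probes stood for it. HAS1, called as higher (1.53), went to -0.039 in WI+CS24h-C versus Ctl-C with normexp. Beyond the choice of probe for CKM, the cause was not tested. No called change of a marker list was reversed. The lists lost and gained calls (fry, adjusted p) in 10 and 4 of 120 cases with quantile normalization by group, 6 and 3 with the slide block, 7 and 2 with 2 groups alone, 1 and 4 with 75th percentile scaling, 3 and 4 with the deposited values, 2 and 2 with normexp, 2 and 3 with the replicate block, 4 and 1 with the filter on dim genes, 2 and 0 with the fit per probe and 0 and 0 with quantile normalization by tissue.

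Signal over background limits the dim genes. Of 35939 rows tested in cortex and 35938 in CMJ, 21609 and 21608 passed the filter on dim genes, and the filter gave no value for ADIPOQ, AP1S3, RBBP4 and TXNDC8. With fewer genes to adjust for, it kept all 354 calls of the paper's genes and added 40, while normexp, which leaves an offset under dim signals, kept 178. For a group that is not well above background only a lower bound of the fold change can be had, below the fitted one.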

Differences from the paper's values

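Which results to compare, and the 10 alternatives named beside each value, were set before the data were examined. The fit over all 40 arrays, that fit of the deposited values, the covariate and the averaging with probe levels taken out were chosen only after the result was seen.

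For the number of differentially expressed genes in CMJ the values were the paper's 113 and here 247 in WI-CMJ versus Ctl-CMJ, the paper's 456 and here 1148 in WI+CS6h-CMJ versus Ctl-CMJ, the paper's 485 and here 1313 in WI+CS24h-CMJ versus Ctl-CMJ, the paper's 462 and here 1000 in WI+CS6h-CMJ versus WI-CMJ, and the paper's 446 and here 1024 in WI+CS24h-CMJ versus WI-CMJ. With the authors' deposited values the counts were 113, 500, 548, 475 and 466 in that order, each within 1.5 times the paper's. So were 110 with 75th percentile scaling and 136 with the fit of 2 groups alone for the first, 594 with the slide block for the third, 494 with the slide block for the fourth and 463 with 2 groups alone for the fifth. Under the others of the 10 alternatives each of these counts differed. Of the fits without 1 array those within 1.5 times gave 77 to 160 for the first (without any 1 of Ctl-CMJ 1, 2, 3 and 4 and WI-CMJ 3, 4 and 5), 654 without WI-CMJ 3 and 587 without WI-CMJ 5 for the fourth and 664 without WI-CMJ 5 for the fifth. With the share of spots well above background as a covariate, chosen after seeing the values, 148 for the first and 614 for the fourth were within it as well. The deposited values in a fit over all 40 arrays, chosen after seeing the values, gave 113, 453, 482, 457 and 442, and in cortex 29, 1137, 802, 557 and 395 beside the paper's 29, 1145, 805, 561 and 398. The cortex counts of the main setting did not differ by over 1.5 times.

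Tables S1 and S2 give log2 fold changes for 357 pairs of a named gene and a comparison. All 357 had the same sign here, the median absolute difference was 0.125, and 64 differed by more than the larger SD of the groups. Both sets of values are log2, and no single change of base or unit turns the paper's series into the values here. With the authors' deposited values none of the 64 differed, and each of the others of the 10 alternatives left a value different unless it is named for it below, the fits without 1 array and those chosen after seeing the values apart, which stand at the end. In each pair the first value is the paper's and the second is from here.

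For CDC42EP1 the paper's value and the value here were -3.23 and -3.98 in WI-C, -3.57 and -4.64 in WI+CS6h-C and -3.44 and -4.36 in WI+CS24h-C versus Ctl-C. No other of the 10 alternatives closed it. For CYP2C42 the paper's value and the value here were -3.26 and -6.84 (here at least 39.8-fold) in WI+CS6h-C and -3.32 and -6.98 (here at least 53.6-fold) in WI+CS24h-C versus Ctl-C, then -3.02 and -6.15 (here at least 24.7-fold) in WI+CS6h-C and -3.08 and -6.29 (here at least 33.2-fold) in WI+CS24h-C versus WI-C, then -2.77 and -5.66 in WI+CS6h-CMJ and -2.84 and -6.27 (here at least 26.8-fold) in WI+CS24h-CMJ versus Ctl-CMJ, then -2.83 and -5.63 in WI+CS6h-CMJ and -2.89 and -6.24 (here at least 26.3-fold) in WI+CS24h-CMJ versus WI-CMJ. Normexp closed the gap in each but WI+CS6h-C versus Ctl-C and WI+CS24h-C versus Ctl-C, and so did the slide block in WI+CS6h-C versus WI-C. CYP2C42 was well above background on 1 of 5 arrays of WI+CS6h-CMJ and 4 of 5 arrays of WI-C, so its size in groups with 1 or 2 such arrays rests largely on values not well above background. For CCL26 the paper's value and the value here were -1.45 and -2.56 in WI+CS6h-C and -1.48 and -2.67 in WI+CS24h-C versus Ctl-C, then -1.33 and -2.41 in WI+CS6h-C and -1.37 and -2.52 in WI+CS24h-C versus WI-C, then -1.61 and -3.15 in WI+CS6h-CMJ and -1.60 and -2.94 in WI+CS24h-CMJ versus Ctl-CMJ, then -1.64 and -3.19 in WI+CS6h-CMJ and -1.62 and -2.97 in WI+CS24h-CMJ versus WI-CMJ. Normexp closed the gap in WI+CS6h-CMJ versus Ctl-CMJ, WI+CS6h-CMJ versus WI-CMJ and WI+CS24h-CMJ versus WI-CMJ. CCL26 was well above background on 4 of 5 arrays of WI+CS6h-C, WI+CS6h-CMJ and WI+CS24h-CMJ. For ARG2 the paper's value and the value here were -1.26 and -3.13 in WI+CS6h-C and -1.19 and -2.85 (here at least 4.93-fold) in WI+CS24h-C versus Ctl-C, then -1.05 and -2.80 in WI+CS6h-C and -0.97 and -2.51 (here at least 3.91-fold) in WI+CS24h-C versus WI-C, then -1.09 and -2.65 (here at least 3.76-fold) in WI+CS24h-CMJ versus Ctl-CMJ, then -1.02 and -2.69 in WI+CS6h-CMJ and -1.02 and -2.56 (here at least 3.55-fold) in WI+CS24h-CMJ versus WI-CMJ. Normexp closed the gap in each. ARG2 was well above background on 4 of 5 arrays of WI+CS6h-C. Of its 2 probes 1 was well above background on 0 arrays of WI+CS24h-C and WI+CS24h-CMJ, and on 1 of 5 of WI+CS6h-C and WI+CS6h-CMJ, and the bounds are made in the way given for FUT2 below.

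For MX2 the paper's value and the value here were -1.20 and -2.08 in WI+CS6h-C and -1.14 and -1.85 in WI+CS24h-C versus Ctl-C, and -0.81 and -1.28 in WI+CS24h-CMJ versus WI-CMJ. Normexp closed the gap in WI+CS6h-C versus Ctl-C, and so did quantile normalization by group and the slide block in WI+CS24h-CMJ versus WI-CMJ. MX2 was well above background on 4 of 5 arrays of WI+CS6h-C. For TRAF3 the paper's value and the value here were -0.89 and -2.68 in WI+CS6h-C and -1.03 and -3.64 in WI+CS24h-C versus Ctl-C, then -0.85 and -2.60 in WI+CS6h-C and -1.0 and -3.56 in WI+CS24h-C versus WI-C, then -0.62 and -2.14 in WI+CS6h-CMJ and -0.58 and -1.91 in WI+CS24h-CMJ versus Ctl-CMJ, then -0.72 and -2.29 in WI+CS6h-CMJ and -0.67 and -2.06 in WI+CS24h-CMJ versus WI-CMJ. Normexp closed the gap in each but WI+CS24h-CMJ versus WI-CMJ. TRAF3 was well above background on 1 of 5 arrays of WI+CS24h-C and 2 of 5 arrays of WI+CS6h-C, WI+CS6h-CMJ and WI+CS24h-CMJ, so its size in groups with 1 or 2 such arrays rests largely on values not well above background. For FUT2 the paper's value and the value here were 1.78 and 4.69 (here at least 10.8-fold) in WI+CS6h-C and 1.73 and 4.64 (here at least 10.4-fold) in WI+CS24h-C versus Ctl-C, then 1.77 and 4.66 (here at least 9.34-fold) in WI+CS6h-C and 1.72 and 4.61 (here at least 8.99-fold) in WI+CS24h-C versus WI-C, then 1.52 and 4.11 (here at least 7-fold) in WI+CS6h-CMJ and 1.54 and 4.25 (here at least 7.72-fold) in WI+CS24h-CMJ versus Ctl-CMJ, then 1.5 and 4.10 (here at least 6.39-fold) in WI+CS6h-CMJ and 1.51 and 4.24 (here at least 7.05-fold) in WI+CS24h-CMJ versus WI-CMJ. The fit per probe closed the gap in each. Of its 3 probes 2 were well above background on 0 arrays of the Ctl and WI groups, and in the bounds they are set to the lowest signal well above background. For EGR1 the paper's value and the value here were 1.17 and 2.60 in WI+CS6h-C and 1.06 and 2.48 in WI+CS24h-C versus Ctl-C, then 0.72 and 1.27 in WI+CS6h-C and 0.61 and 1.14 in WI+CS24h-C versus WI-C, then 1.11 and 2.34 in WI-CMJ, 1.12 and 2.36 in WI+CS6h-CMJ and 1.16 and 2.36 in WI+CS24h-CMJ versus Ctl-CMJ. No other of the 10 alternatives closed it. EGR1 was well above background on 4 of 5 arrays of Ctl-CMJ.

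For HSP70 the paper's value and the value here were 0.60 and 2.26 in WI+CS6h-C versus Ctl-C, and 0.58 and 1.75 in WI+CS6h-CMJ versus Ctl-CMJ. Normexp and the fit per probe closed the gap in each, and so did 75th percentile scaling and quantile normalization by tissue in WI+CS6h-CMJ versus Ctl-CMJ. For CYP2C34 the paper's value and the value here were -1.72 and -2.98 in WI+CS24h-C versus Ctl-C, without a difference with normexp. CYP2C34 was well above background on 4 of 5 arrays of WI+CS24h-C. For MAP3K8 the paper's value and the value here were -1.01 and -1.37 in WI+CS24h-C versus Ctl-C. No other of the 10 alternatives closed it. For MLK4 the paper's value and the value here were -0.71 and -1.06 in WI+CS24h-C versus WI-C, and -0.54 and -0.79 in WI+CS6h-CMJ versus Ctl-CMJ. Quantile normalization by group and the slide block closed the gap in WI+CS6h-CMJ versus Ctl-CMJ.

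For CDO1 the paper's value and the value here were -2.75 and -3.61 in WI+CS6h-CMJ and -2.61 and -3.33 in WI+CS24h-CMJ versus Ctl-CMJ, and -2.60 and -3.46 in WI+CS6h-CMJ versus WI-CMJ. 75th percentile scaling closed the gap in WI+CS6h-CMJ versus Ctl-CMJ and WI+CS24h-CMJ versus Ctl-CMJ, and so did quantile normalization by group in each, and quantile normalization by tissue in WI+CS24h-CMJ versus Ctl-CMJ and WI+CS6h-CMJ versus WI-CMJ, and the slide block in WI+CS6h-CMJ versus WI-CMJ. For KCNIP4 the paper's value and the value here were -0.68 and -1.91 in WI+CS6h-CMJ and -0.67 and -1.98 in WI+CS24h-CMJ versus WI-CMJ. Normexp closed the gap in WI+CS24h-CMJ versus WI-CMJ. KCNIP4 was well above background on 4 of 5 arrays of WI+CS24h-CMJ. For LEO1 the paper's value and the value here were 0.55 and 0.79 in WI+CS6h-CMJ versus WI-CMJ, without a difference with quantile normalization by tissue and the slide block.

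The deposited values in a fit over all 40 arrays, chosen after seeing the values, closed the gap in all 64. The averaging with probe levels taken out, chosen after seeing the values, closed it for HSP70 in WI+CS6h-C versus Ctl-C (0.92) and WI+CS6h-CMJ versus Ctl-CMJ (0.86), and the covariate, chosen after seeing the values, for MX2 in WI+CS6h-C versus Ctl-C (-1.66) and WI+CS24h-CMJ versus WI-CMJ (-1.22), MLK4 in WI+CS6h-CMJ versus Ctl-CMJ (-0.73), CDO1 in WI+CS24h-CMJ versus Ctl-CMJ (-3.33) and LEO1 in WI+CS6h-CMJ versus WI-CMJ (0.76). In 19 of the 64 a fit without 1 array came within the larger SD of the paper's value. These are CDC42EP1 in WI-C versus Ctl-C, MX2 in WI+CS6h-C versus Ctl-C and WI+CS24h-CMJ versus WI-CMJ, TRAF3 in WI+CS6h-C versus Ctl-C and versus WI-C, CYP2C42 in WI+CS6h-C and WI+CS24h-C versus WI-C, CYP2C34 and MAP3K8 in WI+CS24h-C versus Ctl-C, CCL26 in WI+CS6h-CMJ versus Ctl-CMJ and versus WI-CMJ, and HSP70, MLK4, CDO1 and LEO1 in each of their comparisons above.

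Of the 357 pairs that Tables S1 and S2 list, 51 were not called by the main setting, 18 of them in WI+CS24h-C versus WI-C. The settings that called some of them were the filter on dim genes (23), quantile normalization by group (22), the slide block (18), the authors' deposited values (17), the fit per probe (8), the replicate block (5), 75th percentile scaling (1), normexp (1) and the fit of 2 groups alone (1), while quantile normalization by tissue called 0. The deposited values in a fit over 40 arrays called all 51, the main values in such a fit 35, the covariate 16 and the averaging with probe levels taken out 2, all chosen after seeing the values. The fits without 1 array were not counted for this. ADIPOQ and KCNJ10 were called in 0 comparisons by the main setting. ADIPOQ was called in WI+CS6h-CMJ versus WI-CMJ with quantile normalization by group, the deposited values and the slide block, in WI+CS24h-CMJ versus WI-CMJ with quantile normalization by group and the slide block, and in WI-CMJ versus Ctl-CMJ by the fits over 40 arrays, chosen after seeing the values. KCNJ10 was called in WI+CS24h-C versus WI-C with the deposited values in a fit over 40 arrays, chosen after seeing the values.

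Of the shares of variance the paper states, none differed by over 1.5 times. The deposited values reached the paper's 80.27% for the first component in cortex with 80.27%, the paper's 13.15% for the second with 13.16% and the paper's 23.77% for the second in CMJ with 23.75%. For the first in CMJ they gave 69.53%, where the paper's text has 59.55% and about 70% is printed in Fig. 1B, read by eye, and the main setting gave 60.66%.

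Some statements of the paper go the other way here. The paper's text has TRAF3 rising, and here TRAF3 (ENSSSCT00000023435) changed by -2.68 in WI+CS6h-C, -3.64 in WI+CS24h-C, -2.14 in WI+CS6h-CMJ and -1.91 in WI+CS24h-CMJ, each against Ctl, and its Tables S1 and S2 list it as lower as well. The text and Fig. 3 have SMAD6 falling in 3 of the 4 cold-stored groups, and here SMAD6 changed by 0.65 in WI+CS6h-C, 0.59 in WI+CS24h-C, 0.68 in WI+CS6h-CMJ and 0.68 in WI+CS24h-CMJ, each against Ctl, in all 4 upward. Fig. 4 draws CYR61 below control at every time, and here CYR61 changed by 0.90 in WI-C and 1.14 in WI-CMJ, and by 1.59 in WI+CS6h-C, 1.45 in WI+CS24h-C, 0.86 in WI+CS6h-CMJ and 0.89 in WI+CS24h-CMJ, each against Ctl, which is upward, as Tables S1 and S2 list it.

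The text has CKM expressed in cold ischemia and at no other time. Here CKM, counted by any of its probes, was well above background on all 5 arrays of every group. Its average over probes was 5.20 ± 0.19 in Ctl-C and 6.53 ± 0.67 in WI+CS6h-C, and single probes may still lie at background. The text has AQP3 rising with WI in both tissues, and here AQP3 was not called in WI-C versus Ctl-C (0.46, adjusted p = 0.66) or in WI-CMJ versus Ctl-CMJ (0.39, adjusted p = 0.495), nor under any setting run.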

Other observations

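The splits of the arrays and the tests of the share of spots, of kidneys alike in pairs, of genes that part groups of kidneys and of single identifiers were chosen only after the result was seen, while those of the marker lists, of blood, of shared kidneys and of the interferon list were not.

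For the number of called genes, each comparison of 2 groups was repeated with the same arrays split otherwise into 2 groups of 5, with 100 splits drawn in each case, except between 6 h and 24 h, and the real one among them. Chance is argued against as the source of the counts in WI-C and WI+CS24h-C versus Ctl-C, in WI+CS24h-C versus WI-C and in the 5 comparisons of CMJ with Ctl-CMJ or WI-CMJ, where 1 split, the real one, gave as many. The number of comparisons is not corrected for in any of them. The distance between WI-C and Ctl-C did not pass its test (1.024, exact permutation p = 0.175). For WI+CS6h-C versus Ctl-C and versus WI-C 2 and 3 splits gave as many, the real one included. This argues against chance but less firmly, since some other splits gave more calls than the real one. The distance between WI+CS6h-C and WI-C did not pass its test either (1.066, exact permutation p = 0.0873). For the interactions of tissue with WI, WI+CS6h and WI+CS24h the counts by limma were 0 (710, 1856 and 928 at an unadjusted p under 0.05), which any split reaches (100 of 100 each), so the splits do not test chance there. The same holds for the 0 of WI+CS24h-C versus WI+CS6h-C (16 of the 16 splits that part the 2 arrays of each kidney). For the 1 gene of WI+CS24h-CMJ versus WI+CS6h-CMJ 2 of 16 splits gave as many, too few splits to decide.

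In cortex 3 other splits gave more calls than the real one, and all 3 part the arrays by the share of spots well above background further than the real groups do. The split with 3367 calls for WI+CS6h-C versus Ctl-C parts arrays with means of 67.6% and 61.25% of spots well above background, where the real groups have 66.32% and 62.54%. Those with 5564 and 3950 for WI+CS6h-C versus WI-C part means of 66.5% and 60.5% and of 65.66% and 61.34%, where the real groups have 64.46% and 62.54%. Of 100 splits 2, 1 and 10 differ as much in this share as these 3 do. With this share as a covariate, an alternative added after the values were seen, the real comparisons gave 681 called genes in place of 1445 and 754 in place of 692. The leading component of the deviations from the group means, 48.2% of their variance in cortex, went with the share at r = 0.784 over 20 arrays (permutation within groups, p = 0.0011, adjusted for 2 tissues 0.0022; Spearman rho = 0.761; r = 0.752 without the 2 farthest arrays). In CMJ the component held 29.2% and r was 0.126 over 20 arrays (permutation within groups, p = 0.588). A difference of RNA or hybridization between arrays that lowers dim signals may thus be a source of the spread within the cortex groups. Tissue that differs between biopsies would move both measures as well and was not tested, and no biological explanation was tested.

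Kidneys of the cold-stored group were alike in pairs. Genes with a range of over 2 (log2) between the 5 kidneys in cortex, averaged over 6 h and 24 h, numbered 590, and in CMJ 4.24% of them differed by over 1 between kidneys 1 and 2 and 2.54% between kidneys 3 and 4, against 44.07% to 61.69% for each other pair. Of 488 genes chosen in CMJ, 6.97% and 3.69% differed so in cortex, against 50.82% to 73.16%. No such gap for these 2 pairs appeared in Ctl, where 12.86% and 48.57% stood against 18.57% to 41.43% for the other pairs, or in WI, where 13.11% and 9.33% stood against 3.91% to 14.63%. Arrays of 1 slide are argued against as the source, since with slide terms taken out 10.14% and 5.59% of 286 genes differed, against 43.01% to 66.43%. A candidate explanation is that kidneys 1 and 2 came from 1 animal and kidneys 3 and 4 from another (4.24% of genes between 1 and 2). Against this, the paper's methods name only the right kidney as removed, and independent brother pigs as its source. Brothers that share alleles stay open, untested.

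The same RNA put on more than 1 array cannot be told apart from this. Differences between such arrays at 6 h would not recur at 24 h, and between kidneys 3 and 4 the correlation of the differences at 6 h with those at 24 h was 0.11 in CMJ and -0.712 in cortex. Between kidneys 1 and 2 it was 0.429 and 0.478, and between kidneys 1 and 3, of different sets, 0.762 and 0.65. Differences between arrays of 1 kidney in the share of spots well above background enter these values too, which keeps the question open.

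If the cold-stored group held fewer animals than kidneys, the counts of called genes would rest on too many independent samples. With kidneys 1 and 2, and 3 and 4, averaged to 1 sample each, the count was the lowest of the 15 ways to average 2 pairs in 6 of 8 comparisons with an unstored group, which such a group may explain. The counts there were 619 against 720 to 1527 with other pairs in WI+CS24h-C versus Ctl-C, 231 against 347 to 781 in WI+CS24h-C versus WI-C, 697 against 892 to 1245 in WI+CS6h-CMJ and 866 against 1076 to 1482 in WI+CS24h-CMJ versus Ctl-CMJ, and 469 against 718 to 1126 in WI+CS6h-CMJ and 548 against 765 to 1156 in WI+CS24h-CMJ versus WI-CMJ. In the other 2 it was not, with 1990 in WI+CS6h-C versus Ctl-C, where 10 ways gave as few, and 705 in WI+CS6h-C versus WI-C, where 5 did. At least 231 genes were thus called in each of the 8 comparisons with the pairs averaged. The pairs were found and averaged on the same data.

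Of 21441 identifiers well above background, 9 parted all arrays of the 5 Ctl kidneys from those of the other 10 in both tissues by over 0.5 (8 higher, 1 lower), 14 parted the cold-stored kidneys (9 higher, 5 lower) and 0 the WI kidneys. Of 100 random sets of 5 kidneys 0 were parted by as many as the Ctl kidneys, so chance is argued against. Among the 14 with a symbol are FUT2, CDO1, CCL26 and PDK4, and the 14 differed from the other kidneys by 2.609 in the median and between 6 h and 24 h by 0.058 in the median and 0.177 at most. A difference between the animals of the groups may give such genes, and so may a change early in cold storage or at the flush that stays. The small difference of 0.058 goes with both, since the groups are different animals, and they cannot be told apart.

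That few genes differ between WI+CS24h and WI+CS6h was set against the sampling of the same kidneys at both times. If differences between kidneys hid an effect of time, taking the kidney number as a block would uncover it, and the largest number of called genes with that block was 0 in cortex and in CMJ by limma (1045 and 1268 at an unadjusted p under 0.05). With the block in a fit of both cold-stored groups alone, which pairs the kidneys, 0 were called in either tissue as well. This argues against the shared kidneys as the cause. An effect of time that is small against the spread that remains stays open.

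A wash-out of blood by the flush would lower blood genes in the 8 comparisons of a cold-stored with an unflushed group. At most 1 of 24 identifiers of 19 blood genes was called lower in any of them (in WI+CS6h-CMJ versus WI-CMJ) and 0 were called higher. The median of the 16 leukocyte genes was between -0.052 and -0.191 in the 8 comparisons and lay at percentiles 0.22 to 3.74 of 10000 random lists of as many genes, while fry passed for neither list. Only 3 erythrocyte genes are on the arrays, 1 of them well above background on all Ctl-C arrays. Blood washed out by the flush may thus have lowered a few genes (1 called), and whether it lowered others cannot be told apart from treatment, as the flush came with cold storage.

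MX2 and OAS (TC557164) were lower in cold-stored kidneys, and a lower interferon response of the animals of that group is a candidate explanation. The 21 interferon-stimulated genes, 20 of them well above background on all Ctl-CMJ arrays and 2 named by the paper, changed by -0.538 in the mean in WI+CS6h-CMJ versus Ctl-CMJ (fry, adjusted p = 0.0624, 18 of 21 lower), which does not pass. They changed by -0.38 in WI+CS24h-C versus Ctl-C (16 of 21 genes lower, adjusted p = 0.208), by -0.54 in WI+CS6h-C versus WI-C (18 of 21 genes lower, adjusted p = 0.0658) and by -0.57 in WI+CS24h-C versus WI-C (20 of 21 genes lower, adjusted p = 0.0365). Only the last passed with fry, and it was lost with quantile normalization by group, with the replicate block and without any 1 of WI-C 2, WI-C 3, WI-C 4, WI+CS24h-C 3, WI+CS24h-C 4 and WI+CS24h-C 5, where the mean reached -0.484. Camera, which assumes a small fixed correlation within a list, passed in 7 comparisons where fry did not. The response of the animals cannot be told apart from an effect of cold storage, since each treatment was given to other animals.

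Of the 10 lists of marker genes in 12 comparisons fry passed in 19 of 120 results, of which camera passed in 14, and camera alone passed in 11 (7 of the interferon list, 3 of the PPARA targets and 1 of the fibroblast list). The fry calls of the hypoxia and medulla lists did not hold with camera. The lists share no gene with each other. The 15 immediate early genes on the arrays, 13 well above background on all Ctl-C arrays and 7 named by the paper, rose by 0.91 in WI+CS6h-C versus Ctl-C (14 of 15 genes higher, adjusted p = 8.31e-07), 0.82 in WI+CS24h-C versus Ctl-C (14 of 15 genes higher, adjusted p = 5.11e-06), 0.72 in WI+CS6h-CMJ versus Ctl-CMJ (13 of 15 genes higher, adjusted p = 0.000857), 0.79 in WI+CS24h-CMJ versus Ctl-CMJ (13 of 15 genes higher, adjusted p = 0.000256) and 0.80 in WI-CMJ versus Ctl-CMJ (14 of 15 genes higher, adjusted p = 8.43e-05). They rose by 0.54 in WI+CS6h-C versus WI-C (14 of 15 genes higher, adjusted p = 0.000339) and by 0.46 in WI+CS24h-C versus WI-C (13 of 15 genes higher, adjusted p = 0.0025), and none of these 7 calls was lost under the 10 alternatives or without 1 array. The rise of 0.36 in WI-C versus Ctl-C (12 of 15 genes higher, adjusted p = 0.0475) was lost with 7 alternatives, down to 0.149 with normexp, and without any 1 of 7 arrays (Ctl-C 2, 3 and 4 and WI-C 1, 2, 3 and 4).

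The 19 PPARA targets on the arrays, 18 well above background on all Ctl-C arrays and 6 named by the paper, changed by -0.70 in WI+CS24h-CMJ versus WI-CMJ (15 of 19 genes lower, adjusted p = 0.00838), which held under the 10 alternatives and without each array, and by -0.62 in WI+CS24h-C versus WI-C (14 of 19 genes lower, adjusted p = 0.0165), which was lost without WI+CS24h-C 5 only. The change of -0.62 in WI+CS6h-C versus WI-C (13 of 19 genes lower, adjusted p = 0.0189) was lost with quantile normalization by group and without WI-C 2, WI+CS6h-C 2 or WI+CS6h-C 5. That of -0.59 in WI+CS6h-CMJ versus WI-CMJ (15 of 19 genes lower, adjusted p = 0.0379) was lost with quantile normalization by group, with 2 groups alone and without WI-CMJ 4, WI-CMJ 5, WI+CS6h-CMJ 1 or WI+CS6h-CMJ 2, and that of -0.50 in WI+CS24h-CMJ versus Ctl-CMJ (15 of 19 genes lower, adjusted p = 0.025) with 3 alternatives and without 1 of 5 arrays (Ctl-CMJ 1, 2 or 3, WI+CS24h-CMJ 1 or 5). In WI-C and WI-CMJ versus Ctl the means were 0.13 and 0.20 and did not pass.

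The 14 hypoxia targets, 13 well above background on all Ctl-CMJ arrays and 1 named by the paper, changed by -0.23 in WI+CS24h-CMJ versus Ctl-CMJ (9 of 14 genes lower, adjusted p = 0.025), -0.26 in WI+CS6h-CMJ versus WI-CMJ (8 of 14 genes lower, adjusted p = 0.0451) and -0.27 in WI+CS24h-CMJ versus WI-CMJ (8 of 14 genes lower, adjusted p = 0.0232), with medians near 0 (-0.07, -0.03 and -0.05) and calls lost with 4, 6 and 4 alternatives and without any 1 of 3, 7 and 2 arrays. The 8 medulla genes, 7 well above background on all arrays of Ctl-C and of Ctl-CMJ and 1 named by the paper, changed by 0.21 in WI+CS24h-C versus Ctl-C (7 of 8 genes higher, adjusted p = 0.0381) and -0.25 in WI+CS6h-CMJ versus WI-CMJ (6 of 8 genes lower, adjusted p = 0.0447), calls lost with 5 and 3 alternatives and without any 1 of 7 and 5 arrays. No other list passed with fry. The largest means were 0.63 in WI-CMJ versus Ctl-CMJ (10 of 10 genes higher, adjusted p = 0.0765) for 10 fibroblast genes, 0.44 in WI-CMJ versus Ctl-CMJ (9 of 12 genes higher, adjusted p = 0.0963) for 12 adipocyte genes, 0.23 in WI-CMJ versus Ctl-CMJ (10 of 10 genes higher, adjusted p = 0.235) for 10 proximal tubule genes, 0.17 in WI+CS24h-C versus Ctl-C (6 of 16 genes higher, adjusted p = 0.851) for 16 leukocyte genes, and 0.99 in WI-C versus Ctl-C (2 of 3 genes higher, adjusted p = 0.307) and -0.84 in WI+CS6h-CMJ versus WI-CMJ (2 of 3 genes lower, adjusted p = 0.0608) for 3 erythrocyte genes. The control cortex holds 10, 9, 10, 11 and 1 of these well above background on all its arrays, in that order, and of these 5 lists the paper names 1 fibroblast and 1 adipocyte gene.

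Mean, median and the direction of the fry test differed in sign in 13 of 120 results, none of which passed, 8 of them of the leukocyte list. That list had positive means beside negative medians and a downward test in WI+CS6h-C (0.16 and -0.05) and WI+CS24h-C versus Ctl-C (0.17 and -0.12), WI+CS6h-C (0.03 and -0.11) and WI+CS24h-C versus WI-C (0.05 and -0.14), WI+CS24h-C versus WI+CS6h-C (0.02 and -0.04), and WI+CS6h-CMJ (0.03 and -0.19) and WI+CS24h-CMJ versus Ctl-CMJ (0.06 and -0.19). In WI+CS24h-CMJ versus WI+CS6h-CMJ its mean of 0.03 and median of 0.03 stood beside a downward test. The other 5 were hypoxia targets in WI+CS6h-C versus Ctl-C (mean -0.06, median 0.01, test upward) and in WI+CS24h-C versus WI+CS6h-C (-0.05, 0.00, downward), PPARA targets there (0, -0.02, downward), the proximal tubule list in WI+CS24h-C versus Ctl-C (0.05, -0.07, downward) and the adipocyte list in WI+CS6h-CMJ versus WI-CMJ (-0.23, 0.01, downward).

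Identifiers of 1 symbol moved apart for several genes, RHOB, MLK4 and ADAM9 among them, and 2 further genes were examined here. CDC42EP1 (A_72_P231427) fell in every comparison with Ctl, by -3.98 in WI-C, and it is among the 9 identifiers that part the Ctl kidneys, while the other identifier of this symbol changed by -0.043 in WI-C versus Ctl-C. TRAF3 (ENSSSCT00000023435) changed by -3.64 in WI+CS24h-C versus Ctl-C, and of the 2 other TRAF3 identifiers the one with the larger change there moved by -0.199. Each of the 2 identifiers may measure another transcript than its symbol names, or a form of it, and an allele that weakens binding of a probe was not tested. No biological explanation was tested.

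HSP70 (NM_213766) rose by 2.26 in WI+CS6h-C versus Ctl-C as an average of 2 probes, of which A_72_P015686 is dim (4.44 in Ctl-C) and A_72_P088236 bright (9.67 in Ctl-C). The dim probe was left out as an outlier spot on 3 of the 5 WI+CS6h-C arrays, where the average is then the bright probe alone. With the level of each probe taken out before averaging the change was 0.924, so most of the 2.26 is likely due to which probes were averaged. Of 3753 identifiers with more than 1 probe, 44 had an array moved by over 0.5 and 80 by over 0.1 when probe levels were taken out first.

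The lists of Tables S1 and S2 were compared with the calls here. Of the genes they list 29, 495, 481, 557 and 395 are for cortex (WI-C, WI+CS6h-C and WI+CS24h-C versus Ctl-C and the last 2 versus WI-C). Of those that were tested here 44.8%, 96%, 81.4%, 62.8% and 62.7% were called. For CMJ, in the same order, they list 113, 453, 482, 457 and 441, and 67.9%, 90.6%, 90.2%, 77.5% and 84.8% of those tested were called. All listed genes that were tested here had the same sign. For WI+CS6h-C and WI+CS24h-C versus Ctl-C the tables as held here list fewer genes than the paper counts, and their highest corrected p was 0.00309 and 0.0115. For WI+CS24h-CMJ versus Ctl-CMJ the median corrected p listed was 3.98e-05, where in the other CMJ comparisons it was 0.00427 to 0.0187.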
